# *Wnt5a–Vangl1/2* signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions

**DOI:** 10.1371/journal.pbio.3001759

**Published:** 2022-08-26

**Authors:** Kuan Zhang, Erica Yao, Ethan Chuang, Biao Chen, Evelyn Y. Chuang, Regan F. Volk, Katherine L. Hofmann, Balyn Zaro, Pao-Tien Chuang

## Abstract

Lung branching morphogenesis requires reciprocal interactions between the epithelium and mesenchyme. How the lung branches are generated at a defined location and projected toward a specific direction remains a major unresolved issue. In this study, we investigated the function of Wnt signaling in lung branching in mice. We discovered that *Wnt5a* in both the epithelium and the mesenchyme plays an essential role in controlling the position and direction of lung branching. The *Wnt5a* signal is mediated by *Vangl1/2* to trigger a cascade of noncanonical or planar cell polarity (PCP) signaling. In response to noncanonical *Wnt* signaling, lung cells undergo cytoskeletal reorganization and change focal adhesions. Perturbed focal adhesions in lung explants are associated with defective branching. Moreover, we observed changes in the shape and orientation of the epithelial sheet and the underlying mesenchymal layer in regions of defective branching in the mutant lungs. Thus, PCP signaling helps define the position and orientation of the lung branches. We propose that mechanical force induced by noncanonical *Wnt* signaling mediates a coordinated alteration in the shape and orientation of a group of epithelial and mesenchymal cells. These results provide a new framework for understanding the molecular mechanisms by which a stereotypic branching pattern is generated.

## Abstract 2

Lung branching morphogenesis requires reciprocal interactions between the epithelium and mesenchyme, but how are these branches are generated at a defined location and orientation? This study reveals that non-canonical Wnt5a signaling causes changes in lung cell cytoskeleton and focal adhesions, and the resulting altered shape and orientation of the epithelial sheet helps define the position and orientation of lung branches.

## Introduction

Branching morphogenesis is a fundamental mechanism for pattern formation [1,2]. It is utilized by many organs and vasculature to generate a defined pattern required for tissue function. The lung, kidney, mammary gland, salivary gland, pancreas, and prostate are among the branching organs that have been extensively studied. For instance, many genes and pathways that control lung branching have been discovered [3–5]. However, we still lack a complete mechanistic understanding of how new lung branches are formed and extended in a spatially and temporally specific manner. In particular, the cellular and molecular basis of how lung epithelial cells undergo morphogenetic changes to produce a new branch remains underexplored [6,7].

The planar cell polarity (PCP) pathway is an evolutionarily conserved mechanism for orchestrating cell shape and motility during pattern formation [8–11]. PCP signaling has been broadly investigated. The major components of the PCP pathway are known, and their genetic interactions have been defined. The PCP pathway is the noncanonical branch of the *Wnt* pathway. Similar to the canonical *Wnt* pathway, PCP signaling is triggered by binding of the Wnt ligands to their cell surface receptors that include the Frizzled (FZ) receptors and ROR coreceptors. However, instead of controlling β-catenin levels as seen in the canonical *Wnt* pathway, PCP signaling utilizes multiple transmembrane and cytoplasmic proteins to regulate the actomyosin cytoskeleton. How changes in cellular properties induced by PCP signaling influence branching morphogenesis is a key unresolved question. Insight into this issue will offer a new framework for understanding branching morphogenesis.

Among the several Wnts that are expressed in the lung, *Wnt5a* is a prominent member of the noncanonical Wnt family [12]. *Wnt5a* is also capable of mediating canonical *Wnt* signaling [13,14]. The role of *Wnt5a* in lung branching has not been fully explored. A previous report on *Wnt5a*^*−/−*^ mouse lungs primarily focused on later stages (e.g., 16.5 to 18.5 days post coitus (dpc)) of lung development and concluded that *Wnt5a* controls distal lung morphogenesis [15]. Whether *Wnt5a* regulates early lung branching is unknown and the sources of *Wnt5a* in this process were not functionally defined.

Similarly, how the downstream effectors of *Wnt5a* control lung branching is unclear. In the literature, a hypomorphic (reduced function) allele of *Vangl2*, *Vangl2*^*Lp*^ (*loop tail*) [16], has been widely used. *Vangl1* and *Vangl2* encode the mammalian homologs of fly *Van Gogh (Vang)/strabismus* and are absolutely required for PCP signaling [17]. Homozygous *Vangl2*^*Lp/Lp*^ mice die in utero due to an open neural tube. Analysis of *Vangl2*^*Lp/Lp*^ lungs revealed defective branching, resulting in fewer branches and narrow lumens [18]. Disrupted cytoskeletal organization was also observed in *Vangl2*^*Lp/Lp*^ lungs [18]. However, intact *Vangl1* and residual *Vangl2* activity in *Vangl2*^*Lp/Lp*^ mutants retained PCP signaling and prevented an accurate assessment of how PCP signaling promotes lung branching, especially during the early steps of branch formation. A complete loss of both *Vangl1* and *Vangl2* function is required to uncover the molecular mechanisms by which PCP signaling regulates branching. In addition, loss of PCP signaling in a select compartment (e.g., the lung epithelium or mesenchyme) through conditional gene inactivation is necessary to investigate PCP signaling in different niches.

In this study, we have defined the role of epithelial and mesenchymal *Wnt5a* in controlling the position and direction of lung branching. A complete loss of *Vangl1/2*, the effectors of *Wnt5a*, resulted in similar albeit milder phenotypes than those due to *Wnt5a* removal. We discovered that cytoskeletal reorganization induced by PCP signaling leads to changes in focal adhesions required for branching. This is associated with alterations in the shape and orientation of the epithelial sheet and the underlying mesenchymal layer in regions of defective branching in the mutant lungs. Together, these novel findings reveal a molecular cascade that controls cellular properties required for branching morphogenesis.

## Results

### Global inactivation of *Wnt5a* perturbs the position and direction of early lung branching

To search for signals that trigger PCP signaling and lung branching, we tested the function of *Wnt5a* and examined branching in lungs of *Wnt5a*^*−/−*^ mice especially at the early stages of lung development. The null allele of *Wnt5a* (*Wnt5a*^*−*^) was derived from the floxed allele of *Wnt5a* (*Wnt5a*^*f*^) [19] by *Sox2-Cre* [20]. We found that defective lung branching was already apparent in *Wnt5a*^*−/−*^ lungs at 11.5 dpc (Fig 1A–1C). The most striking feature of *Wnt5a*^*−/−*^ lungs was the loss of proper position and orientation of the lung buds when the initial pattern was being generated. As lung development proceeded, the well-established programs that are dubbed domain branching and planar and orthogonal bifurcation were also impaired. The phenotype was completely penetrant.

**Fig 1:**
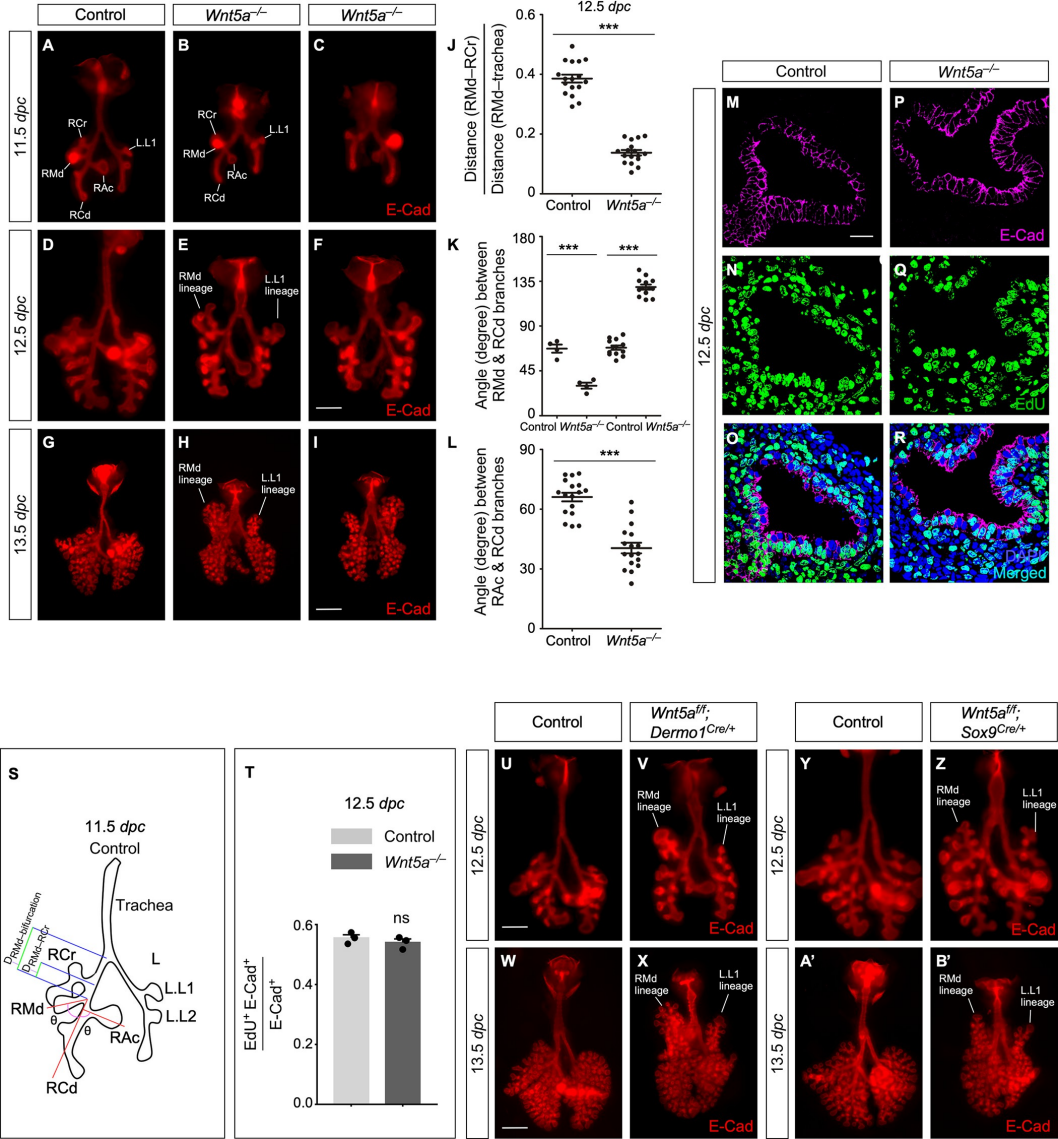
*Wnt5a* controls the position and direction of lung branching. (A-I) Ventral (A, B, D, E, G, H) and dorsal (C, F, I) views of dissected lungs from control and *Wnt5a*^*−/−*^ mouse embryos at the developmental stages indicated. E-Cad marked epithelial cells. (J) Quantification of the ratio of the distance of RMd–RCr to the distance of RMd–bifurcation (mean value ± SEM, unpaired Student’s *t*-test, *n =* 17 pairs). (K) Quantification of the angle (in degrees) between RMd and RCd branches (mean value ± SEM, unpaired Student’s *t*-test, *n =* 17 pairs). (L) Quantification of the angle (in degrees) between RAc and RCd branches (mean value ± SEM, unpaired Student’s *t*-test, *n* = 17 pairs). (M-R) Immunostaining of lung sections collected from control and *Wnt5a*^*−/−*^ at 12.5 dpc. (S) Schematic diagram of the position and direction of lung branches in wild-type mice at 11.5 dpc. (T) Quantification of the cell proliferation rate in the epithelium of control and *Wnt5a*^*−/−*^ lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n =* 3 pairs). The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU^+^ epithelial cells (EdU^+^E-Cad^+^) to the number of epithelial cells (E-Cad^+^). (U-B’) Ventral views of dissected lungs from control, *Wnt5a^f/f^; Sox9^Cre/+^* and *Wnt5a^f/f^; Dermo1^Cre/+^* embryos at the developmental stages indicated. (***) *p* < 0.001; ns, not significant. The underlying data for Fig 1J, 1K, 1L and 1T and the exact *P* values can be found in S1 Data. (Scale bars: A-F, 0.5 mm; G-I, 1 mm; M-R, 25 μm; U, V, Y, Z, 0.5 mm; W, X, A’, B’, 1 mm.) dpc, days post coitus; RAc, right accessory; RCd, right caudal; RCr, right cranial; RMd, right middle.

In control lungs at 11.5 dpc, the 5 main branches designated as the right cranial (RCr), right middle (RMd), right caudal (RCd), right accessory (RAc), and left (L) branch were already fully separated (Fig 1A and 1S) [21]. Branching from these 5 branches would give rise to the 5 lobes (the cranial, middle, caudal, accessory lobes of the right lung, and a single left lobe of the left lung) in adult mice. RCr emerged at a more proximal position to that of RMd and RAc, which were at a similar axial level at this stage.

In *Wnt5a*-deficient lungs, the distance between the RCr and RMd branches was shortened due to the abnormal appearance of RCr at the axial level of RMd/RAc at 11.5 dpc (Fig 1B and 1C). To quantify the defects of RCr/RMd in *Wnt5a*^*−/−*^ lungs, we measured the relative position of RCr and RMd (Fig 1J). We first determined the distance between RMd and RCr (D_RMd–RCr_) and the distance between RMd and the bifurcation point (from the trachea) (D_RMd–bifurcation_), respectively, and calculated their ratio (R_RCr–RMd_). The relative distance (R_RCr–RMd_) between RCr and RMd was reduced in *Wnt5a*^*−/−*^ lungs.

The direction of the RMd and RAc branches relative to the RCd branch was also altered at 11.5 dpc. By contrast, the direction of RCr and left L1 (L.L1) was unaltered. We measured the angle between RMd and RCd (θ_RMd–RCd_) and the angle between RCd and RAc (θ_RCd–RAc_) (Fig 1K and 1L). In the absence of *Wnt5a*, θ_RMd–RCd_ was increased in 75% and reduced in 25% of the mutant lungs. θ_RCd–RAc_ was reduced in *Wnt5a*^*−/−*^ lungs.

In approximately 25% of *Wnt5a*-deficient lungs, the distance between the left L1 (L.L1) and L2 (L.L2) branches was reduced at 11.5 dpc. Moreover, we observed a complex change in the position and direction of branches derived from RCr and L.L1 in *Wnt5a* mutant lungs. The founder branch for RCr and L.L1 were initially produced at the correct position and orientation and bifurcated to form the longitudinal and lateral branches. At 12.5 dpc, the daughter branches of RCr and L.L1 displayed defects in the position and direction where they branched. While the lateral branch from RCr and L.L1 ramified to form the main growth axis of the cranial and left lobes in control lungs, respectively, it was the longitudinal branch of RCr and L.L1 in *Wnt5a*^*−/−*^ lungs that dominated the main growth axis of the corresponding lobe.

Daughter branches extended from the 5 main branches and subsequent branches also exhibited defective branching (Figs 1D–1F and 1G–1I and **S1**). At 12.5 dpc, the overall branching pattern of *Wnt5a*^*−/−*^ lungs had diverged significantly from that in wild-type lungs. Together, these results suggest that *Wnt5a* signaling controls the position and direction of early lung branching.

We noticed a shortened trachea in *Wnt5a*^*−/−*^ lungs and wondered whether reduced cell proliferation in lung epithelial cells could be related to the branching defects. Interestingly, loss of *Wnt5a* did not perturb proliferation of lung epithelial cells. No difference in EdU^+^ epithelial cells between control and *Wnt5a*^*−/−*^ lungs at 12.5 dpc was detected (Fig 1M–1R and 1T). This finding suggests that the primary defect in the absence of *Wnt5a* is likely changes in cellular organization.

### Loss of *Wnt5a* in either the lung mesenchyme or epithelium impairs branching morphogenesis

*Wnt5a* is expressed in both the lung epithelium and mesenchyme. To explore how *Wnt5a* in different niches controls lung branching, we selectively removed *Wnt5a* in the lung mesenchyme with the expectation that mesenchymal *Wnt5a* would trigger in part epithelial PCP signaling. We produced *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ mice in which *Wnt5a* was specifically eliminated in the lung mesenchyme by *Dermo1-Cre* [22]. *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ mice died soon after birth. Their lungs appeared compact compared to wild-type controls at 18.5 dpc and postnatal (p) day 0. The phenotype was highly penetrant and *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ mice exhibited branching defects. To further test this idea, we inspected *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ lungs at different stages of lung development. We found that the early branching defects in *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ lungs (Fig 1U–1X) were similar to those in *Wnt5a*^*−/−*^ lungs described above.

We also tested whether *Wnt5a* functions in the lung epithelium to control branching. To this end, we produced *Wnt5a*^*f/f*^*; Shh*^*Cre/+*^ mice. Unexpectedly, these animals were fully viable and, besides a mild digit phenotype, could not be distinguished from their wild-type littermates. To exclude the possibility that *Shh-Cre* [23] was inefficient in deleting *Wnt5a*, we generated *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ mice. While *Sox9-Cre* [24] is activated a few days later than *Shh-Cre*, we suspect that *Sox9-Cre* could be more effective than *Shh-Cre* in removing *Wnt5a* in the lung epithelium. Branching in *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ lungs appeared normal at 11.5 dpc. Approximately 40% of *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ mice exhibited lung defects (Fig 1Y–1B’) similar to but milder than those in *Wnt5a*^*−/−*^ lungs at 12.5 dpc. However, the branching defects in most *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ lungs were not apparent until 13.5 dpc, reflecting the onset of *Sox9-Cre* expression at or after 11.5 dpc. Approximately 70% of *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ mice displayed lung branching defects at 13.5 dpc, which were restricted to the lineage branches from RCr, RMd, and L.L1. Defective branching in the RCr, RMd, and L.L1 lineages did not emerge from their daughter branches, but from the subsequent secondary or tertiary branches. As a result, axis extension was only partially affected and the growth axis of the lobes was preserved.

Cell proliferation was unaltered in *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ lungs at 13.5 dpc and *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ at 12.5 dpc (S2 Fig). Together, these results suggest that noncanonical *Wnt* signaling operates in both lung epithelium and mesenchyme to coordinate lung branching.

### Global elimination of *Vangl1/2* exhibits branching defects, similar to but milder than those due to loss of *Wnt5a*

To understand how the PCP pathway controls lung branching, we eliminated PCP signaling in the lung by generating mice deficient in both *Vangl1* and *Vangl2*. To this end, we set up crosses between *Vangl1*^*gt/gt*^*; Vangl2*^*f/+*^*; Sox2*^*Cre/+*^ and *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^ mice and collected embryos at different developmental stages (10.5 to 18.5 dpc). *Vangl1*^*gt*^ is a gene-trapped allele [25] that leads to a complete loss of *Vangl1* activity while a floxed (f) allele of *Vangl2* (*Vangl2*^*f*^) [26] is converted into a null allele (*Vangl2*^*−*^) upon Cre expression. We focused on *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^*; Sox2*^*Cre/+*^ embryos (denoted as *Vangl1*^*gt/gt*^; *Vangl2*^*−/−*^ in this study) that are deficient in both *Vangl1* and *Vangl2*. Early ubiquitous expression of *Sox2-Cre* resulted in the production of *Vangl2*^*−*^ from *Vangl2*^*f*^ in all tissues (Fig 2A–2F). Of note, *Vangl1*^*gt/gt*^ mice are viable and fertile without apparent phenotypes. We noticed that neither *Vangl2*^*−/−*^ nor *Vangl1*^*gt/+*^*; Vangl2*^*−/−*^ lungs displayed branching defects despite the fact that all of these embryos had an open neural tube. This is consistent with a functional redundancy between *Vangl1* and *Vangl2* during lung branching. Such a dose-dependent effect of *Vangl1/2* levels on PCP signaling has been documented in several other tissues.

**Fig 2:**
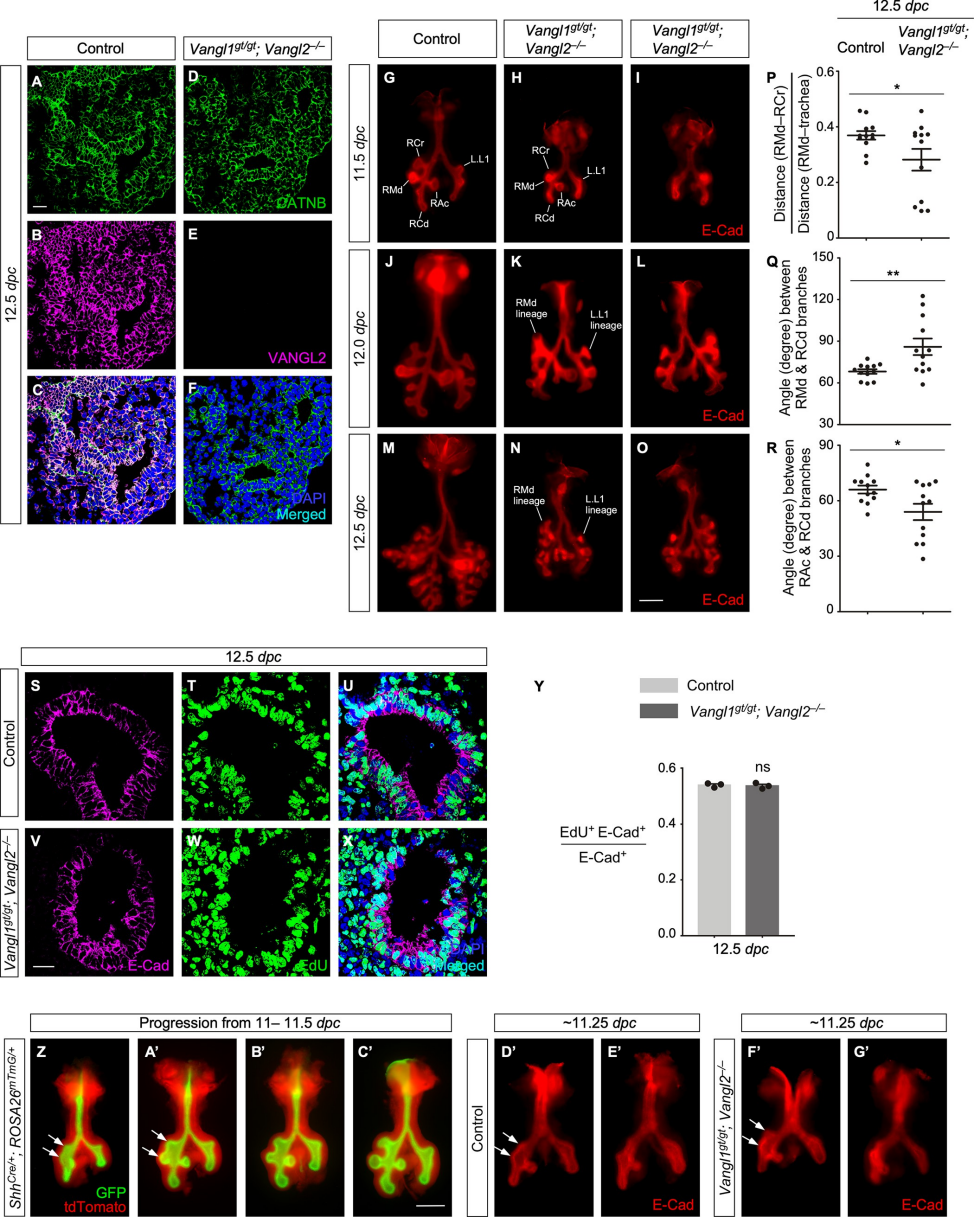
*Vangl1/2* control the position and direction of lung branching. (A-F) Immunostaining of lung sections collected from control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ mice at 12.5 dpc. CATNB (CTNNB1) labeled epithelial and mesenchymal cells. (G-O) Ventral (G, H, J, K, M, N) and dorsal (I, L, O) views of dissected lungs from control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ embryos at the developmental stages indicated. (P) Quantification of the ratio of the distance of RMd–RCr to the distance of RMd–bifurcation (mean value ± SEM, unpaired Student’s *t*-test, *n =* 12 pairs). (Q) Quantification of the angle (in degrees) between RMd and RCd branches (mean value ± SEM, unpaired Student’s *t*-test, *n* = 12 pairs). (R) Quantification of the angle (in degrees) between RAc and RCd branches (mean value ± SEM, unpaired Student’s *t*-test, *n* = 12 pairs). (S-X) Immunostaining of lung sections collected from control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ mice at 12.5 dpc. (Y) Quantification of the cell proliferation rate in the epithelium of control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n* = 3 pairs). The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU^+^ epithelial cells (EdU^+^E-Cad^+^) to the number of epithelial cells (E-Cad^+^). (Z-C’) Ventral views of dissected lungs from *Shh^Cre/+^; ROSA26^mTmG/+^* embryos at the developmental stages indicated. Note that A’-C’ came from embryos within the same litter. Arrows point to enlarged lumen where RCr and RMd will emerge. (D’-G’) Ventral views of dissected lungs from control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ embryos within the same litter at approximately 11.25 dpc. Arrows point to changes in the overall shape and direction of the epithelial sheet where RCr and RMd will emerge in *Vangl1^gt/gt^; Vangl2*^*−/−*^ lungs. (*) *p* < 0.05; (**) *p* < 0.01; ns, not significant. The underlying data for Fig 2P, 2Q, 2R and 2Y and the exact *P* values can be found in S1 Data. (Scale bars: A-F, 25 μm; G-O, 0.5 mm; S-X, 25 μm; Z-G’, 0.5 mm) dpc, days post coitus; RAc, right accessory; RCd, right caudal; RCr, right cranial; RMd, right middle.

*Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ embryos exhibited an open neural tube and a shortened axis and died shortly after birth as stated in prior publications [26]. At 18.5 dpc, their lungs appeared more compact than control lungs while the lumen diameter in the airways was reduced. This suggested defects in lung branching due to loss of PCP signaling.

We examined lung branching in *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs at earlier stages. The first sign of defective branching detected at 11.5 dpc was misplacement of lung buds (Fig 2G–2I), similar to those observed in *Wnt5a*^*−/−*^ or *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ lungs. However, subsequent branching defects in *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs were not as pronounced (Figs 2J–2R and **S3**) as those in *Wnt5a*^*−/−*^ or *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ lungs. These results suggest that *Vangl1/2* mediate *Wnt5a* signaling in controlling branching but *Wnt5*a has additional targets other than *Vangl1/2*. No difference in EdU^+^ epithelial cells between control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs at 12.5 dpc was detected (Fig 2S–2Y), again supporting a primary defect in cellular organization. No apparent defects in smooth muscle cells or blood vessels were detected in *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs (S4 Fig).

To further understand how *Wnt5a–Vangl1/2* signaling controls lung branching, we traced lung development in control and *Vangl1/2* mutant lungs from 11.0 to 11.5 dpc. We found that the epithelium where RCr/RMd and L.L1/L.L2 emerge underwent coordinated morphological changes in control lungs (Fig 2Z–2C’). The lumen was enlarged first. Rudiments of RCr/RMd and L.L1/L.L2 were then formed. Meanwhile, the mesenchyme appeared to “push down” the epithelium between the two future branches. Finally, RCr/RMd and L.L1/L.L2 emerged at the defined position and direction. We speculate that the mechanical force between cells is affected in the absence of *Wnt5a–Vangl1/2* signaling. This could alter the overall shape and orientation of the epithelial sheet. As a result, the relative position and direction of RCr/RMd and L.L1/L.L2 were affected (Fig 2D’–2G’).

Unlike *Wnt5a*, no apparent branching defects were observed in *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^*; Sox9*^*Cre/+*^ or *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^*; Dermo1*^*Cre/+*^ lungs (S5N–S5Q Fig). Although *Sox9-Cre* was expressed after early branching had initiated, epithelial *Vangl2* was efficiently removed in *Vangl2*^*f/f*^*; Sox9*^*Cre/+*^ lungs by 14.5 dpc (S5A–S5M Fig) when active branching was proceeding. This suggests that coordination of *Vangl1/2* signaling (hence the downstream effectors) in both the epithelium and mesenchyme contribute to lung branching.

### *Foxa2* participates in transducing the *Wnt5a* signal during lung branching

The discrepancy in phenotypes between *Wnt5a* and *Vangl1/2* mutant lungs prompted us to search for *Wnt5a* targets other than *Vangl1/2*. We performed qPCR analysis on control and *Wnt5a*-deficient lungs to identify these potential targets. We found that *Foxa2* expression in the lung was significantly reduced in the absence of *Wnt5a* at 12.5 dpc (S6 Fig).

We then tested if *Wnt5a* regulated *Foxa2* expression through noncanonical or canonical pathways. *Foxa2* expression was unaltered in *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs by qPCR analysis (S6 Fig), suggesting that *Foxa2* expression is not controlled by noncanonical *Wnt5a* signaling. Moreover, expression of β-catenin-related genes (such as *Axin2* and *Lef1*) was reduced in *Wnt5a*^*−/−*^ lungs (S6 Fig). These results support the notion that *Wnt5a* controls *Foxa2* expression through the canonical pathway. Loss of *Foxa1* and *Foxa2* transcription factors has been reported to result in defective branching [27]. We speculate that *Wnt5a* coordinates lung branching by signaling through *Vangl1/2*, *Foxa2*, and other targets. The role of *Foxa2* in mediating *Wnt5a* function in lung branching requires future investigation.

### RNA-Seq and proteomic analysis reveals pathways that regulate focal adhesions, ECM–receptor interactions, and the actomyosin cytoskeleton during PCP-mediated lung branching

To uncover the molecular basis that underlies the branching defects in PCP mutant lungs, we performed RNA-Seq analysis of control, *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^, *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^, and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs. 

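The RNA of embryonic lungs was sequenced in bulk in 3 experiments, each with 3 libraries from control and 3 from mutant lungs. *Vangl1* gt/gt*; Vangl2*-/- lungs were collected at 12.5 dpc. In the deposited labels, their controls lacked *Vangl1* and kept *Vangl2*, so that the groups differed in *Vangl2*. The paper's text does not state how many embryos went into a library or which libraries were sequenced on which instrument. For each experiment the authors deposited a table of 23420 genes, listed by symbol. It holds a value for each library, and the log2 fold change and the unadjusted p-value of the authors' own comparison. The values are gene counts that the authors divided by a size factor for each library, and are called normalized counts here. Every value is a whole multiple of 1 step per library (largest deviation 3.7e-05 reads). The number of reads on each gene could thus be recovered in all 18 libraries. The size factors were computed within each table, and the mutants of each experiment were compared with the controls of the same table. The controls of this experiment held between 19076386 and 19814346 reads on genes (median 19257028), and the mutants between 19066208 and 19243455 (median 19121959). The mutant and control libraries were compared by limma's moderated test with a mean-variance trend, on the log2 scale after 1 was added to the normalized counts. The test covered the 14303 genes with at least 10 normalized counts in at least 3 of the 6 libraries, and the p-values were adjusted over these genes by the Benjamini-Hochberg method. On the first principal component, which held 51.7% of the variance, control replicates 1 and 3 scored −30.1 and −44.7. Control replicate 2 scored 17.0, among the mutants, which scored from 15.1 to 21.5.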

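*Wnt5a* f/f*; Dermo1* Cre/+ lungs have *Wnt5a* targeted in the mesenchyme, where *Dermo1* Cre is active. They were collected at 12.5 dpc, and in the deposited labels their controls carried 1 floxed allele of *Wnt5a* and the Cre. The 3 control libraries held between 16093383 and 16102180 reads on genes (median 16102164), and the 3 mutant libraries between 15945393 and 16002597 (median 15966188). The steps of the comparison were those used for the *Vangl1/2* lungs, and 14277 genes were tested. The first principal component (34.6% of the variance) did not separate the groups. On the second (28.8%), the controls scored from −20.3 to −9.92 and the mutants from 5.08 to 24.4.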

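*Wnt5a* f/f*; Sox9* Cre/+ lungs have *Wnt5a* targeted in the epithelium. They were collected at 13.5 dpc, with controls that carried 1 floxed allele and the Cre. Reads on genes numbered between 16221713 and 16318036 in the 3 control libraries (median 16302585) and between 16198295 and 16275201 in the 3 mutant libraries (median 16200400). By the same steps, 14293 genes were tested. On the first principal component (43.6% of the variance), mutant replicate 1 scored −18.5, within the range of the controls (−19.5 to −5.42), while mutant replicates 2 and 3 scored 18.8 and 35.7.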

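The targeted genes were examined first. *Vangl2* had 339 ± 64.9 normalized counts (SD, n = 3) in the controls of the *Vangl1/2* experiment and 85.3 ± 5.01 (SD, n = 3) in the mutants. Its log2 fold change was −1.96 (standard error 0.17, adjusted p = 0.0318 from limma's test), and it was lower in each mutant library than in each control library. For a single gene, 3 libraries against 3 allow no two-sided exact permutation p below 0.1. *Vangl1*, which is trapped in both groups, had a log2 fold change of 0.65 (adjusted p = 0.233). *Wnt5a* had 464 ± 30.8 normalized counts (SD, n = 3) in the controls and 327 ± 103 in the mutants of the *Dermo1* Cre experiment. The log2 fold change of −0.55 (standard error 0.19) did not pass the threshold (adjusted p = 0.406). *Wnt5a* was lower than in each control in mutant replicates 1 and 3, with 317 and 230 normalized counts, and mutant replicate 2, with 436, lay within the range of the controls. In the *Sox9* Cre experiment it had 451 ± 23.5 normalized counts (SD, n = 3) in the controls and 417 ± 48.0 in the mutants. This log2 fold change, −0.12 (standard error 0.097), was within the spread between replicates (adjusted p = 1.00). The deposited values count whole genes, so that reads from a floxed exon are not seen apart from the others.

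**Figure D1:**
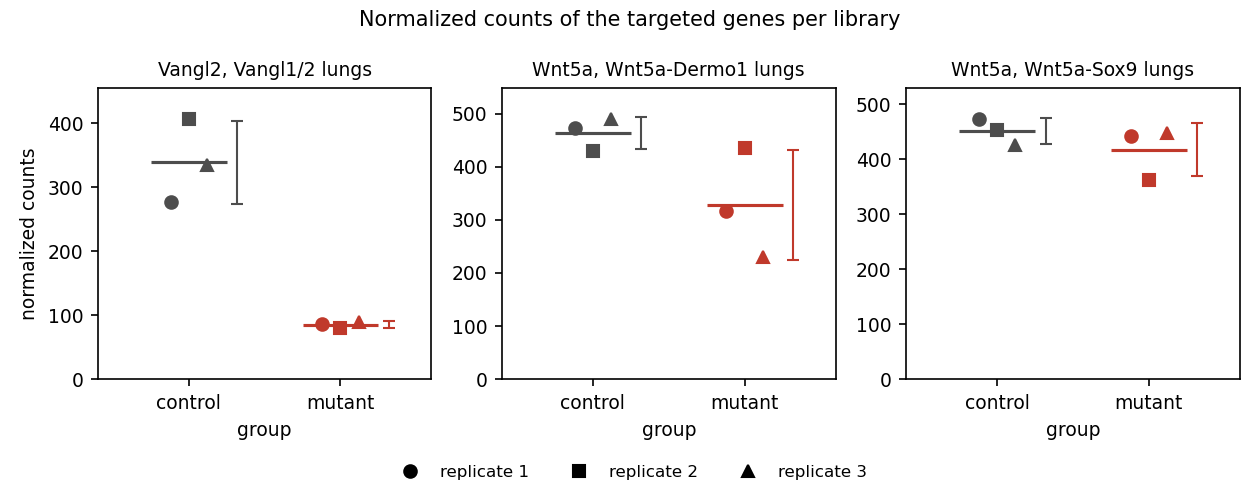
Normalized counts per library (y axis) of *Vangl2* in the *Vangl1/2* lungs and of *Wnt5a* in the *Dermo1* Cre and *Sox9* Cre lungs, by group (x axis). Marker shapes stand for replicates, horizontal lines for means and whiskers for ± 1 SD of 3 libraries. *Vangl2* has 79.8 to 89.6 normalized counts in the mutants and 277 or more in the controls.

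In the *Vangl1/2* experiment, 1 gene, *Vangl2* itself, differed at an adjusted p-value under 0.05, and 2938 genes did at an unadjusted p-value under 0.05 (1714 higher and 1224 lower in the mutants), where chance gives 715. In the *Dermo1* Cre experiment 2 genes differed at an adjusted p-value under 0.05, and 1453 at an unadjusted one (774 higher, 679 lower, 714 by chance). In the *Sox9* Cre experiment no gene differed at an adjusted p-value under 0.05, the smallest being 0.576, and 557 did at an unadjusted one (155 higher, 402 lower, 715 by chance). The groups did not overlap for 22.3%, 15.6% and 8.78% of the genes tested in the 3 experiments, against 10% by chance. The first of these counts moved most when control replicate 2 was left out, with 6183 genes at an adjusted p-value under 0.05. The *Dermo1* Cre count moved most with DESeq2 on the recovered reads, to 102 genes, and was 54 without mutant replicate 1. Of these, 80 and 52 were higher in the mutants, in which a list of neuronal markers rose too (median log2 fold change 1.29). The *Sox9* Cre count was 13 without mutant replicate 1.
The KEGG gene sets were not available, and 10 lists of pathway genes written from memory before the data were examined stand in their place. All but the lists of planar cell polarity and of targets of canonical Wnt signaling stand for pathways that Fig 3A–3C show for these libraries. Their tests are thus not independent of the paper's result, and the adjustment over 10 lists does not cover the other pathways of KEGG. By limma's test no gene of the lists for focal adhesion, ECM–receptor interaction and regulation of the actin cytoskeleton differed at an adjusted p-value under 0.05. This held in each of the 3 experiments. With DESeq2, 2 genes of the focal adhesion list and 2 of the actin cytoskeleton list differed in the *Dermo1* Cre experiment. In the *Sox9* Cre experiment 1 gene of the focal adhesion list and 1 of the ECM–receptor interaction list did, and in the *Vangl1/2* experiment 0. At an unadjusted p-value under 0.05, 57 of the 187 focal adhesion genes tested in the *Vangl1/2* experiment differed, 51 of them higher in the mutants (38.4 by chance, adjusted p = 0.0027 from a one-sided Fisher's exact test, adjusted over the 10 lists). For ECM–receptor interaction the count was 28 of 81 genes, 27 of them higher (16.6 by chance, adjusted p = 0.0057, Fisher's exact test), and for the actin cytoskeleton 49 of 182 genes, 38 of them higher (37.4 by chance, adjusted p = 0.038). Adjusted over the list alone, 0 genes of each of the 3 lists had a p-value under 0.05. The median log2 fold changes were 0.16 for focal adhesion, 0.42 for ECM–receptor interaction and 0.12 for the actin cytoskeleton. Camera, which compares the genes of a list with all others at a preset correlation between genes of 0.01, gave adjusted p-values of 6.1e-05, 7.7e-07 and 0.0028. Across the 14183 genes with a known transcript length, the log2 fold changes of the *Vangl1/2* experiment rose with length (Spearman correlation 0.717, genes not being independent replicates). With each library's trend on length removed, the medians of the 3 lists were −0.0020, 0.13 and 0.0018, and camera's adjusted p-values 0.252, 0.0017 and 0.393.
In the *Dermo1* Cre experiment 26 of 189 focal adhesion genes (9 higher and 17 lower), 13 of 82 ECM–receptor interaction genes (7 higher and 6 lower) and 26 of 183 actin cytoskeleton genes (9 higher and 17 lower) differed at an unadjusted p-value under 0.05. Chance gives 19.2, 8.35 and 18.6 genes, and the adjusted p-value of each list was 0.117 by Fisher's exact test. The medians of the lists were −0.0093, 0.024 and −0.0065, and camera's adjusted p-values 0.257, 0.345 and 0.217. With the trend on transcript length removed, the medians were −0.023, −0.0087 and −0.019, and the adjusted p-values 0.010, 0.388 and 0.033. In the *Sox9* Cre experiment the counts were 16 of 190 for focal adhesion (14 lower, 7.40 by chance, adjusted p = 0.015, Fisher's exact test), 9 of 82 for ECM–receptor interaction (7 lower, 3.20 by chance, adjusted p = 0.015) and 12 of 184 for the actin cytoskeleton (10 lower, 7.17 by chance, adjusted p = 0.113). The medians were −0.021, −0.037 and −0.021, with adjusted p-values of 0.019, 0.015 and 0.030 from camera. Without control replicate 3 these p-values were 0.141, 0.272 and 0.085, and without mutant replicate 1 the smallest of them was 0.108. Of these 3 lists, each adjusted over the list alone, 1 ECM–receptor interaction gene passed in the *Sox9* Cre experiment, and 0 other genes in either experiment. Of the 10 pathway lists, camera gave a direction at an adjusted p-value under 0.05 to 8, 4 and 6 in the 3 experiments, and no list in any experiment held under fry or under a correlation estimated from the data. To uncover the molecular basis of the branching defects, the paper carried out KEGG pathway analysis of each of these comparisons. From the pathways it returned (Fig 3A–3C), the paper concludes which cellular processes were perturbed in the mutant lungs.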

Pathway analysis revealed perturbed pathways in the mutant lungs that regulate focal adhesions, extracellular matrix (ECM)–receptor interactions and the actomyosin cytoskeleton (Fig 3A–3C). These pathways were also found to be perturbed through proteomic analysis of control and *Vangl1/2* knockout cells by mass spectrometry (Fig 3D). Control and *Vangl1/2* knockout cells were derived from control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ embryonic lungs, respectively.

**Fig 3:**
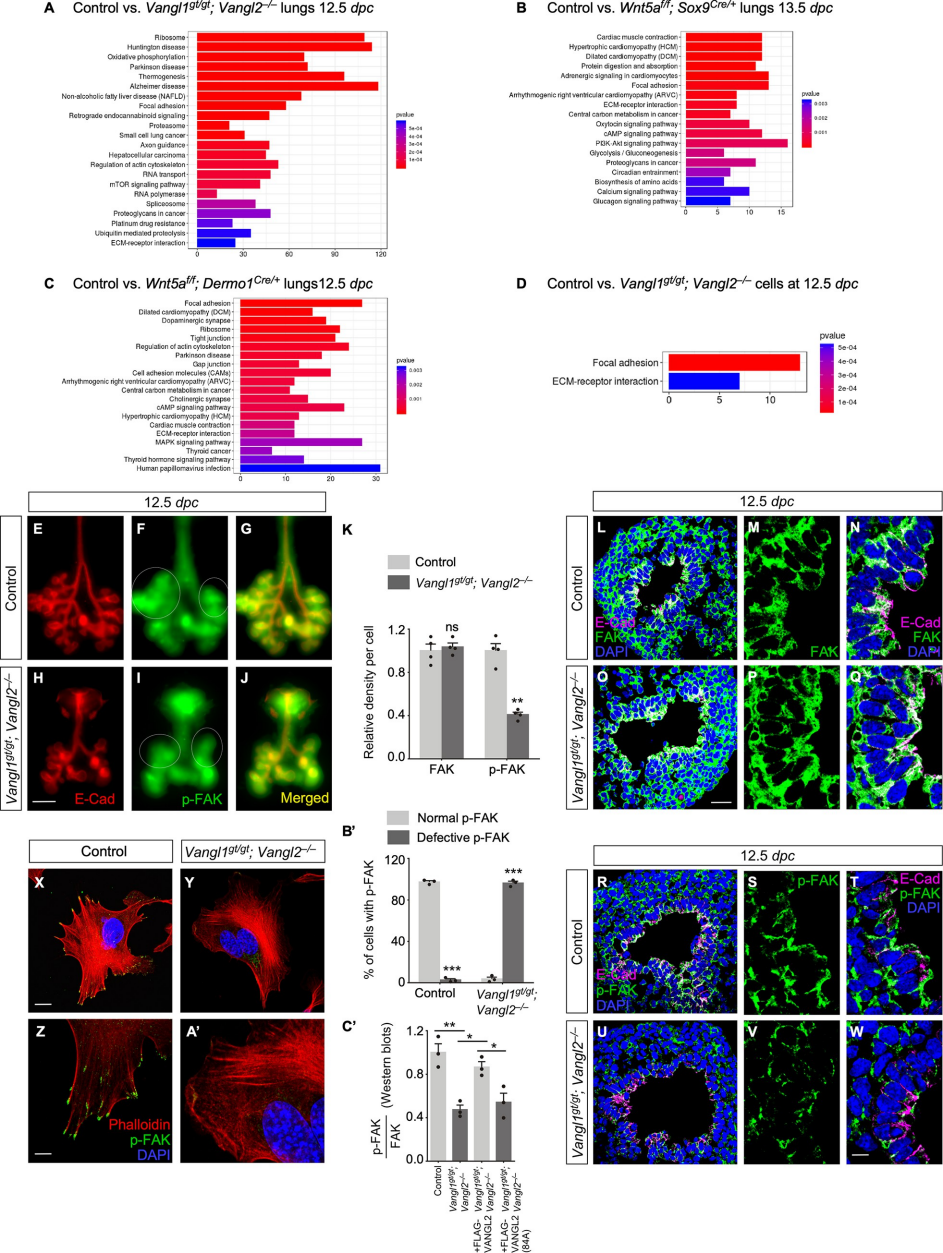
PCP signaling controls focal adhesions. (A) KEGG pathway analysis of bulk RNA-Seq of control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ lungs at 12.5 dpc. Bulk RNA-Seq data were deposited to Gene Expression Omnibus database (GSE188993). (B) KEGG pathway analysis of bulk RNA-Seq of control and *Wnt5a^f/f^; Sox9^Cre/+^* lungs at 13.5 dpc. Bulk RNA-Seq data were deposited to Gene Expression Omnibus database (GSE188993). (C) KEGG pathway analysis of bulk RNA-Seq of control and *Wnt5a^f/f^; Dermo1^Cre/+^* lungs at 12.5 dpc. Bulk RNA-Seq data were deposited to Gene Expression Omnibus database (GSE188993). (D) KEGG pathway analysis of the proteomes of control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ cells. All mass spectrometry data can be found in the S1 Table and also are publicly available via the UCSD Mass Spectrometry Interactive Virtual Environment (MassIVE), a full member of the Proteome Exchange consortium, under the dataset number MSV000089851. (E-J) Ventral views of dissected lungs from control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ embryos at the developmental stages indicated. E-Cad marked epithelial cells. (K) Quantification of FAK and p-FAK signal per cell in control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n =* 4 pairs). (L-W) Immunostaining of lung sections collected from control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ mice at 12.5 dpc. (X-A’) Immunofluorescence of control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ cells. Phalloidin stained F-actin. (B’) Quantification of normal and defective p-FAK in control and *Vangl1^gt/gt^; Vangl2*^*−/−*^ cells (mean value ± SEM, unpaired Student’s *t*-test, *n* = 3 pairs). (C’) Quantification of the ratio of p-FAK to FAK in control cells, *Vangl1^gt/gt^; Vangl2*^*−/−*^ cells, and *Vangl1^gt/gt^; Vangl2*^*−/−*^ cells expressing VANGL2 or VANGL2 (84A) (mean value ± SEM, one-way ANOVA, *n* = 3 pairs). (*) *p* < 0.05; (**) *p* < 0.01; (***) *p* < 0.001; ns, not significant. The underlying data for Fig 3K, 3B’ and 3C’ and the exact *P* values can be found in S1 Data. (Scale bars: E-J, 0.5 mm; L, O, R, U, 25 μm; M, N, P, Q, S, T, V, W, 5 μm; X, Y, 10 μm; Z, A’, 5 μm.) dpc, days post coitus; FAK, focal adhesion kinase; p-FAK, phosphorylated FAK.

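In *Vangl1* gt/gt*; Vangl2*-/- lungs the lists of the ribosome and of oxidative phosphorylation were lower than in the mean of the controls, which control replicates 1 and 3 raised. All 81 ribosome genes tested had a log2 fold change below 0, with a median log2 fold change of −0.55 (camera, adjusted p = 5.8e-22). At an unadjusted p-value under 0.05, 59 of them were lower and none higher, against 16.6 by chance (adjusted p = 5.0e-23, one-sided Fisher's exact test). Fisher's test treats genes as independent, while those of a list can move together between libraries. Its p-values thus do not measure the spread between lungs, and fry gave the ribosome list an adjusted p-value of 0.257. The median of the 100 oxidative phosphorylation genes was −0.44 (camera, adjusted p = 1.1e-19), and 64 were lower at an unadjusted p-value under 0.05, against 20.5 by chance (adjusted p = 2.0e-20, Fisher's exact test). The 41 proteasome genes had a median of −0.33 (camera, adjusted p = 4.1e-08), with 13 lower against 8.42 by chance (adjusted p = 0.089, Fisher's exact test). With each library's trend on transcript length removed, the medians of the 3 lists were −0.13, −0.076 and −0.071, with adjusted p-values of 7.0e-13, 1.5e-05 and 0.0017 from camera. By limma's test no gene of these lists passed an adjusted p-value under 0.05, and adjusted over the list alone 0 did. With DESeq2, 1 gene of the ribosome list and 1 of the oxidative phosphorylation list passed.
The size of these differences moved with the control left out. Control replicate 2 lay with the mutants. Its ribosome genes summed to 908829 normalized counts, between the mutants (835654 to 931985), while control replicates 1 and 3 had 1443740 and 1612030. Without control replicate 2 the medians were −0.79 for the ribosome, −0.64 for oxidative phosphorylation, −0.51 for the proteasome, 0.30 for focal adhesion and 0.68 for ECM–receptor interaction. Without control replicate 3 they were −0.37, −0.30, −0.20, 0.11 and 0.18.

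**Figure D2:**
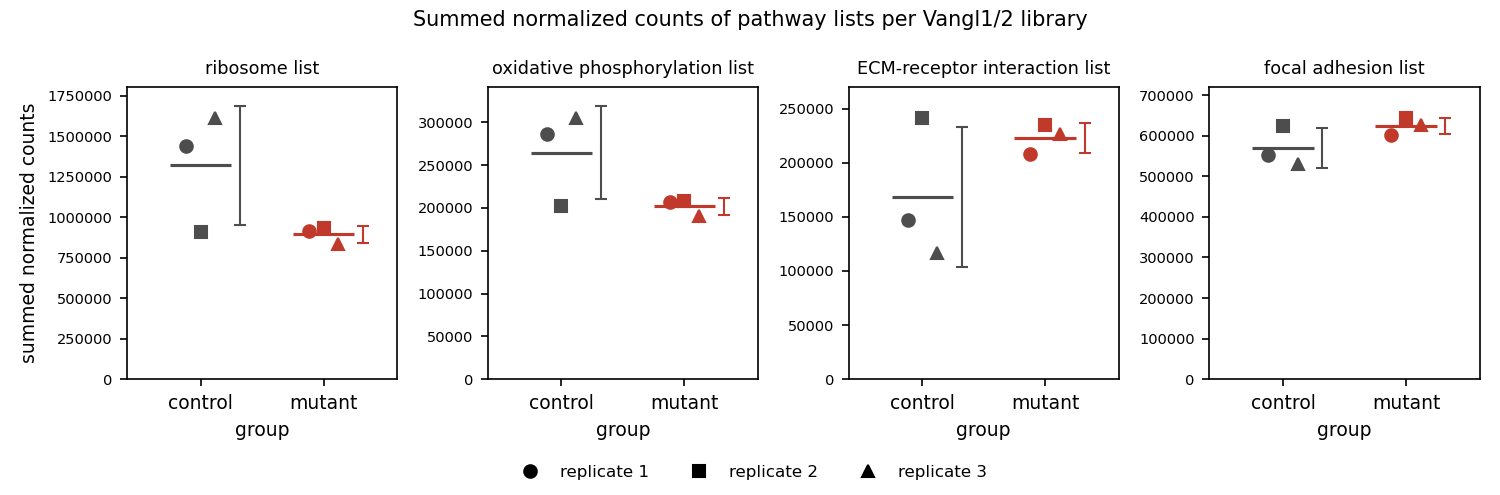
Summed normalized counts of the genes of 4 pathway lists in each *Vangl1/2* library (y axis), by group (x axis). Marker shapes stand for replicates, horizontal lines for means and whiskers for ± 1 SD of 3 libraries. Control replicate 2 lies with the mutants in all 4 lists, and its ECM–receptor interaction genes sum to 241055 normalized counts against 207662 to 234820 in the mutants.

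Of the other lists, 33 planar cell polarity genes had a median of 0.26 (camera, adjusted p = 0.0028), with 11 higher and 2 lower at an unadjusted p-value under 0.05 against 6.78 by chance (adjusted p = 0.020, Fisher's exact test). It was the only list of the 10 with more genes than chance at an adjusted p-value under 0.05 (adjusted p = 0.023, Fisher's exact test). The gene was *Vangl2*, which was removed from the mutants by design, so that this result says nothing about the rest of the list. The 38 cardiac muscle contraction genes had a median of 0.16 (camera, adjusted p = 0.083), the 32 glycolysis genes −0.12 (adjusted p = 0.013) and the 18 targets of canonical Wnt signaling 0.12 (adjusted p = 0.051). With each library's trend on transcript length removed, the medians of these 4 lists were −0.0030 for planar cell polarity (adjusted p = 0.699), 0.058 for cardiac muscle contraction (adjusted p = 0.393), 0.00088 for glycolysis (adjusted p = 0.699) and 0.068 for the Wnt targets (adjusted p = 0.190). Without control replicate 3, the planar cell polarity list had a median of 0.14 and glycolysis −0.084 (adjusted p = 0.052). Without control replicate 2 they had 0.39 and −0.20. Camera's adjusted p-value for cardiac muscle contraction was 0.0022 without mutant replicate 1 (median 0.26) and 0.048 without control replicate 2 (0.28). With any other library left out it was over 0.05, up to 0.923 without mutant replicate 2. For the Wnt targets it was 0.033, 0.035 and 0.044 without control replicate 1, mutant replicate 1 and mutant replicate 2. It was 0.079, 0.117 and 0.159 without control replicate 3, control replicate 2 and mutant replicate 3. Of the genes for proteins the paper names, the laminin genes *Lama1*, *Lama5*, *Lamb1* and *Lamc1* had log2 fold changes of 0.70, 0.92, 0.54 and 0.70 (adjusted p = 0.233 for each). *Fn1*, which encodes fibronectin, had 0.60 (standard error 0.32, adjusted p = 0.292). *Ptk2*, which encodes FAK, had 2501 ± 59.2 normalized counts (SD, n = 3) in the controls and 2656 ± 148 in the mutants (adjusted p = 0.559), with groups that overlapped. Its log2 fold change was 0.086, and −0.071 with the trend on transcript length removed. *Cfl1*, which encodes cofilin, had a log2 fold change of −0.28 (adjusted p = 0.282), *Myl9* −0.43 (adjusted p = 0.240) and *Acta2* −0.47 (adjusted p = 0.233). With the trend on transcript length removed, limma's adjusted p-value was 0.611 for *Lama1* and *Lama5* and 0.823 for *Fn1*. For *Cfl1*, *Myl9* and *Acta2* it was then 0.673, 0.890 and 0.651, so that transcript length may contribute to these changes. Without control replicate 2, the log2 fold changes of the 4 laminin genes and *Fn1* were between 0.77 and 1.33, and without control replicate 3 between 0.31 and 0.55.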

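In *Wnt5a* f/f*; Sox9* Cre/+ lungs, cardiac muscle contraction was the list with the largest change. Of its 42 genes tested, 14 were lower in the mutants at an unadjusted p-value under 0.05 and none was higher, against 1.64 by chance (adjusted p = 3.1e-09, one-sided Fisher's exact test). None passed an adjusted p-value under 0.05 over all genes tested, and 1 did adjusted over the list alone. The median log2 fold change of the list was −0.17 (camera, adjusted p = 7.4e-08). The list shares genes with a list of cardiomyocyte markers, whose normalized counts summed to 7668, 11699 and 25288 in the 3 controls and to 8639, 4033 and 1633 in the 3 mutants. Without the shared genes, the 30 other genes of the list had a median of −0.022, and 5 had an unadjusted p-value under 0.05.
Of the 33 glycolysis genes, 3 were higher and 1 was lower at an unadjusted p-value under 0.05, against 1.29 by chance (adjusted p = 0.095, Fisher's exact test). Their median was 0.030 (camera, adjusted p = 0.180). Camera's adjusted p-value was 0.0010 for the 42 proteasome genes (median 0.037), 0.019 for the 81 ribosome genes (0.026), 0.103 for the 100 oxidative phosphorylation genes (−0.014), 0.103 for the 33 planar cell polarity genes (−0.022) and 0.671 for the 18 targets of canonical Wnt signaling (0.0055). Without control replicate 3, 2 of the 10 lists had a direction by camera, and without mutant replicate 1, 3 did. The median of the cardiac muscle contraction list was −0.099 without control replicate 3. Without mutant replicate 1, the ribosome list turned to −0.025 (adjusted p = 0.0041), and the median of oxidative phosphorylation was −0.057 (adjusted p = 9.8e-07). With each library's trend on transcript length removed, oxidative phosphorylation had −0.019 (adjusted p = 0.044), and the other 9 lists kept their direction and their side of the threshold. *Fn1* was lower in each mutant library than in each control (log2 fold change −0.26, standard error 0.073), but not past the threshold (adjusted p = 1.00). *Myl9* had a log2 fold change of −0.32, *Myl12a* −0.045 and *Myl12b* −0.062, each with groups that overlapped. For *Ptk2* it was 0.0050 (standard error 0.066), and its direction turned with the library left out, from −0.031 without mutant replicate 3 to 0.074 without mutant replicate 1.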

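In *Wnt5a* f/f*; Dermo1* Cre/+ lungs, 19 of the 81 ribosome genes tested differed at an unadjusted p-value under 0.05, 16 of them lower in the mutants, against 8.24 by chance (adjusted p = 0.0040, one-sided Fisher's exact test). It was the only list of the 10 with an adjusted p-value under 0.05 in that test. The median log2 fold change of the ribosome genes was −0.059 (camera, adjusted p = 4.2e-07), and −0.014 with each library's trend on transcript length removed (adjusted p = 0.112). Of the 39 cardiac muscle contraction genes, 3 were higher and 2 lower at an unadjusted p-value under 0.05, against 3.97 by chance, and the median was −0.12 (camera, adjusted p = 0.152). Oxidative phosphorylation had a median of −0.071 over 99 genes (camera, adjusted p = 6.1e-09), glycolysis −0.11 over 34 genes (adjusted p = 0.0014) and the proteasome −0.032 over 42 genes (adjusted p = 0.0074). With the trend on transcript length removed these medians were −0.030 (adjusted p = 0.0078), −0.086 (adjusted p = 0.010) and 0.0020 (adjusted p = 0.744). Without mutant replicate 1 the medians were −0.031 for the ribosome, −0.044 for oxidative phosphorylation and −0.019 for the proteasome (adjusted p = 0.107). Cardiac muscle contraction had an adjusted p-value of 4.4e-06 without control replicate 1, and a median of −0.023 without control replicate 3. The targets of canonical Wnt signaling had −0.031 (adjusted p = 0.257) and the planar cell polarity genes −0.021 (adjusted p = 0.217, and 0.010 with the trend on length removed, where the median was −0.050). By limma's test no gene of the 10 lists passed an adjusted p-value under 0.05, and adjusted over the list alone 0 did. With DESeq2, 3 genes of the ribosome list, 2 of the focal adhesion list and 2 of the actin cytoskeleton list passed.
The 2 genes past the threshold over all genes tested were *Rab6b* and *Fmod*. *Rab6b* had 120 ± 19.1 normalized counts (SD, n = 3) in the controls and 334 ± 56.7 in the mutants, a log2 fold change of 1.47 (standard error 0.15, adjusted p = 0.0230). *Fmod*, which encodes a proteoglycan of the ECM, had 4416 ± 84.7 and 3353 ± 88.6, a log2 fold change of −0.40 (standard error 0.039, adjusted p = 0.0230). Both were outside the spread of the controls in each mutant library. With edgeR's upper-quartile normalization on the recovered reads, neither passed. A list of 19 neuronal markers rose in the same mutants (median log2 fold change 1.29), which varying amounts of neural tissue may explain. Whether such tissue or the loss of *Wnt5a* raised *Rab6b* was not tested. Of the genes for proteins the paper names, *Myl9* had a log2 fold change of −0.78 (standard error 0.22, adjusted p = 0.323) and *Cfl1* −0.14 (standard error 0.039, adjusted p = 0.307). Each was lower in each mutant library than in each control. The myosin light chain genes *Myl12a* and *Myl12b* had −0.078 and −0.057, with groups that overlapped. Over its alternatives the adjusted p-value of *Cfl1* ranged from 0.0206 (DESeq2) to 0.827 (limma without control replicate 2). *Acta2* had −0.52 (adjusted p = 0.334) and *Fn1* −0.19 (adjusted p = 0.508), with groups that overlapped. The log2 fold change of *Ptk2* was −0.026 (adjusted p = 0.877).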

To further test the functional role of focal adhesions in lung branching, we examined expression of focal adhesion kinase (FAK) and phosphorylated FAK (p-FAK) [28] in control and *Wnt5a*- or *Vangl1/2*-deficient lungs (Figs 3E–3W and S7 and S8). p-FAK is an indicator of the activity of focal adhesion, a mechanical link between the ECM and intracellular actin bundles. FAK and p-FAK were widely expressed in lung epithelial cells, and the signal was concentrated along the apical and basal surface (Fig 3M, 3N, 3S and 3T). VANGL2 is expressed in all lung cells and is concentrated at the apical region of epithelial cells, where VANGL2 expression colocalizes with p-FAK and the actin cytoskeleton (S5A–S5M Fig). FAK expression and distribution were unaltered in the absence of PCP signaling (Fig 3P and 3Q). By contrast, the levels of p-FAK were significantly reduced albeit the subcellular distribution of p-FAK was unaltered in the lung epithelium of mutant lungs (Fig 3V and 3W). This conclusion was confirmed by Western blot analysis of lysates from *Wnt5a*- or *Vangl1/2*-deficient lungs (S9 Fig). The protein levels of p-FAK were significantly diminished in the mutant lungs and cells. These results suggest that FAK phosphorylation after cell activation is compromised in the absence of PCP signaling. They also suggest that cell-matrix adhesions (focal adhesions) are perturbed in *Wnt5a* and *Vangl1/2* knockout lungs. Without proper focal adhesions, lung epithelial cells would fail to undergo morphogenetic changes required to produce branches at the correct position and direction.

To better visualize focal adhesions, ECM and the actin cytoskeleton, we examined the cellular properties of control and *Vangl1/2* knockout cells on fibronectin-coated dishes. After culturing for 48 h, control cells already formed a well-organized network of actin cytoskeleton, which bound to the fibronectin through FAK (Fig 3X, 3Z and 3B’). p-FAK indicated successful cell activation through interactions with fibronectin. By contrast, these characteristic features were not detected in *Vangl1/2* knockout cells (Figs 3Y, 3A’ and 3B’ and **S9**). Introduction of the wild-type but not the mutant form of VANGL2 (VANGL2–84A) to *Vangl1/2* knockout cells restored p-FAK expression (Figs 3C’ and **S9**). WNT5A induces phosphorylation of VANGL2 at position 84 and VANGL2–84A blocks signal transduction of WNT5A [29]. These results support a model in which a signaling cascade of *Wnt5a–Vangl1/2* controls focal adhesions during specification of the position and direction of lung branches.

We noted increased levels of phosphorylated Cofilin (p-Cofilin) [30] in *Vangl1/2* knockout lungs compared to controls (S10 Fig). This suggests that the assembly and disassembly of actin filaments regulated by Cofilin are affected in the mutant lungs. By contrast, the expression levels of Laminin, phosphorylated myosin light chain (pMLC) or F-actin [31] visualized by phalloidin were not significantly altered in the absence of *Vangl1/2* (S11 Fig).

### Perturbed focal adhesions in lung explants are associated with defective branching

To assess the functional role of focal adhesions during lung branching, we applied FAK inhibitor, PF-573228 [32], to lung explants to disrupt the function of focal adhesions (S12 Fig). After incubation with PF-573228 for 4 h, the branching direction and position of the middle lobe of lung explants was altered (Fig 4A–4L and 4Y). If lung explants were treated for 8 h, branching of most lobes was disrupted (Fig 4M–4R and 4Y). For instance, the position and direction of branches in the cranial lobe, middle lobe, and L.L1 were perturbed (Fig 4Y). E-Cad levels were reduced upon FAK inhibition (Fig 4S–4X). Together, these findings suggest that p-FAK (hence focal adhesions) is one of the many downstream effectors of *Wnt5a–Vangl1/2* signaling that contribute to lung branching.

**Fig 4:**
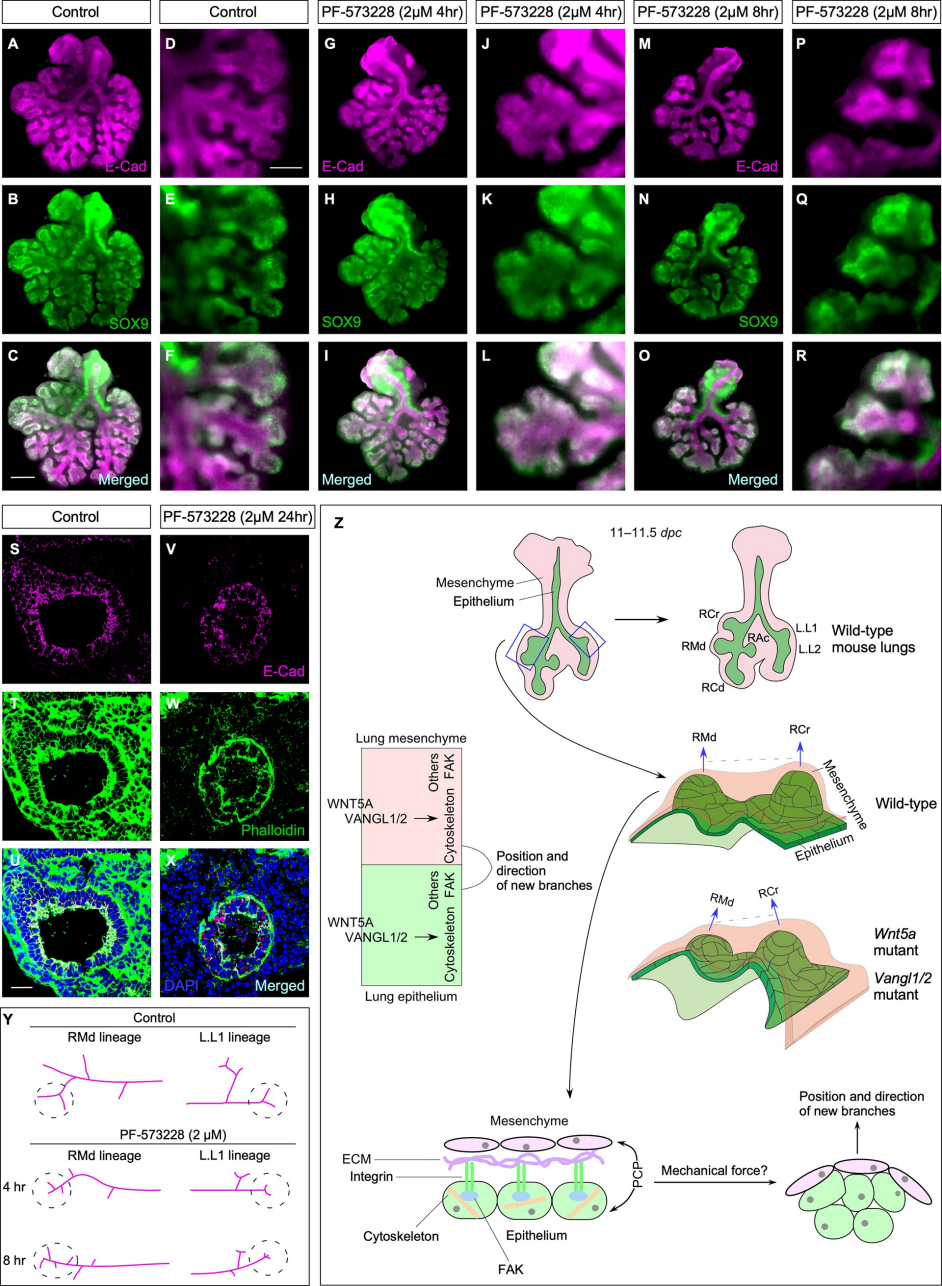
Perturbation of focal adhesions in lung explants lead to branching defects. (A-R) Immunostaining of lung explants treated with control media or PF-573228 (FAK inhibitor). E-Cad marked epithelial cells. (S-X) Immunostaining of lung explants treated with control media or PF-573228. Phalloidin stained F-actin. (Y) Schematic diagram detailing the branching defects in lung explants treated with PF-573228. (Z) A model of how *Wnt5a–Vangl1/2* signaling controls the cytoskeleton and focal adhesions to specify the position and direction of lung branches. PCP signaling influences the cytoskeleton/FAK/integrin/ECM complex and induces mechanical force through the coordination between the epithelium and mesenchyme. This results in reorganization of the epithelial sheet (shape and orientation) and determines the position and direction of a new branch. Consistent with this model, loss of *Wnt5a* or *Vangl1/2* leads to incorrect positions and directions of RCr and RMd. (Scale bars: A-C, G-I, and M-O, 0.5 mm; D-F, J-L, and P-R, 0.125 mm; S-X, 25 μm.) dpc, days post coitus; ECM, extracellular matrix; FAK, focal adhesion kinase; L, left branch; PCP, planar cell polarity; RAc, right accessory; RCd, right caudal; RCr, right cranial; RMd, right middle.

## Discussion

Our studies have identified a *Wnt5a–Vangl1/2* axis as a key component that controls the position and direction of lung branching. In this model, cytoskeletal reorganization and changes in focal adhesions induced by *Wnt5a* signaling drive branching morphogenesis by establishing the position and direction of lung branches. These findings provide new mechanistic insights into lung branching morphogenesis (Fig 4Z). They will also serve as a paradigm for understanding the molecular pathways that regulate branching morphogenesis in other organs.

Our results support a model in which *Wnt5a* controls the position and direction of branching through *Vangl1/2*. However, the *Wnt5a–Vangl1/2* axis likely functions in a signaling network. In this scenario, *Wnt5a* has additional targets and *Foxa2* is not only regulated by other pathways but *Foxa2* also controls other processes. We propose that *Foxa2* is regulated by pathways other than *Wnt5a* signaling. In this regard, it is interesting to note that loss of both *Foxa1* and *Foxa2* disrupts branching morphogenesis, and epithelial cell proliferation and differentiation were inhibited [27]. Additional analysis is necessary to reveal the signaling network in which *Wnt5a* and *Vangl1/2* function.

We were somewhat surprised that the branching defects in *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs were less severe than those in *Wnt5a*^*−/−*^ lungs. This finding suggests that PCP signaling is one of the several pathways employed during early lung branching to orchestrate the position and direction of lung branches. Likewise, it would be important to identify the cellular processes controlled by additional targets of *Wnt5a*.

The *Wnt5a–Vangl1/2* axis is an essential component of the machinery involved in selecting branch points and directing branch angles. Our results suggest that the actomyosin cytoskeleton and focal adhesions are perturbed in the absence of PCP signaling. We do not have the cellular resolution to reveal how these changes modify the collective behavior of cells near the prospective branch point to form a new branch. We speculate that PCP signaling influences the cytoskeleton/FAK/integrin/ECM complex and induces mechanical force [33]. Force production through the coordination between the epithelium and mesenchyme controls the shape and orientation of the epithelial sheet and consequently determines the position and direction of a new branch (Fig 4Z). To test this model would rely on further investigation into how coordination between the lung epithelium and mesenchyme leads to mechanical force production at the cellular level. However, other cellular processes mediated by PCP signaling could also contribute to the selection of branch position and direction. Additional genetic studies are also required to identify other pathways that interact with *Wnt5a–Vangl1/2* signaling to control branch position and direction. These investigations would provide insight into how cells at different locations respond differentially to *Wnt5a–Vangl1/2* signaling to initiate new lung branches. In this regard, it is interesting to note that certain lung branches are preferentially affected by *Wnt5a–Vangl1/2* signaling.

*Wnt5a* is expressed in multiple cell types in the developing lung as observed from in situ hybridization and single-cell RNA-seq. In this study, we have functionally defined the role of epithelial and mesenchymal *Wnt5a* in directing lung branching. However, the molecular and cellular events downstream of epithelial and mesenchymal *Wnt5a* signaling are unclear. Moreover, whether *Wnt5a* in other cell types, such as endothelial cells and pericytes, also regulates lung branching requires additional studies using genetic and molecular approaches. It is anticipated that the *Wnt5a* signal is received by a distinct subset of receptors/coreceptors and participates in a different signaling network in a given tissue or biological process.

Both *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^*; Shh*^*Cre/+*^ and *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^*; Sox9*^*Cre/+*^ mice exhibit no branching defects although *Vangl1*^*gt/gt*^*; Vangl2*^*f/f*^*; Sox9*^*Cre/+*^ mice subsequently develop alveolar phenotypes [34]. *Shh-Cre* fails to efficiently remove *Vangl2* while the late onset of *Sox9-Cre* expression is incapable of eliminating *Vangl2* before early branching ensues. Previous studies failed to uncover phenotypes in the trachea of *Wnt5a*^*f/f*^*; Shh*^*Cre/+*^ mice [35]. This is consistent with our findings in which no defects in tracheal development or lung branching were observed. This was due to inefficient removal of *Wnt5a* by *Shh-Cre* and again highlights the importance of employing multiple Cre lines for conditional inactivation [34,36].

In summary, our work in this study has addressed the fundamental question of how lung branches are produced in the defined three-dimensional space. Identification of the signaling network coupled with genetic and cell biological studies will yield additional insight into this important issue.

## Materials and methods

### Animal husbandry

All the mouse experiments were performed following the protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, San Francisco (UCSF) (AN187712). The mouse genotypes and ages were indicated in the main text and figures. The following mouse lines were used in this study: *Vangl1*^*gt*^ [*Vangl1*^*GT(XL802)Byg*^] and *Vangl2*^*f*^ [*Vangl2*^*tm1*.*1Yy*^] were provided by Dr. Yingzi Yang [26]. *Wnt5a*^*f*^ [*B6;129S-Wnt5a^tm1.1Krvl^*/J], *ROSA26*^*mTmG*^ [*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato*,*-EGFP)Luo*^/J], *Sox2-Cre* [*B6*.*Cg-Edil3*^*Tg(Sox2-cre)1Amc*^/J] and *Shh-Cre* [*B6*.*Cg-Shh*^*tm1(EGFP/cre)Cjt*^/J] were obtained from Jackson Laboratory (Bar Harbor, ME, USA). *Dermo1-Cre* [*Twist2*^*tm1*.*1(cre)Dor*^/J] was obtained from Dr. David Ornitz [22]. *Sox9-Cre* [*Sox9*^*tm3(Cre)Crm*^] was obtained from Dr. Benoit de Crombrugghe [24].

### Immunohistochemistry

Immunofluorescence was performed as previously described [34,37,38]. In brief, mouse embryonic lungs were collected at the indicated time points and fixed with 4% paraformaldehyde (PFA) on ice for 1 h. The samples were embedded in OCT and sectioned at 7 μm. The primary antibodies used were as follows: rat anti-E cadherin (1:200, Life Technologies, Cat# 13–1900, RRID:AB_86571), mouse anti-β-catenin (1:100, BD Transduction Laboratories, Cat# 610154, RRID:AB_397555), rat anti-PECAM1(MEC13.3) (1:100, Santa Cruz Biotechnology, Cat# sc-18916, RRID:AB_627028), rat anti-VANGL2 (1:100, MilliporeSigma, Cat# MABN750, RRID:AB_2721170), rabbit anti-FAK (1:100, Cell Signaling Technology, Cat# 3285S, RRID:AB_2269034), rabbit anti-Phospho-FAK (Tyr397) (1:100, Cell Signaling Technology, Cat# 3283S, RRID:AB_2173659), rabbit anti-Cofilin (1:150, Cell Signaling Technology, Cat# 5175S, RRID:AB_10622000), rabbit anti-phospho-Cofilin (Ser3) (1:100, Cell Signaling Technology, Cat# 3313S, RRID:AB_2080597), rabbit anti-Laminin (1:150, Sigma-Aldrich, Cat# L9393, RRID:AB_477163), rabbit anti-pMLC (S19) (1:100, Cell Signaling Technology, Cat# 3671S, RRID:AB_330248), mouse anti-ACTA2 (1:200, Thermo Scientific Lab Vision, Cat# MS-113-P0, RRID:AB_64001), and chicken anti-GFP (1:200, abcam, Cat# ab13970, RRID:AB_300798). Secondary antibodies and conjugates used were as follows: donkey anti-rabbit Alexa Fluor 488 or 594 (1:1,000, Life Technologies), donkey anti-mouse Alexa Fluor 488 or 594 (1:1,000, Life Technologies), and donkey anti-rat Alexa Fluor 594 (1:1,000, Life Technologies). The biotinylated secondary antibodies used were goat anti-hamster (1:1,000, Jackson ImmunoResearch Laboratories), donkey anti-rabbit (1:1,000, Jackson ImmunoResearch Laboratories), donkey anti-rat (1:1,000, Jackson ImmunoResearch Laboratories), and horse anti-mouse (1:1,000, Jackson ImmunoResearch Laboratories). The signal was detected using streptavidin-conjugated Alexa Fluor 488, 594, or 647 (1:1,000, Life Technologies) or HRP-conjugated streptavidin (1:1,000, Perkin-Elmer) coupled with fluorogenic substrate Alexa Fluor 594 or 488 tyramide for 30 s (1:200, TSA kit; Perkin Elmer). F-actin was stained with rhodamine-conjugated phalloidin (1:200, MilliporeSigma) in PBS for 2 h.

Confocal images were captured using a Leica SPE laser-scanning confocal microscope. Adjustment of red/green/blue/gray histograms and channel merges were performed using LAS AF Lite software (Leica Microsystems).

### Whole mount immunostaining of mouse lungs

Whole mount immunostaining of embryonic lungs was performed as previously described [36]. Briefly, the whole embryonic lungs were dissected out and fixed in 4% PFA on ice for 1 h. Lungs were washed with PBS and dehydrated in graded methanols (25%, 50%, 75%, 100%). After incubating in 5% H_2_O_2_/methanol for 4 h, the samples were then rehydrated through graded methanols (100%, 75%, 50%, 25%, 0%) diluted in 0.1% Tween-20/PBS and incubated with blocking buffer (1.5% BSA/0.5% Triton X-100/PBS) for 2 h. The samples were then incubated with primary antibodies at 4°C overnight. The primary antibodies used were as follows: rat anti-E cadherin (1:200, Life Technologies, Cat# 13–1900), goat anti-SOX9 (1:100, R&D Systems, Cat# AF3075, RRID:AB_2194160), rabbit anti-FAK (1:100, Cell Signaling Technology, Cat# 3285S, RRID:AB_2269034), and rabbit anti-Phospho-FAK (Tyr397) (1:100, Cell Signaling Technology, Cat# 3283S, RRID:AB_2173659). On the second day, the samples were washed with blocking buffer for 5 h, then incubated with secondary antibodies at 4°C overnight. The final day, the samples were washed for 5 h with blocking buffer. Images were captured using a Nikon Eclipse E1000 microscope with SPOT 2.3 CCD camera.

### Cell proliferation assays

The proliferation of embryonic lung cells was assessed by EdU incorporation as previously described [36]. Pregnant females at indicated time points were intraperitoneally injected with appropriate EdU/PBS solution for 1 h before collection. The Click-iT EdU Alexa Fluor 488 Imaging Kit (Life Technologies) was used to assess EdU incorporation. The sections were costained with the epithelial cell marker E-Cadherin (E-Cad). The proliferation rate was calculated as the ratio of (EdU^+^E-Cad^+^ cells)/(E-Cad^+^ cells).

### RNA-seq analysis

RNA-seq was performed as previously described [34]. Briefly, the embryonic lungs from *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ mice at 12.5 dpc, *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ mice at 12.5 dpc and *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ at 13.5 dpc were lysed in 0.5 ml TRIzol (Life Technologies) and 100 μl chloroform was then added. After centrifugation at 4°C for 15 min, the upper aqueous layer was collected and mixed with an equal volume of 70% ethanol. RNA was extracted with the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. RNA quality was evaluated using an Agilent 2100 Bioanalyzer. Samples were sequenced on an Illumina HiSeq 2000 or HiSeq4000. 

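The deposited tables hold the p-values of the authors' comparison without an adjustment for the number of genes. With DESeq2 and its default settings on the recovered reads, the p-values differed from the authors' by a median of 0.00013, 3.1e-05 and 7.7e-05 on the log10 scale in the *Vangl1/2*, *Dermo1* Cre and *Sox9* Cre experiments. Across genes, which are not independent replicates, the Pearson correlation of the log2 fold changes from DESeq2 with the authors' was 1.00 in each experiment. The authors' p-value was under 0.05 for 3023 of 18859 genes, 1044 of 18914 genes and 361 of 18872 genes. Of these genes, 2639, 889 and 285 also had an unadjusted p-value under 0.05 by limma's test. After Benjamini-Hochberg adjustment of the authors' p-values over all genes that have one, 19, 95 and 9 genes were under 0.05.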

Differential gene expression, gene ontology (GO) enrichment analyses, and the barplot of gene ontology enrichment were performed using RStudio. Datasets have been deposited in NCBI’s Gene Expression Omnibus database and are accessible through GEO Series accession number (GSE188993).

### Mass spectrometry data acquisition and analysis

#### Sample preparation

Cell pellets were thawed on ice and subjected to sample preparation with the PreOmics iST kit (PreOmics, Planegg, Germany) according to the manufacturer’s protocol. Samples were resuspended in LC-Load Buffer from the iST kit and peptide concentration determined (Pierce Quantitative Colorimetric or Fluorescent Peptide Assay, ThermoFisher Scientific, Waltham, Massachusetts). Sample concentration was normalized to 100 ng/μl and 2 μl was loaded onto the instrument.

#### Mass spectrometry analysis—Liquid chromatography and timsTOF Pro

A nanoElute was attached in line to a timsTOF Pro equipped with a CaptiveSpray Source (Bruker, Hamburg, Germany). Chromatography was conducted at 40°C through a 25-cm reversed phase C18 column (PepSep) at a constant flow rate of 0.5 μl/min. Mobile phase A was 98/2/0.1% Water/MeCN/Formic Acid (v/v/v) and phase B was MeCN with 0.1% Formic Acid (v/v). During a 108-min method, peptides were separated by a 3-step linear gradient (5% to 30% B over 90 min, 30% to 35% B over 10 min, 35% to 95% B over 4 min) followed by a 4-min isocratic flush at 95% for 4 min before washing and a return to low organic conditions. Experiments were run as data-dependent acquisitions with ion mobility activated in PASEF mode. MS and MS/MS spectra were collected with *m*/*z* 100 to 1,700 and ions with *z* = +1 were excluded.

Raw data files were searched using PEAKS Online Xpro 1.6 (Bioinformatics Solutions, Waterloo, Ontario, Canada). The precursor mass error tolerance and fragment mass error tolerance were set to 20 PPM and 0.02, respectively. The trypsin/Lys-C digest mode was set to semispecific and missed cleavages were set to 2. The human Swiss-Prot reviewed (canonical) database (downloaded from UniProt) and the common repository of adventitious proteins (cRAP, downloaded from The Global Proteome Machine Organization) totaling 20,487 entries were used. Carbamidomethylation was selected as a fixed modification. Deamidation (NQ) and Oxidation (M) were selected as variable modifications. A maximum of 3 variable modifications were allowed.

All experiments were repeated in biological triplicate and technical duplicate and subjected to the following filtration criteria:

1. During the PEAKS Online Xpro export process, a false discovery rate (FDR) cutoff for peptide identification was applied, and only peptides with FDR ≤1% were included.
2. Proteins were groups were required to have a FDR ≤1%.

All mass spectrometry data can be found in the S1 Table and also are publicly available via the UCSD Mass Spectrometry Interactive Virtual Environment (MassIVE), a full member of the Proteome Exchange consortium, under the dataset number MSV000089851.

### qPCR analysis

The qPCR assay was performed as previously described [34]. RNAs were extracted with the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. The extracted RNAs were reverse-transcribed with the Maxima First Strand cDNA Synthesis Kit (Thermo Scientific). Quantitative PCR (qPCR) was performed on an Applied Biosystems QuantStudio 5 Real-Time PCR System. Primers for qPCR are as follows:

mouse *Foxa2* forward, 5′-CATGGGACCTCACCTGAGTC-3′; reverse, 5′-CATCGAGTTCATGTTGGCGTA-3′, mouse *Axin2* forward, 5′-ATGGAGTCCCTCCTTACCGCAT-3′; reverse, 5′-GTTCCACAGGCGTCATCTCCTT-3′, mouse *Lef1* forward, 5′-ACTGTCAGGCGACACTTCCATG-3′; reverse, 5′-GTGCTCCTGTTTGACCTGAGGT-3′, mouse *Mmp9* forward, 5′-GACATAGACGGCATCCAGTATC-3′; reverse, 5′-GGTATAGTGGGACACATAGTGG-3′, mouse *Bmp4* forward, 5′-CGAGCCAACACTGTGAGG-3′; reverse, 5′-GAAGAGGAAACGAAAAGCAGAG-3′, mouse *Vegfa* forward, 5′-GGCAAAGTGACTGACCTGCT-3′; reverse, 5′-CTGTCTGTCTGTCCGTCAGC-3′, mouse *Gapdh* forward, 5′-AGGTTGTCTCCTGCGACTTCA-3′; reverse, 5′-CCAGGAAATGAGCTTGACAAAGTT-3′.

### Derivation and culture of primary lung cells

Control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ embryos at 12.5 dpc were dissected, and the lungs were digested in 0.1% trypsin–EDTA at 37°C for 20 min. The cells were then incubated in DMEM containing 10% FBS, 1× penicillin/streptomycin and 1× L-glutamine.

### Lentiviral production and transduction

3xFLAG-Vangl2 and 3xFLAG-Vangl2-84A (a gift from Dr. Yingzi Yang) [29] were cloned into the modified pSECC lentiviral vector (the *eEF1a* promoter replaces the cassette of [gRNA site–FLAG-SV40NLS–Cas9–NLS–P2A–Cre]).

Lentiviruses were produced as previously described [34]. HEK293T cells were plated at 60% confluence in 10-cm dishes 24 h before transfection. For transfection, 2 μg of pMD2.G, 2 μg of psPAX2, and 5 μg of the lentiviral plasmid (3xFLAG-Vangl2 or 3xFLAG-Vangl2-84A) were mixed in 1000 μl OPTI-MEM with 50 μl of polyethylenimine (PEI) (1 mg/ml) and added to HEK293T cells when they reached 80% to 90% confluence. Approximately 48 h post-transfection, the viral supernatants were collected, filtered through 0.45-μm PVDF membrane filters, then added to control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^-adherent lung primary cells together with 8 μg/ml polybrene. Media were replaced 12 h post-transduction.

### Co-immunoprecipitation

The co-immunoprecipitation assay was performed as previously described [39]. *Vangl1/2* knockout cell lines that stably express 3xFLAG-Vangl2 or 3xFLAG-Vangl2-84A were seeded onto 10 cm dishes until they reached 100% confluence. Cells were lysed in immunoprecipitation buffer (1% Triton X-100, 150 mM NaCl, 50 mM Tris-Cl at pH 7.5, 1 mM EDTA, protease inhibitor cocktail). The samples were centrifuged at 12,000 rpm for 15 min at 4°C. The supernatants were removed and bound to 20 μl of anti-FLAG M2 beads (Sigma) overnight at 4°C with nutating. Beads were washed 3 times with immunoprecipitation buffer and eluted with SDS sample buffer, then analyzed by Western blotting.

### Western blotting analysis

Embryonic lung tissues were pipetted in RIPA buffer with 1× protease inhibitor cocktail and 1× PMSF. The lysates were centrifuged at 13,200 rpm at 4°C for 15 min, then analyzed by Western blot as previously described [34]. The primary antibodies used were as follows: mouse anti-FLAG M2 (1:3,000, MilliporeSigma, Cat# F3165, RRID:AB_259529), rabbit anti-FAK (1:1,000, Cell Signaling Technology, Cat# 3285S, RRID:AB_2269034), rabbit anti-p-FAK (Tyr397) (1:1,000, Cell Signaling Technology, Cat# 3283S, RRID:AB_2173659), and mouse anti-alpha-tubulin (1:3,000, Developmental Studies Hybridoma Bank, Cat# 12G10, RRID:AB_1157911).

### Culture of mouse embryonic lungs

Culture of mouse embryonic lungs was performed as previously described [36]. Briefly, embryonic lungs were dissected from wild-type mice at 11.5 dpc and placed on top of the polycarbonate nuclepore membranes (Millipore), which were floating in cultured medium (DMEM/F-12 supplemented with penicillin/streptomycin, L-glutamine and 1% FBS) with or without the FAK inhibitor, PF-573228 (Selleck Chemicals) (2 μM in DMSO) for 4 h or 8 h. A 24-well plate that contained the samples was replaced with fresh media and then cultured for another 48 h. The lungs were then collected for RNA-Seq or for imaging.

### Statistical analysis

All the biological repeats we performed were more than or equal to 3, and the detailed biological replicates (n numbers) were indicated in the figure legends. All the statistical comparisons between different groups were shown as mean value ± SEM. Two-tailed Student’s *t*-tests and one-way ANOVA were applied to calculate the *P* values and the statistical significance was evaluated as * *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001.

## Supporting information

S1 Fig Loss of *Wnt5a* leads to defective branching morphogenesis. Ventral (A, B, D, E) and dorsal (C) views of dissected lungs from wild-type and *Wnt5a*^*−/−*^ embryos at the developmental stages indicated. Ventral (F, G, I, J) and dorsal (H) views of dissected lungs from wild-type and *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ embryos at the developmental stages indicated. Ventral (K, L, N, O) and dorsal (M) views of dissected lungs from wild-type and *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ embryos at the developmental stages indicated. (Scale bars: A-C, F-H, and K-M, 1 mm; D, E, I, J, N, and O, 1 mm.) dpc, days post coitus.
(PDF) Click here for additional data file.

S2 Fig The rate of cell proliferation is unaltered in the absence of *Wnt5a*. (A-F) Immunostaining of lung sections collected from control and *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ mice at 13.5 dpc. (G) Quantification of the cell proliferation rate in the epithelium of control and *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ lungs at 13.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n =* 3 pairs). The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU^+^ epithelial cells (EdU^+^E-Cad^+^) to the number of epithelial cells (E-Cad^+^). (H-M) Immunostaining of lung sections collected from control and *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ mice at 12.5 dpc. (N) Quantification of the cell proliferation rate in the epithelium of control and *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n =* 3 pairs). The underlying data for S2G and S2N Fig and the exact *P* values can be found in S1 Data. (Scale bars: A-F and H-M, 25 μm.) dpc, days post coitus; ns, not significant.
(PDF) Click here for additional data file.

S3 Fig *Vangl1/2* control the position and direction of lung branching. Ventral (A, B, D, E, G, H) and dorsal (C, F, I) views of dissected lungs from wild-type and *Vangl1*^*gt/gt*^; *Vangl2*^*−/−*^ embryos at the developmental stages indicated. (Scale bars: A-C, 0.5 mm; D-F, 1 mm; G-I, 1 mm.)
(PDF) Click here for additional data file.

S4 Fig Smooth muscle cells and blood vessels are unaffected in *Vangl1/2* mutant lungs. (A-D) Immunostaining of lung sections collected from control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ mice at 15.5 dpc. SMA marks smooth muscle cells; CD31 labels endothelial cells. (Scale bar: A-D, 25 μm.) dpc, days post coitus.
(PDF) Click here for additional data file.

S5 Fig Selective loss of *Vangl1/2* in the lung epithelium or mesenchyme does not lead to branching defects. (A-F) Immunostaining of lung sections collected from control and *Wnt5a*^*−/−*^ mice at 12.5 dpc. (G) Quantification of VANGL2 signal in lung cells of control or *Wnt5a* mutant lungs (mean value ± SEM, unpaired Student’s *t*-test, *n =* 4 pairs). (H-M) Immunostaining of lung sections collected from control and *Vangl2*^*f/f*^*; Sox9*^*Cre/+*^ lungs at 14.5 dpc. (N-Q) Ventral views of dissected lungs from control and mutant lungs at 14.5 dpc. The underlying data for S5G Fig and the exact *P* value can be found in S1 Data. (Scale bar: A-F, H-M, 25 μm; N-Q, 1 mm) dpc, days post coitus; ns, not significant.
(PDF) Click here for additional data file.

S6 Fig The transcription factor, *Foxa2*, and major signaling pathways in the developing lungs are perturbed in the absence of *Wnt5a*. (A) qPCR analysis of *Foxa2* transcript levels in control and *Wnt5a*^*−/−*^ lungs at 12.5 and 13.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n* = 3 pairs). (B) qPCR analysis of *Foxa2* transcript levels in control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs at 12.5 and 13.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n* = 3 pairs). (C) qPCR analysis of components of the major signaling pathways in control and *Wnt5a*^*−/−*^ lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s *t*-test, *n =* 3 pairs). (*) *p* < 0.05; (**) *p* < 0.01. The underlying data for S5A–S5C Fig and the exact *P* values can be found in S1 Data. dpc, days post coitus; ns, not significant.
(PDF) Click here for additional data file.

S7 Fig p-FAK is reduced in *Wnt5a*-null lungs. (A-L) Whole-mount immunostaining of dissected lungs from control and *Wnt5a*^*−/−*^ mice at 12.5 dpc. Lung epithelium was visualized by E-cadherin (E-Cad). Circles in (H, K) indicate defective branching in *Wnt5a*-deficient lungs. (M-T) Immunostaining of lung sections collected from control and *Wnt5a*^*−/−*^ mice at 12.5 dpc. (Scale bars: A-L, 0.5 mm; M-T, 25 μm.) dpc, days post coitus; p-FAK, phosphorylated FAK.
(PDF) Click here for additional data file.

S8 Fig p-FAK is reduced in *Wnt5a*-deficient lung compartments. (A-L) Immunostaining of lung sections collected from control and *Wnt5a*^*f/f*^*; Sox9*^*Cre/+*^ lungs at 13.5 dpc. Lung epithelium was visualized by E-cadherin (E-Cad). (M-X) Immunostaining of lung sections collected from control and *Wnt5a*^*f/f*^*; Dermo1*^*Cre/+*^ lungs at 12.5 dpc. (Scale bar: A-X, 25 μm.) dpc, days post coitus; p-FAK, phosphorylated FAK.
(PDF) Click here for additional data file.

S9 Fig p-FAK is reduced in the absence of *Wnt5a* or *Vangl1/2*. (A) Western blot analysis of cell lysates derived from control and *Wnt5a*^*−/−*^ lungs at 12.5 dpc. (B) Western blot analysis of cell lysates derived from control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ lungs at 12.5 dpc. (C) Western blot analysis of cell lysates derived from control cells, *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ cells and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ cells expressing VANGL2 or VANGL2 (84A) as indicated. α-tubulin serves as the loading control. dpc, days post coitus; FAK, focal adhesion kinase; p-FAK, phosphorylated FAK.
(PDF) Click here for additional data file.

S10 Fig p-Cofilin levels are increased in the absence of *Vangl1/2*. (A-L) Immunostaining of lung sections collected from control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ mice at 12.5 dpc. Lung epithelium was marked by E-cadherin (E-Cad). (M) Quantification of the relative density of Cofilin and p-Cofilin in lung cells at the epithelial tip or in the mesenchyme (mean value ± SEM, unpaired Student’s *t*-test, *n =* 4 pairs). (**) *p* < 0.01. The underlying data for S10M Fig and the exact *P* values can be found in S1 Data. (Scale bar: A-L, 25 μm.) dpc, days post coitus; ns, not significant; p-Cofilin, phosphorylated Cofilin;
(PDF) Click here for additional data file.

S11 Fig Expression level of Laminin, F-actin, pMLC are unaltered in *Vangl1/2* mutant lungs. (A-X) Immunostaining of lung sections collected from control and *Vangl1*^*gt/gt*^*; Vangl2*^*−/−*^ mice at 12.5 dpc. Lung epithelium was marked by E-cadherin (E-Cad). F-actin was labeled by phalloidin. (Y) Quantification of phalloidin signal in lung cells of control or *Vangl1/2* mutant lungs (mean value ± SEM, unpaired Student’s *t*-test, *n* = 4 pairs). (Z) Quantification of pMLC signal in lung cells of control or *Vangl1/2* mutant lungs (mean value ± SEM, unpaired Student’s *t*-test, *n* = 4 pairs). The underlying data for S11Y and S11Z Fig and the exact *P* values can be found in S1 Data. (Scale bar: A-X, 25 μm.) dpc, days post coitus; ns, not significant; pMLC, phosphorylated myosin light chain.
(PDF) Click here for additional data file.

S12 Fig p-FAK is reduced in the presence of FAK inhibitor. (A-X) Immunostaining of lung explants treated with control media or media containing 0.5 μM or 2 μM of PF-573228 (FAK inhibitor) as indicated. (Y) Quantification of the relative density of FAK and p-FAK in lung cells treated with PF-573228 (mean value ± SEM, one-way ANOVA, *n* = 5 pairs). (*) *p* < 0.05; (**) *p* < 0.01; (***) *p* < 0.001. The underlying data for S12Y Fig can be found in S1 Data. (Scale bar: A-X, 25 μm.) FAK, focal adhesion kinase; ns, not significant; p-FAK, phosphorylated FAK.
(PDF) Click here for additional data file.

S1 Raw Images Raw images of Western blots. (PDF) Click here for additional data file.

S1 Data Numerical data. (XLSX) Click here for additional data file.

S1 Table Mass spectrometry data. (XLSX) Click here for additional data file.

## Abbreviations

cRAP: common repository of adventitious proteins
dpc: days post coitus
ECM: extracellular matrix
FAK: focal adhesion kinase
FDR: false discovery rate
FZ: Frizzled
GO: gene ontology
p-Cofilin: phosphorylated Cofilin
PCP: planar cell polarity
PEI: polyethylenimine
PFA: paraformaldehyde
p-FAK: phosphorylated FAK
pMLC: phosphorylated myosin light chain
RAc: right accessory
RCd: right caudal
RCr: right cranial
RMd: right middle

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S1 Fig — Ventral (A, B, D, E) and dorsal (C) views of dissected lungs from wild-type and Wnt5a−/− embryos at the developmental stages indicated. Ventral (F, G, I, J) and dorsal (H) views of dissected lungs from wild-type and Wnt5af/f; Sox9Cre/+ embryos at the developmental stages indicated. Ventral (K, L, N, O) and dorsal (M) views of dissected lungs from wild-type and Wnt5af/f; Dermo1Cre/+ embryos at the developmental stages indicated. (Scale bars: A-C, F-H, and K-M, 1 mm; D, E, I, J, N, and O, 1 mm.) dpc, days post coitus.

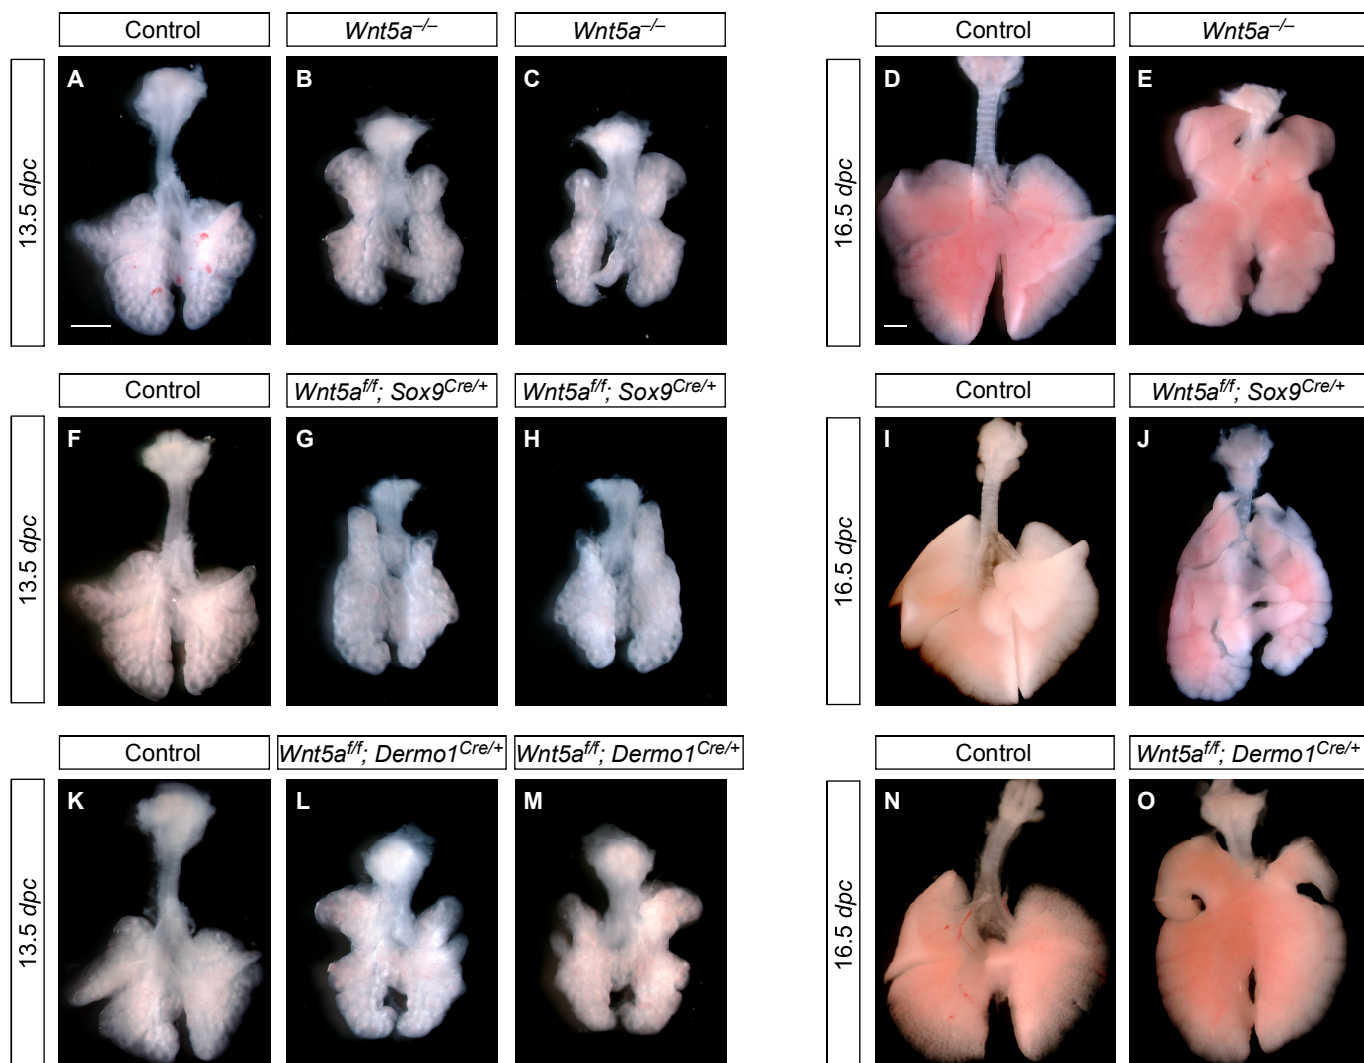

### S1 Fig. Loss of *Wnt5a* leads to defective branching morphogenesis

Ventral (A, B, D, E) and dorsal (C) views of dissected lungs from wild-type and *Wnt5a*<sup>-/-</sup> embryos at the developmental stages indicated. Ventral (F, G, I, J) and dorsal (H) views of dissected lungs from wild-type and *Wnt5a*<sup>fl/fl</sup>; *Sox9*<sup>Cre/+</sup> embryos at the developmental stages indicated. Ventral (K, L, N, O) and dorsal (M) views of dissected lungs from wild-type and *Wnt5a*<sup>fl/fl</sup>; *Dermo1*<sup>Cre/+</sup> embryos at the developmental stages indicated. *dpc*, days post coitus. (Scale bars: A-C, F-H and K-M, 1 mm; D, E, I, J, N and O, 1 mm.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S2 Fig — (A-F) Immunostaining of lung sections collected from control and Wnt5af/f; Sox9Cre/+ mice at 13.5 dpc. (G) Quantification of the cell proliferation rate in the epithelium of control and Wnt5af/f; Sox9Cre/+ lungs at 13.5 dpc (mean value ± SEM, unpaired Student’s t-test, n = 3 pairs). The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU+ epithelial cells (EdU+E-Cad+) to the number of epithelial cells (E-Cad+). (H-M) Immunostaining of lung sections collected from control and Wnt5af/f; Dermo1Cre/+ mice at 12.5 dpc. (N) Quantification of the cell proliferation rate in the epithelium of control and Wnt5af/f; Dermo1Cre/+ lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s t-test, n = 3 pairs). The underlying data for S2G and S2N Fig and the exact P values can be found in S1 Data. (Scale bars: A-F and H-M, 25 μm.) dpc, days post coitus; ns, not significant.

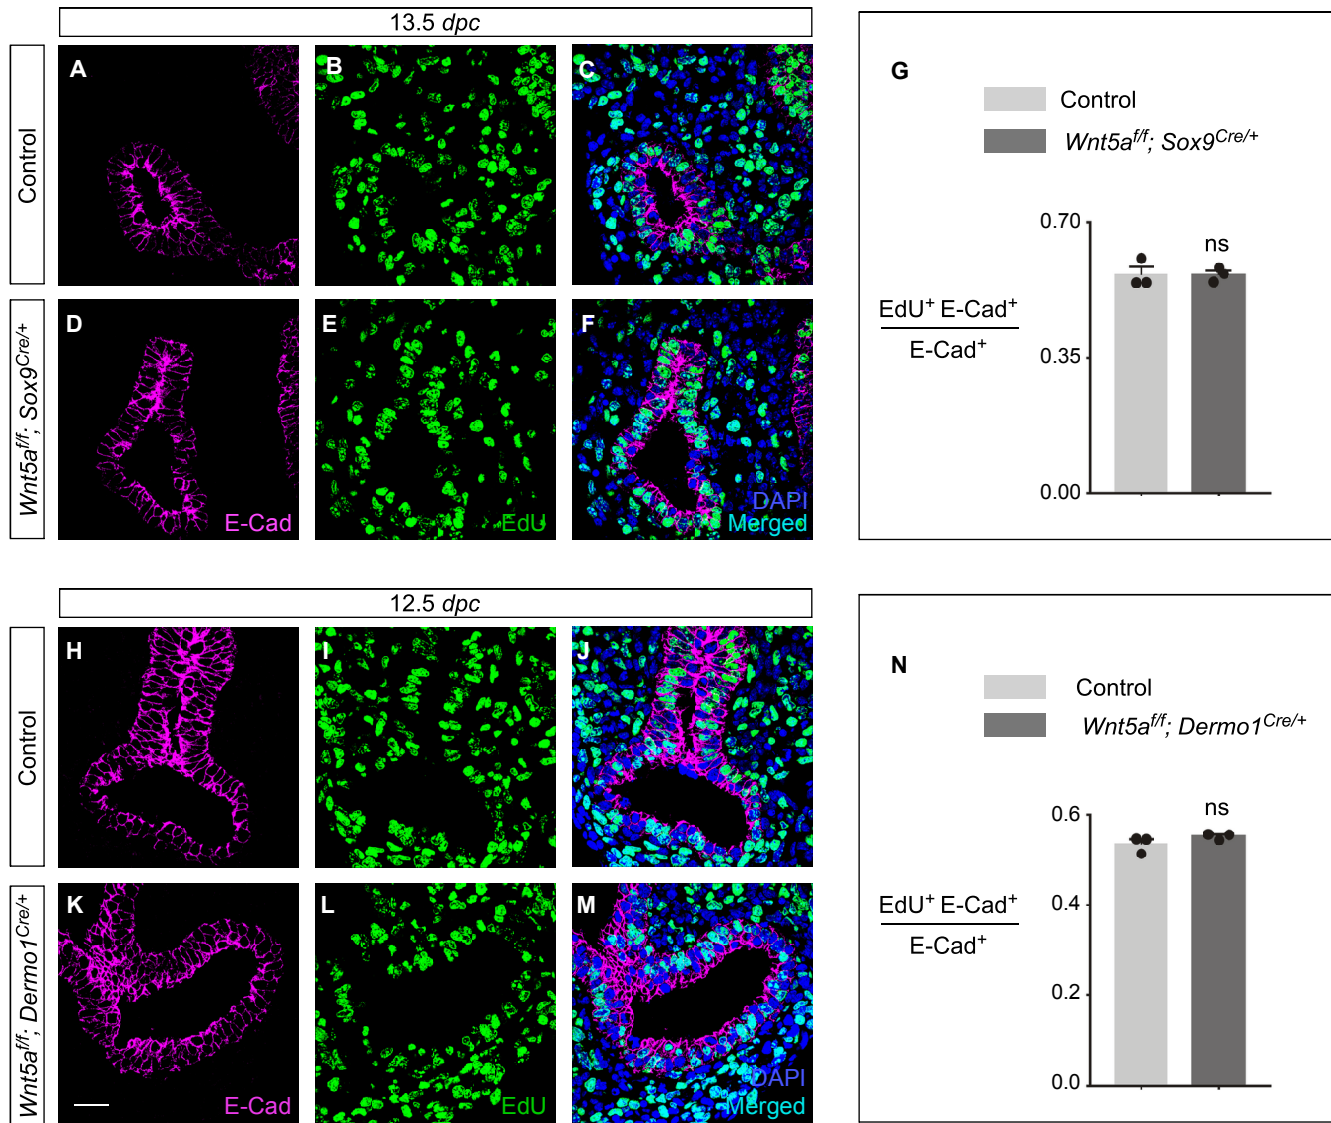

## S2 Fig. The rate of cell proliferation is unaltered in the absence of *Wnt5a*

(A-F) Immunostaining of lung sections collected from control and *Wnt5a<sup>fl/fl</sup>; Sox9<sup>Cre/+</sup>* mice at 13.5 days post coitus (dpc). (G) Quantification of the cell proliferation rate in the epithelium of control and *Wnt5a<sup>fl/fl</sup>; Sox9<sup>Cre/+</sup>* lungs at 13.5 dpc (mean value  $\pm$  SEM, unpaired Student's *t*-test, *n* = 3 pairs). The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU<sup>+</sup> epithelial cells (EdU<sup>+</sup>E-Cad<sup>+</sup>) to the number of epithelial cells (E-Cad<sup>+</sup>). (H-M) Immunostaining of lung sections collected from control and *Wnt5a<sup>fl/fl</sup>; Dermo1<sup>Cre/+</sup>* mice at 12.5 dpc. (N) Quantification of the cell proliferation rate in the epithelium of control and *Wnt5a<sup>fl/fl</sup>; Dermo1<sup>Cre/+</sup>* lungs at 12.5 dpc (mean value  $\pm$  SEM, unpaired Student's *t*-test, *n* = 3 pairs). ns, not significant. The underlying data for S2G and S2N Fig, and the exact P values can be found in S1 Data. (Scale bars: A-F and H-M, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S3 Fig — Ventral (A, B, D, E, G, H) and dorsal (C, F, I) views of dissected lungs from wild-type and Vangl1gt/gt; Vangl2−/− embryos at the developmental stages indicated. (Scale bars: A-C, 0.5 mm; D-F, 1 mm; G-I, 1 mm.)

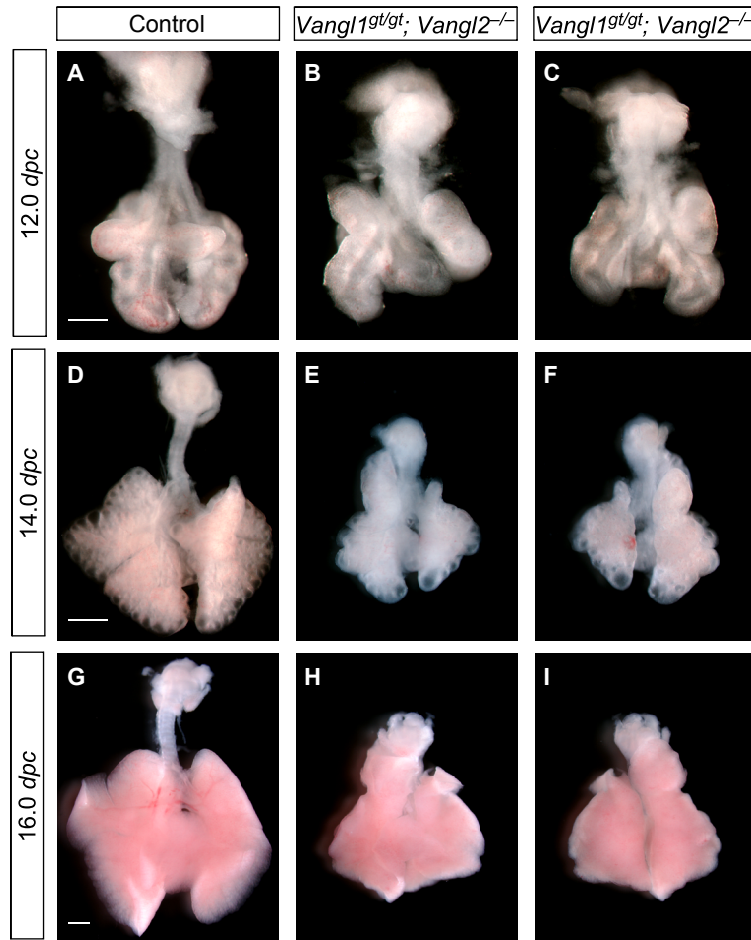

**S3 Fig. *Vangl1/2* control the position and direction of lung branching**

Ventral (A, B, D, E, G, H) and dorsal (C, F, I) views of dissected lungs from wild-type and *Vangl1<sup>gt/gt</sup>; Vangl2<sup>-/-</sup>* embryos at the developmental stages indicated. (Scale bars: A-C, 0.5 mm; D-F, 1 mm; G-I, 1 mm.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S4 Fig — (A-D) Immunostaining of lung sections collected from control and Vangl1gt/gt; Vangl2−/− mice at 15.5 dpc. SMA marks smooth muscle cells; CD31 labels endothelial cells. (Scale bar: A-D, 25 μm.) dpc, days post coitus.

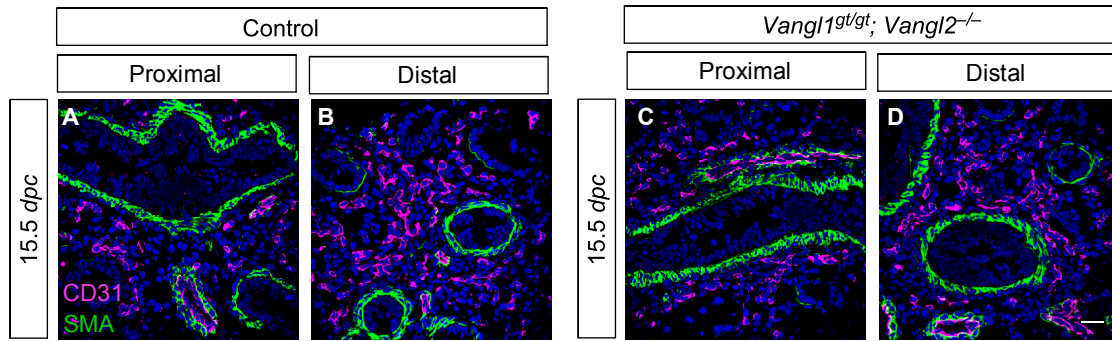

**S4 Fig. Smooth muscle cells and blood vessels are unaffected in *Vangl1/2* mutant lungs**  
 (A-D) Immunostaining of lung sections collected from control and *Vangl1<sup>gt/gt</sup>; Vangl2<sup>-/-</sup>* mice at 15.5 days post coitus (dpc). SMA marks smooth muscle cells; CD31 labels endothelial cells.  
 (Scale bar: A-D, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S5 Fig — (A-F) Immunostaining of lung sections collected from control and Wnt5a−/− mice at 12.5 dpc. (G) Quantification of VANGL2 signal in lung cells of control or Wnt5a mutant lungs (mean value ± SEM, unpaired Student’s t-test, n = 4 pairs). (H-M) Immunostaining of lung sections collected from control and Vangl2f/f; Sox9Cre/+ lungs at 14.5 dpc. (N-Q) Ventral views of dissected lungs from control and mutant lungs at 14.5 dpc. The underlying data for S5G Fig and the exact P value can be found in S1 Data. (Scale bar: A-F, H-M, 25 μm; N-Q, 1 mm) dpc, days post coitus; ns, not significant.

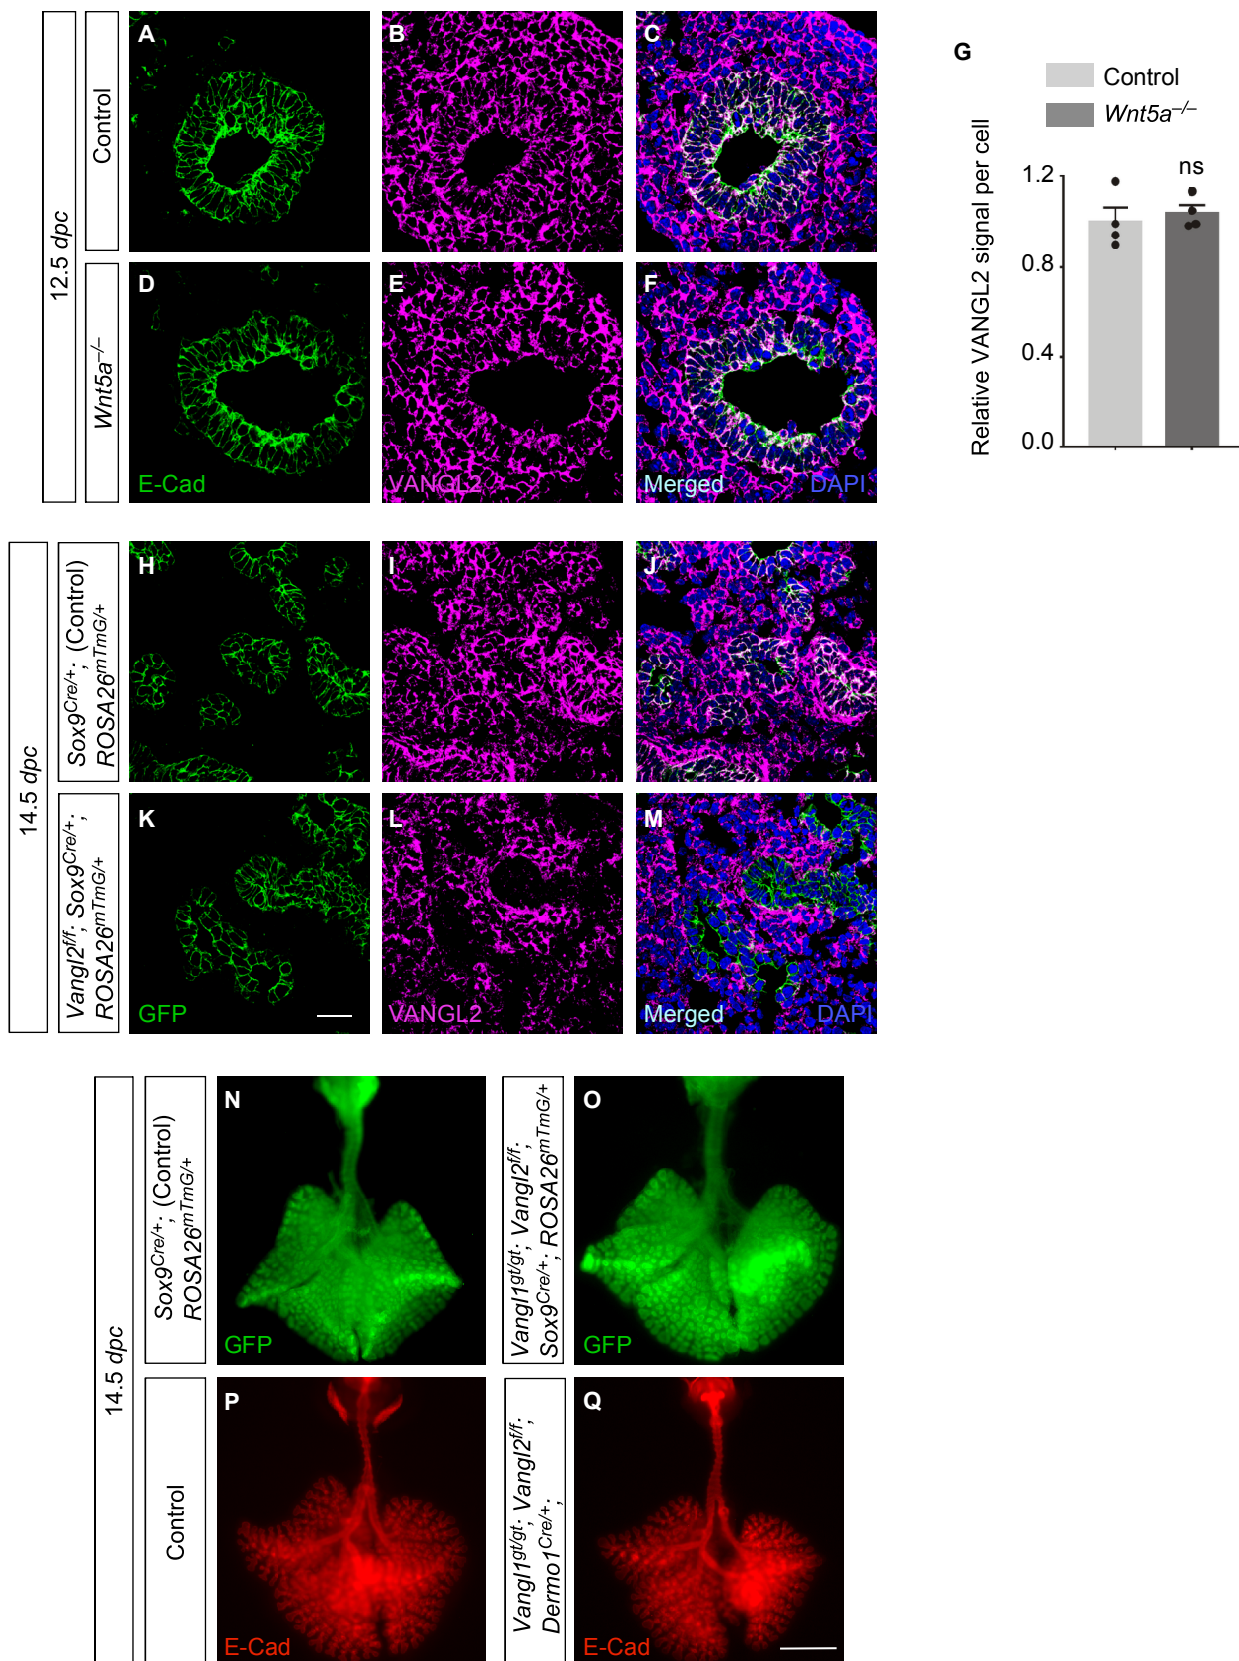

### S5 Fig. Selective loss of *Vangl1/2* in the lung epithelium or mesenchyme does not lead to branching defects

(A-F) Immunostaining of lung sections collected from control and *Wnt5a*<sup>-/-</sup> mice at 12.5 days post coitus (dpc). (G) Quantification of VANGL2 signal in lung cells of control or *Wnt5a* mutant lungs (mean value ± SEM, unpaired Student's *t*-test, *n* = 4 pairs). (H-M) Immunostaining of lung sections collected from control and *Vangl2*<sup>fl/fl</sup>; *Sox9*<sup>Cre/+</sup> lungs at 14.5 dpc. (N-Q) Ventral views of dissected lungs from control and mutant lungs at 14.5 dpc. ns, not significant. The underlying data for S5G Fig and the exact P value can be found in S1 Data. (Scale bar: A-F, H-M, 25 μm; N-Q, 1 mm)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S6 Fig — (A) qPCR analysis of Foxa2 transcript levels in control and Wnt5a−/− lungs at 12.5 and 13.5 dpc (mean value ± SEM, unpaired Student’s t-test, n = 3 pairs). (B) qPCR analysis of Foxa2 transcript levels in control and Vangl1gt/gt; Vangl2−/− lungs at 12.5 and 13.5 dpc (mean value ± SEM, unpaired Student’s t-test, n = 3 pairs). (C) qPCR analysis of components of the major signaling pathways in control and Wnt5a−/− lungs at 12.5 dpc (mean value ± SEM, unpaired Student’s t-test, n = 3 pairs). (*) p < 0.05; (**) p < 0.01. The underlying data for S5A–S5C Fig and the exact P values can be found in S1 Data. dpc, days post coitus; ns, not significant.

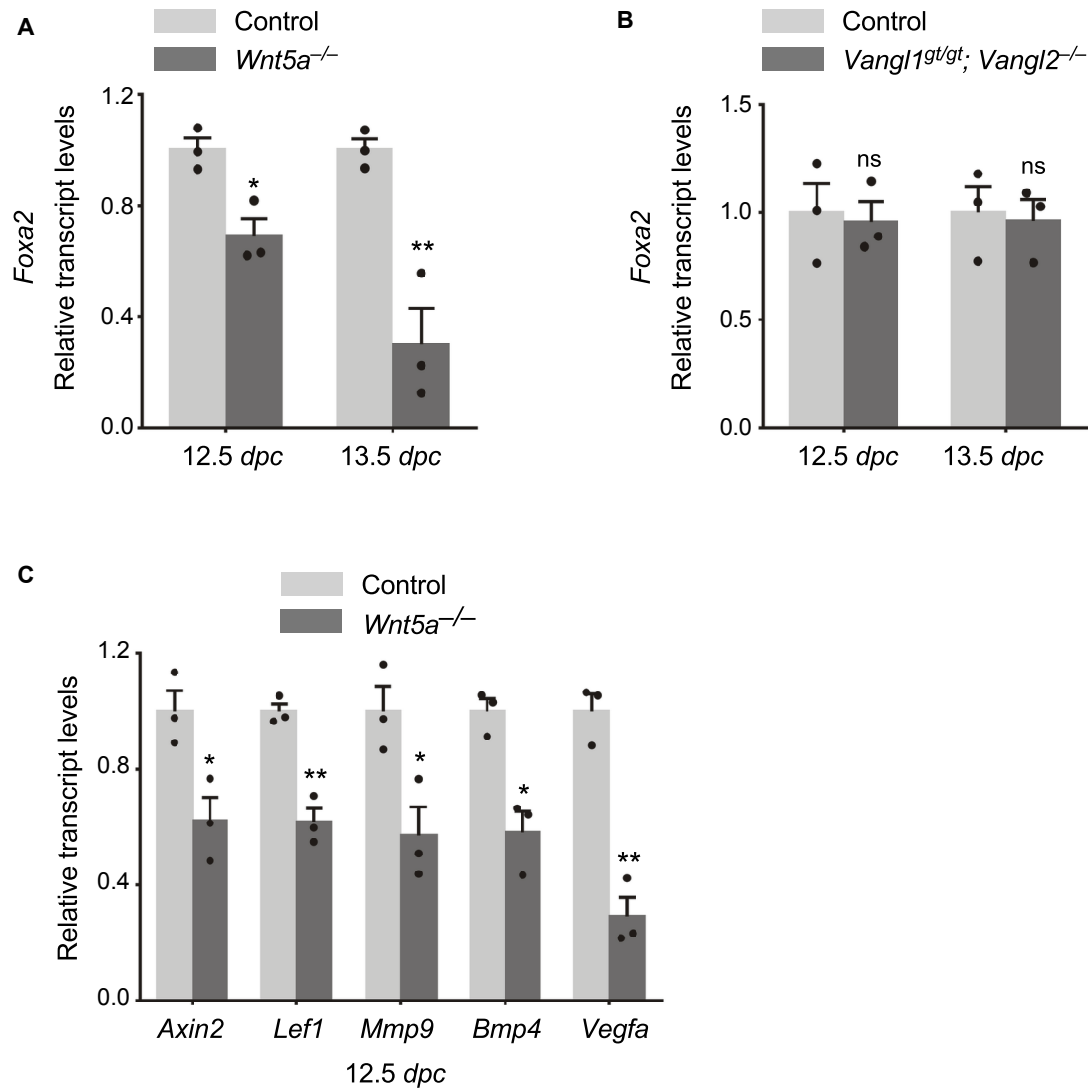

**S6 Fig. The transcription factor, *Foxa2*, and major signaling pathways in the developing lungs are perturbed in the absence of *Wnt5a***

(A) qPCR analysis of *Foxa2* transcript levels in control and *Wnt5a*<sup>-/-</sup> lungs at 12.5 and 13.5 days post coitus (dpc) (mean value ± SEM, unpaired Student's *t*-test, n = 3 pairs). (B) qPCR analysis of *Foxa2* transcript levels in control and *Vangl1*<sup>gt/gt</sup>; *Vangl2*<sup>-/-</sup> lungs at 12.5 and 13.5 dpc (mean value ± SEM, unpaired Student's *t*-test, n = 3 pairs). (C) qPCR analysis of components of the major signaling pathways in control and *Wnt5a*<sup>-/-</sup> lungs at 12.5 dpc (mean value ± SEM, unpaired Student's *t*-test, n = 3 pairs). (\*) p<0.05; (\*\*) p<0.01; ns, not significant. The underlying data for S6A, S6B and S6C Fig, and the exact P values can be found in S1 Data.

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S7 Fig — (A-L) Whole-mount immunostaining of dissected lungs from control and Wnt5a−/− mice at 12.5 dpc. Lung epithelium was visualized by E-cadherin (E-Cad). Circles in (H, K) indicate defective branching in Wnt5a-deficient lungs. (M-T) Immunostaining of lung sections collected from control and Wnt5a−/− mice at 12.5 dpc. (Scale bars: A-L, 0.5 mm; M-T, 25 μm.) dpc, days post coitus; p-FAK, phosphorylated FAK.

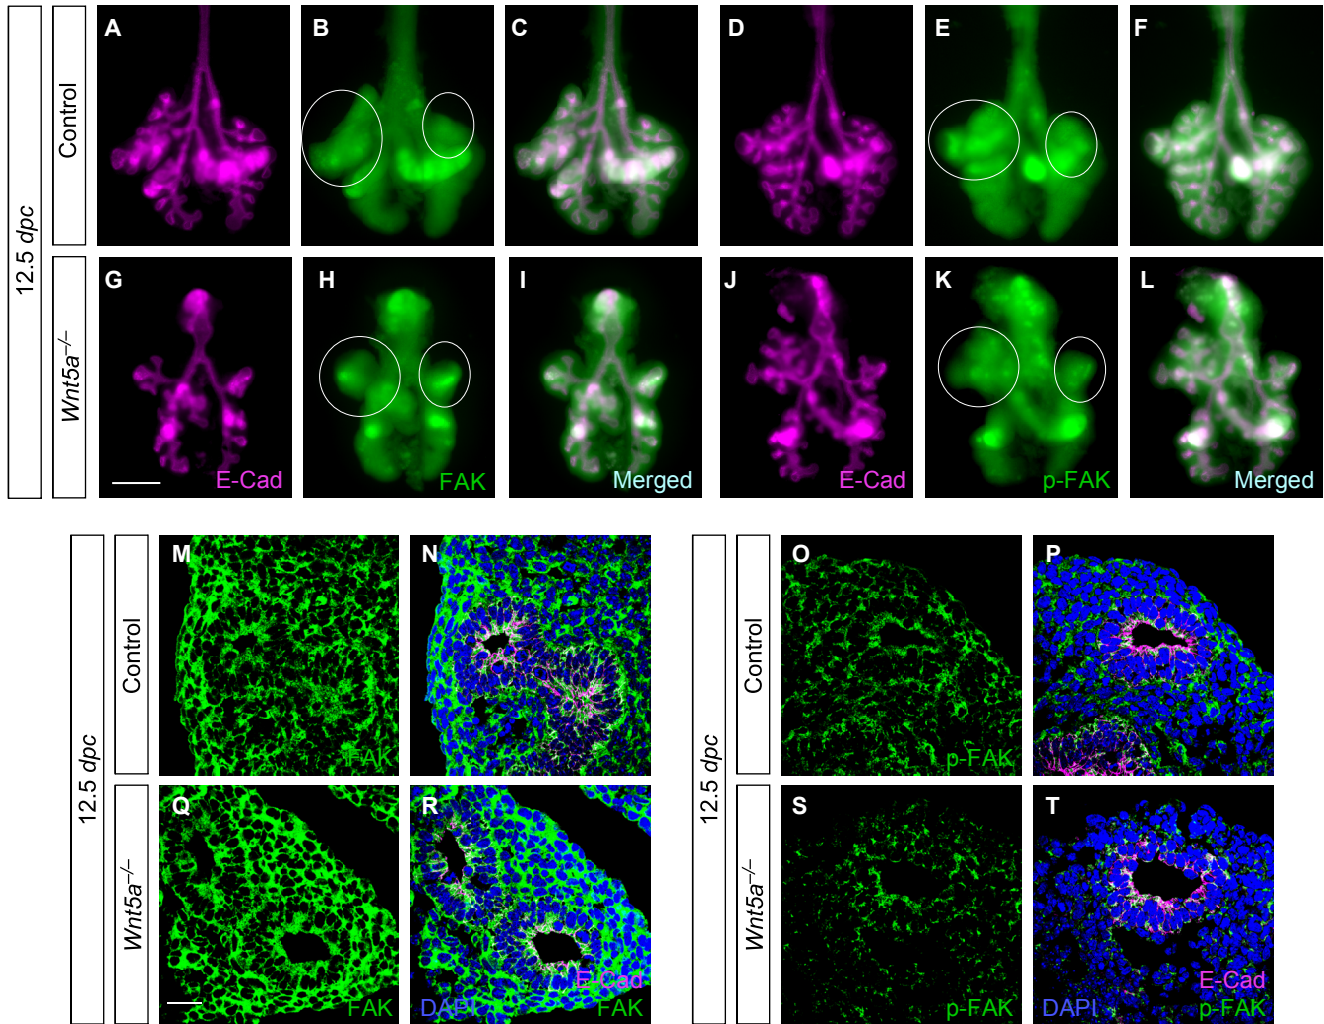

### S7 Fig. Phosphorylated FAK (p-FAK) is reduced in *Wnt5a*-null lungs

(A-L) Whole-mount immunostaining of dissected lungs from control and *Wnt5a*<sup>-/-</sup> mice at 12.5 *days post coitus* (dpc). Lung epithelium was visualized by E-cadherin (E-Cad). Circles in (H, K) indicate defective branching in *Wnt5a*-deficient lungs. (M-T) Immunostaining of lung sections collected from control and *Wnt5a*<sup>-/-</sup> mice at 12.5 dpc. (Scale bars: A-L, 0.5 mm; M-T, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S8 Fig — (A-L) Immunostaining of lung sections collected from control and Wnt5af/f; Sox9Cre/+ lungs at 13.5 dpc. Lung epithelium was visualized by E-cadherin (E-Cad). (M-X) Immunostaining of lung sections collected from control and Wnt5af/f; Dermo1Cre/+ lungs at 12.5 dpc. (Scale bar: A-X, 25 μm.) dpc, days post coitus; p-FAK, phosphorylated FAK.

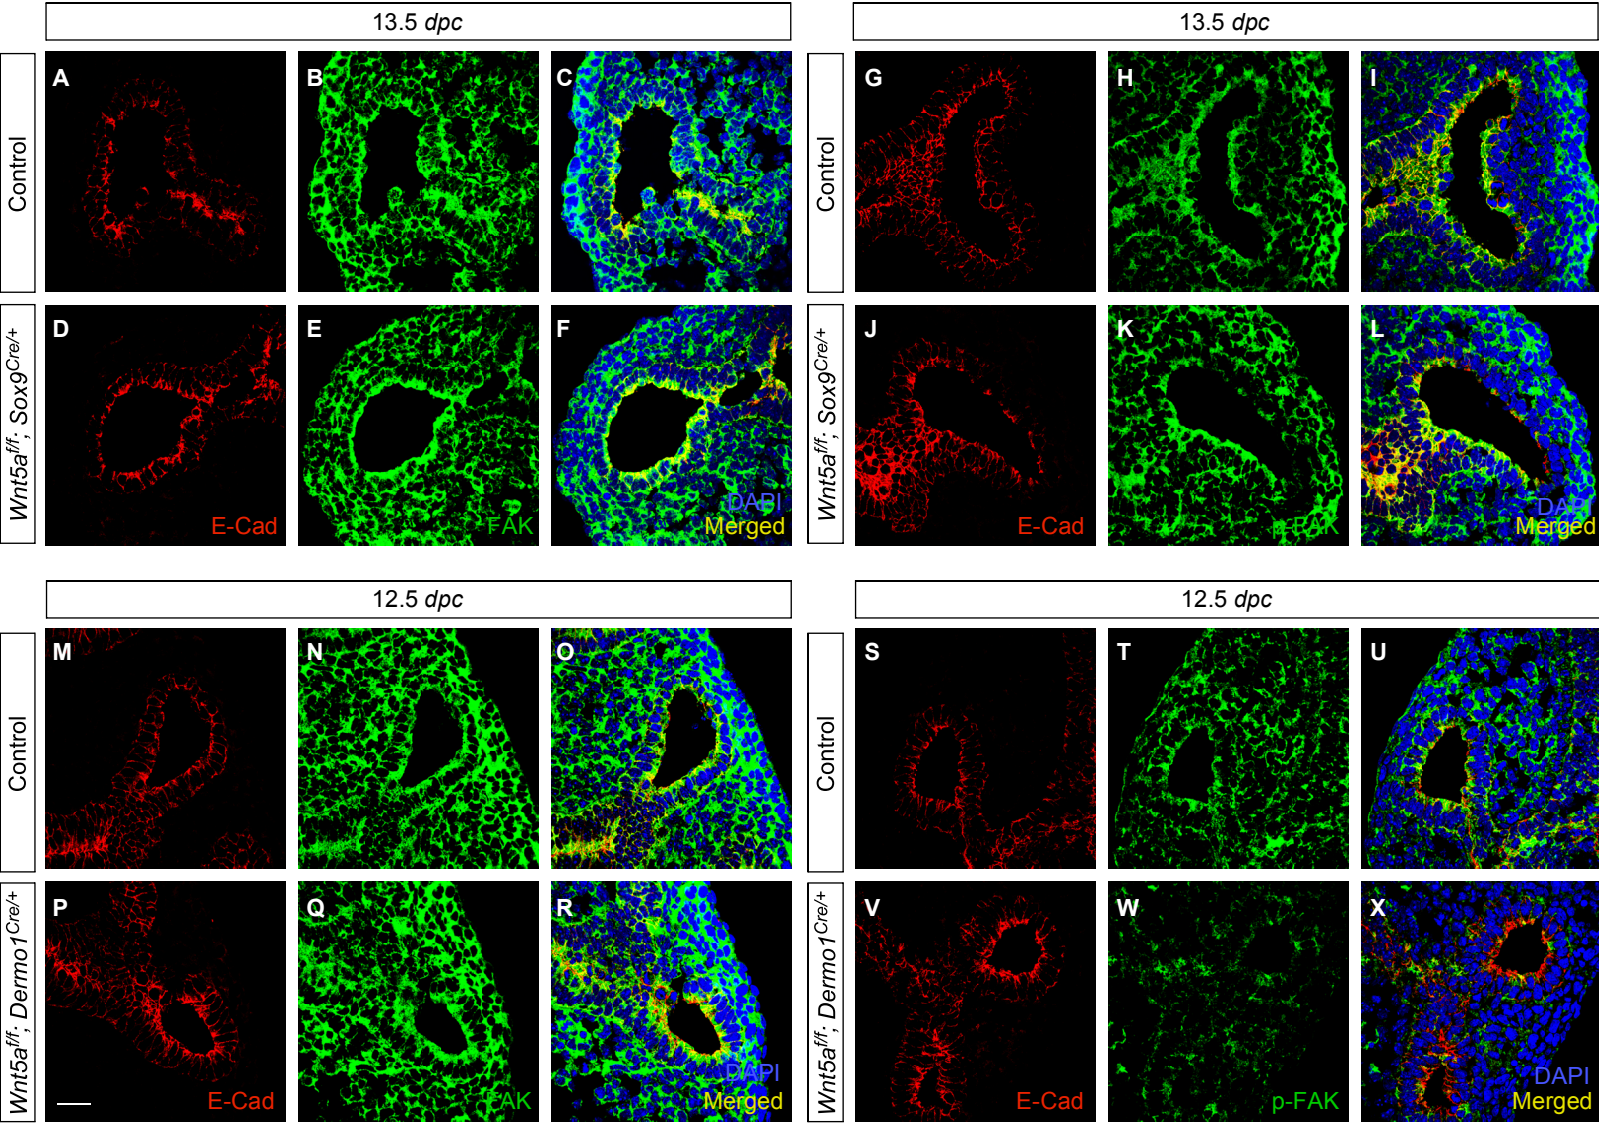

**S8 Fig. Phosphorylated FAK (p-FAK) is reduced in *Wnt5a*-deficient lung compartments**  
 (A-L) Immunostaining of lung sections collected from control and *Wnt5a<sup>ff</sup>; Sox9<sup>Cre/+</sup>* lungs at 13.5 days post coitus (dpc). Lung epithelium was visualized by E-cadherin (E-Cad). (M-X) Immunostaining of lung sections collected from control and *Wnt5a<sup>ff</sup>; Dermo1<sup>Cre/+</sup>* lungs at 12.5 dpc. (Scale bar: A-X, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S9 Fig — (A) Western blot analysis of cell lysates derived from control and Wnt5a−/− lungs at 12.5 dpc. (B) Western blot analysis of cell lysates derived from control and Vangl1gt/gt; Vangl2−/− lungs at 12.5 dpc. (C) Western blot analysis of cell lysates derived from control cells, Vangl1gt/gt; Vangl2−/− cells and Vangl1gt/gt; Vangl2−/− cells expressing VANGL2 or VANGL2 (84A) as indicated. α-tubulin serves as the loading control. dpc, days post coitus; FAK, focal adhesion kinase; p-FAK, phosphorylated FAK.

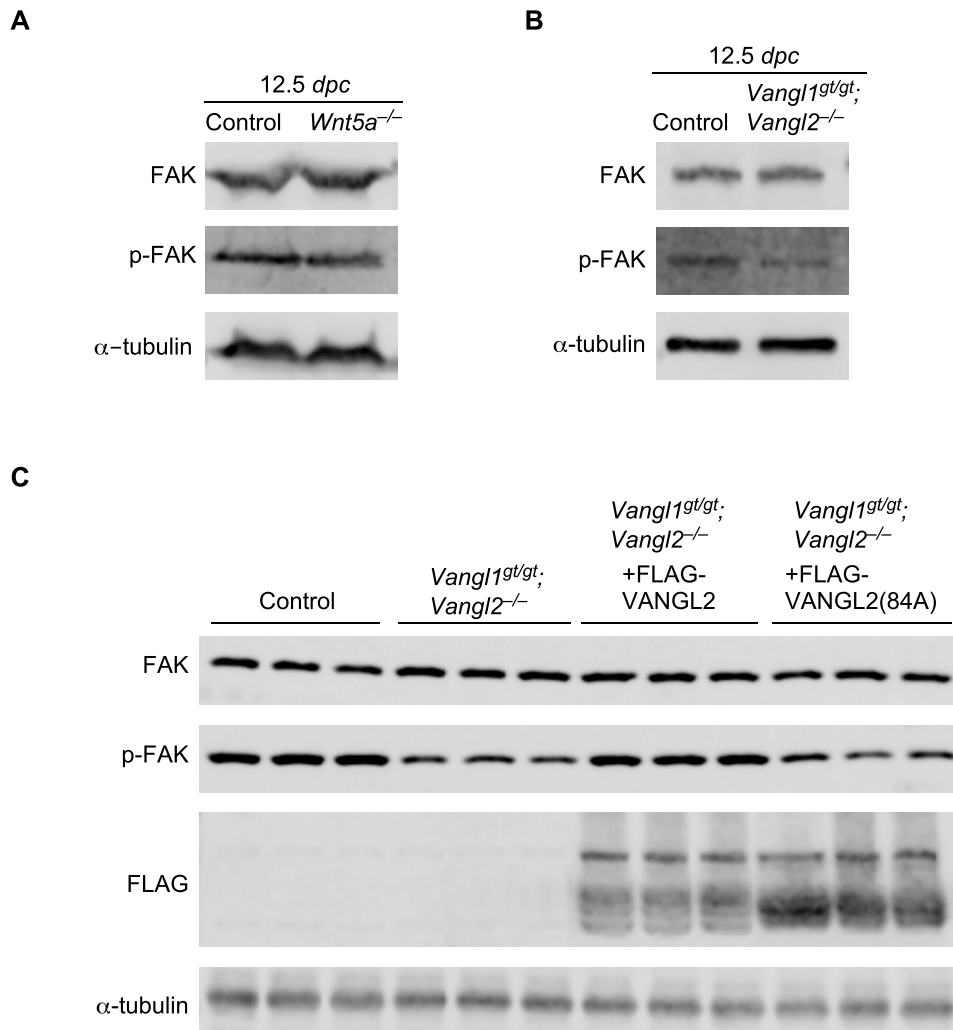

**S9 Fig. Phosphorylated FAK (p-FAK) is reduced in the absence of *Wnt5a* or *Vangl1/2***

(A) Western blot analysis of cell lysates derived from control and *Wnt5a*<sup>-/-</sup> lungs at 12.5 days post coitus (dpc). (B) Western blot analysis of cell lysates derived from control and *Vangl1*<sup>gt/gt</sup>; *Vangl2*<sup>-/-</sup> lungs at 12.5 dpc. (C) Western blot analysis of cell lysates derived from control cells, *Vangl1*<sup>gt/gt</sup>; *Vangl2*<sup>-/-</sup> cells and *Vangl1*<sup>gt/gt</sup>; *Vangl2*<sup>-/-</sup> cells expressing VANGL2 or VANGL2 (84A) as indicated.  $\alpha$ -tubulin serves as the loading control.

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S10 Fig — (A-L) Immunostaining of lung sections collected from control and Vangl1gt/gt; Vangl2−/− mice at 12.5 dpc. Lung epithelium was marked by E-cadherin (E-Cad). (M) Quantification of the relative density of Cofilin and p-Cofilin in lung cells at the epithelial tip or in the mesenchyme (mean value ± SEM, unpaired Student’s t-test, n = 4 pairs). (**) p < 0.01. The underlying data for S10M Fig and the exact P values can be found in S1 Data. (Scale bar: A-L, 25 μm.) dpc, days post coitus; ns, not significant; p-Cofilin, phosphorylated Cofilin;

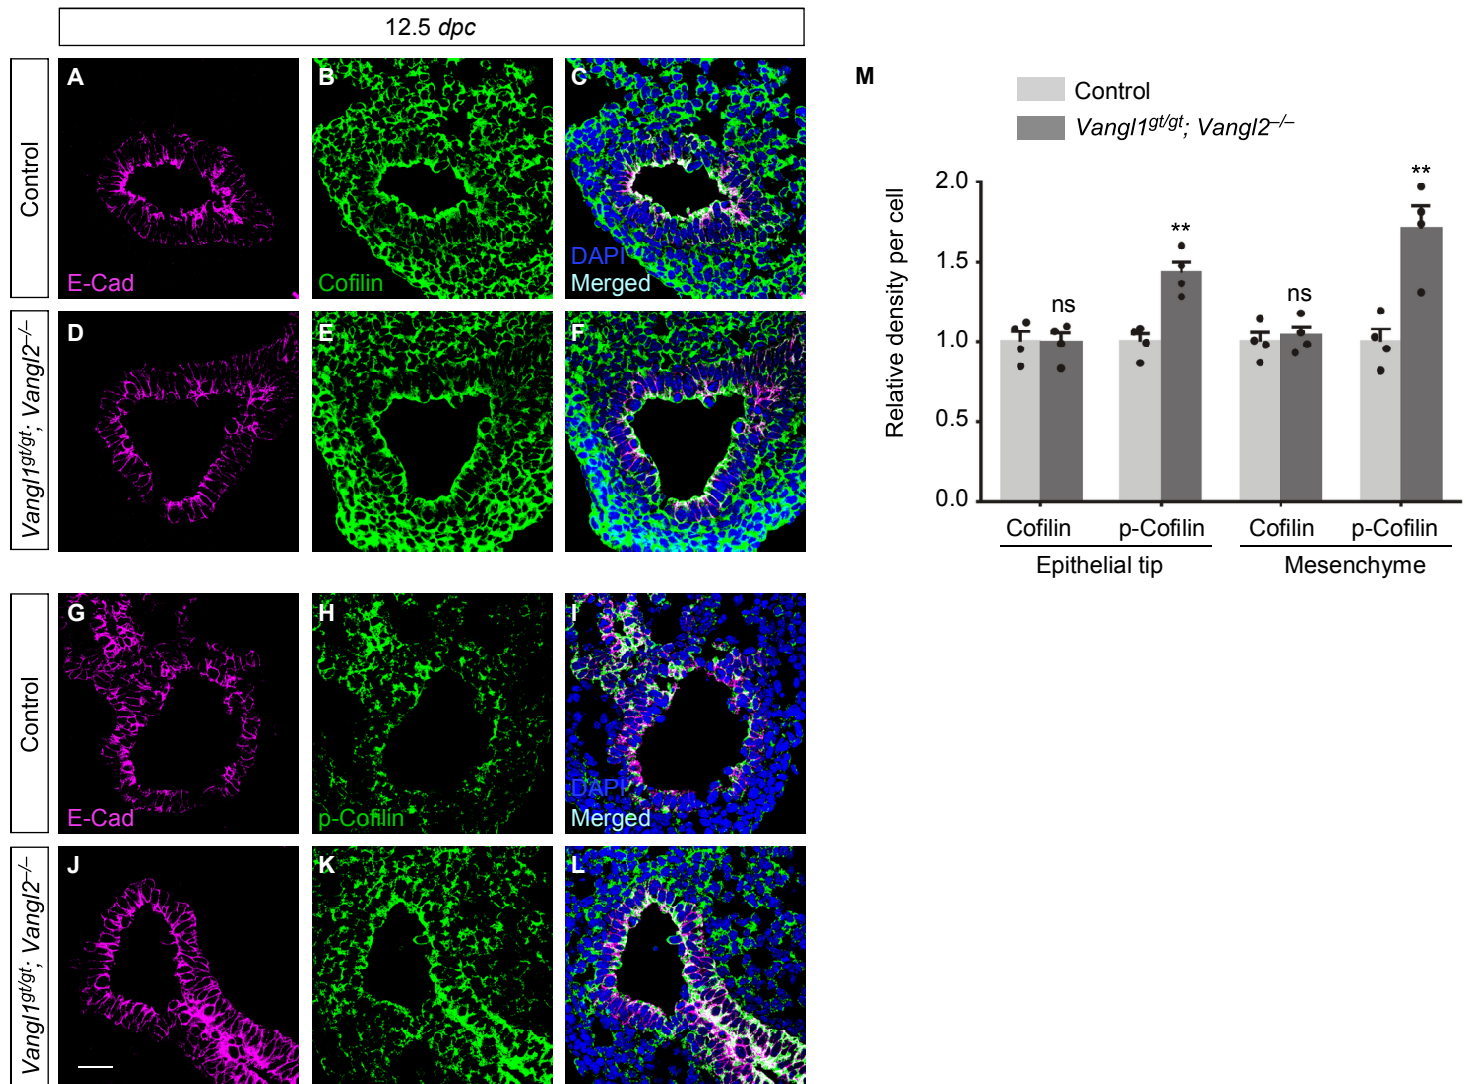

**S10 Fig. Phosphorylated Cofilin (p-Cofilin) levels are increased in the absence of *Vangl1/2***  
 (A-L) Immunostaining of lung sections collected from control and *Vangl1<sup>gt/gt</sup>; Vangl2<sup>-/-</sup>* mice at 12.5 days post coitus (dpc). Lung epithelium was marked by E-cadherin (E-Cad). (M) Quantification of the relative density of Cofilin and p-Cofilin in lung cells at the epithelial tip or in the mesenchyme (mean value  $\pm$  SEM, unpaired Student's *t*-test, *n* = 4 pairs). (\*\*) *p* < 0.01; ns, not significant. The underlying data for S10M Fig and the exact P values can be found in S1 Data. (Scale bar: A-L, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S11 Fig — (A-X) Immunostaining of lung sections collected from control and Vangl1gt/gt; Vangl2−/− mice at 12.5 dpc. Lung epithelium was marked by E-cadherin (E-Cad). F-actin was labeled by phalloidin. (Y) Quantification of phalloidin signal in lung cells of control or Vangl1/2 mutant lungs (mean value ± SEM, unpaired Student’s t-test, n = 4 pairs). (Z) Quantification of pMLC signal in lung cells of control or Vangl1/2 mutant lungs (mean value ± SEM, unpaired Student’s t-test, n = 4 pairs). The underlying data for S11Y and S11Z Fig and the exact P values can be found in S1 Data. (Scale bar: A-X, 25 μm.) dpc, days post coitus; ns, not significant; pMLC, phosphorylated myosin light chain.

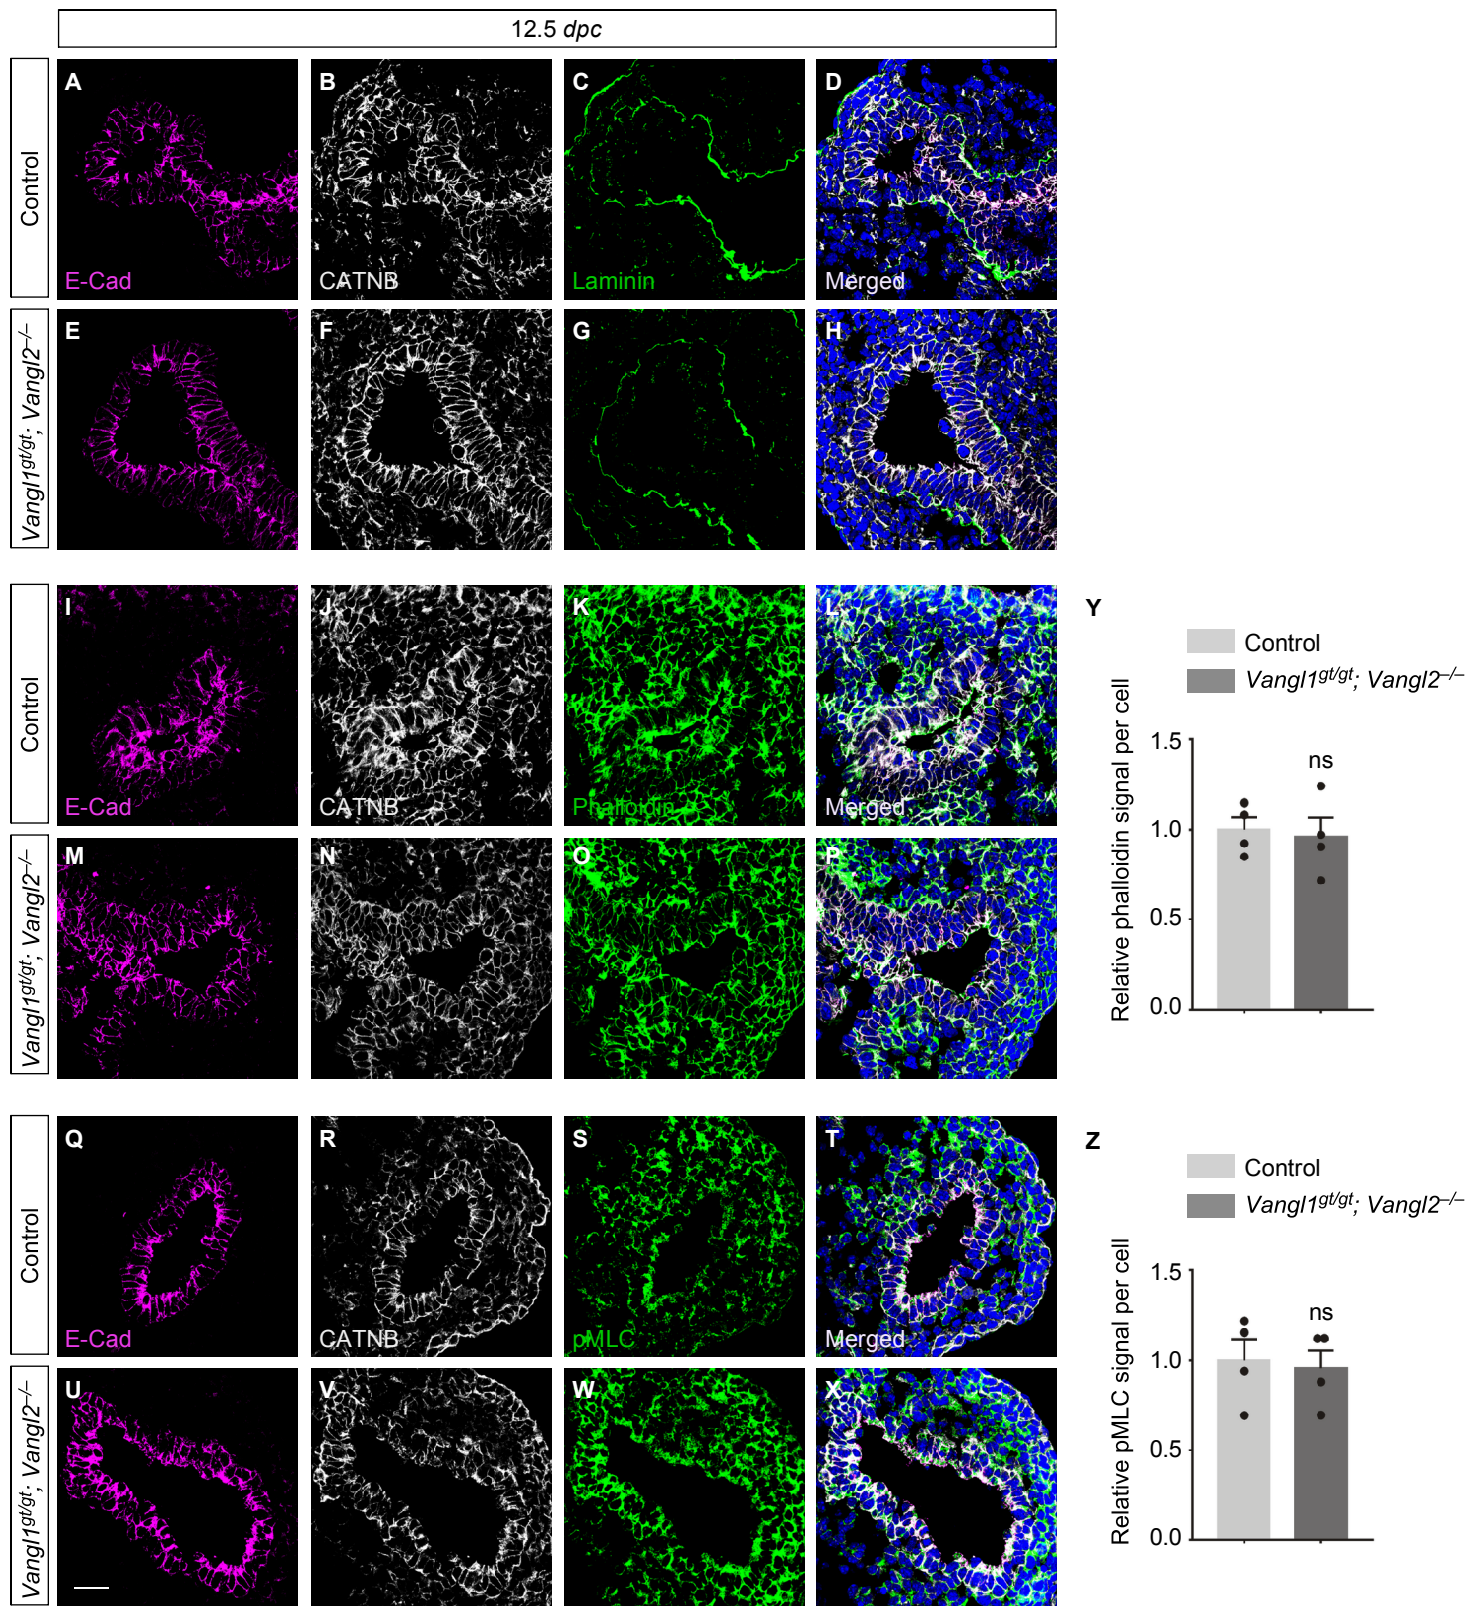

**S11 Fig. Expression level of Laminin, F-actin and phosphorylated myosin light chain (pMLC) are unaltered in *Vangl1/2* mutant lungs**

(A-X) Immunostaining of lung sections collected from control and *Vangl1<sup>gt/gt</sup>; Vangl2<sup>-/-</sup>* mice at 12.5 days post coitus (dpc). Lung epithelium was marked by E-cadherin (E-Cad). F-actin was labeled by phalloidin. (Y) Quantification of phalloidin signal in lung cells of control or *Vangl1/2* mutant lungs (mean value  $\pm$  SEM, unpaired Student's *t*-test, *n* = 4 pairs). (Z) Quantification of pMLC signal in lung cells of control or *Vangl1/2* mutant lungs (mean value  $\pm$  SEM, unpaired Student's *t*-test, *n* = 4 pairs). ns, not significant. The underlying data for S11Y and S11Z Fig, and the exact P values can be found in S1 Data. (Scale bar: A-X, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759
**Supplement:** S12 Fig — (A-X) Immunostaining of lung explants treated with control media or media containing 0.5 μM or 2 μM of PF-573228 (FAK inhibitor) as indicated. (Y) Quantification of the relative density of FAK and p-FAK in lung cells treated with PF-573228 (mean value ± SEM, one-way ANOVA, n = 5 pairs). (*) p < 0.05; (**) p < 0.01; (***) p < 0.001. The underlying data for S12Y Fig can be found in S1 Data. (Scale bar: A-X, 25 μm.) FAK, focal adhesion kinase; ns, not significant; p-FAK, phosphorylated FAK.

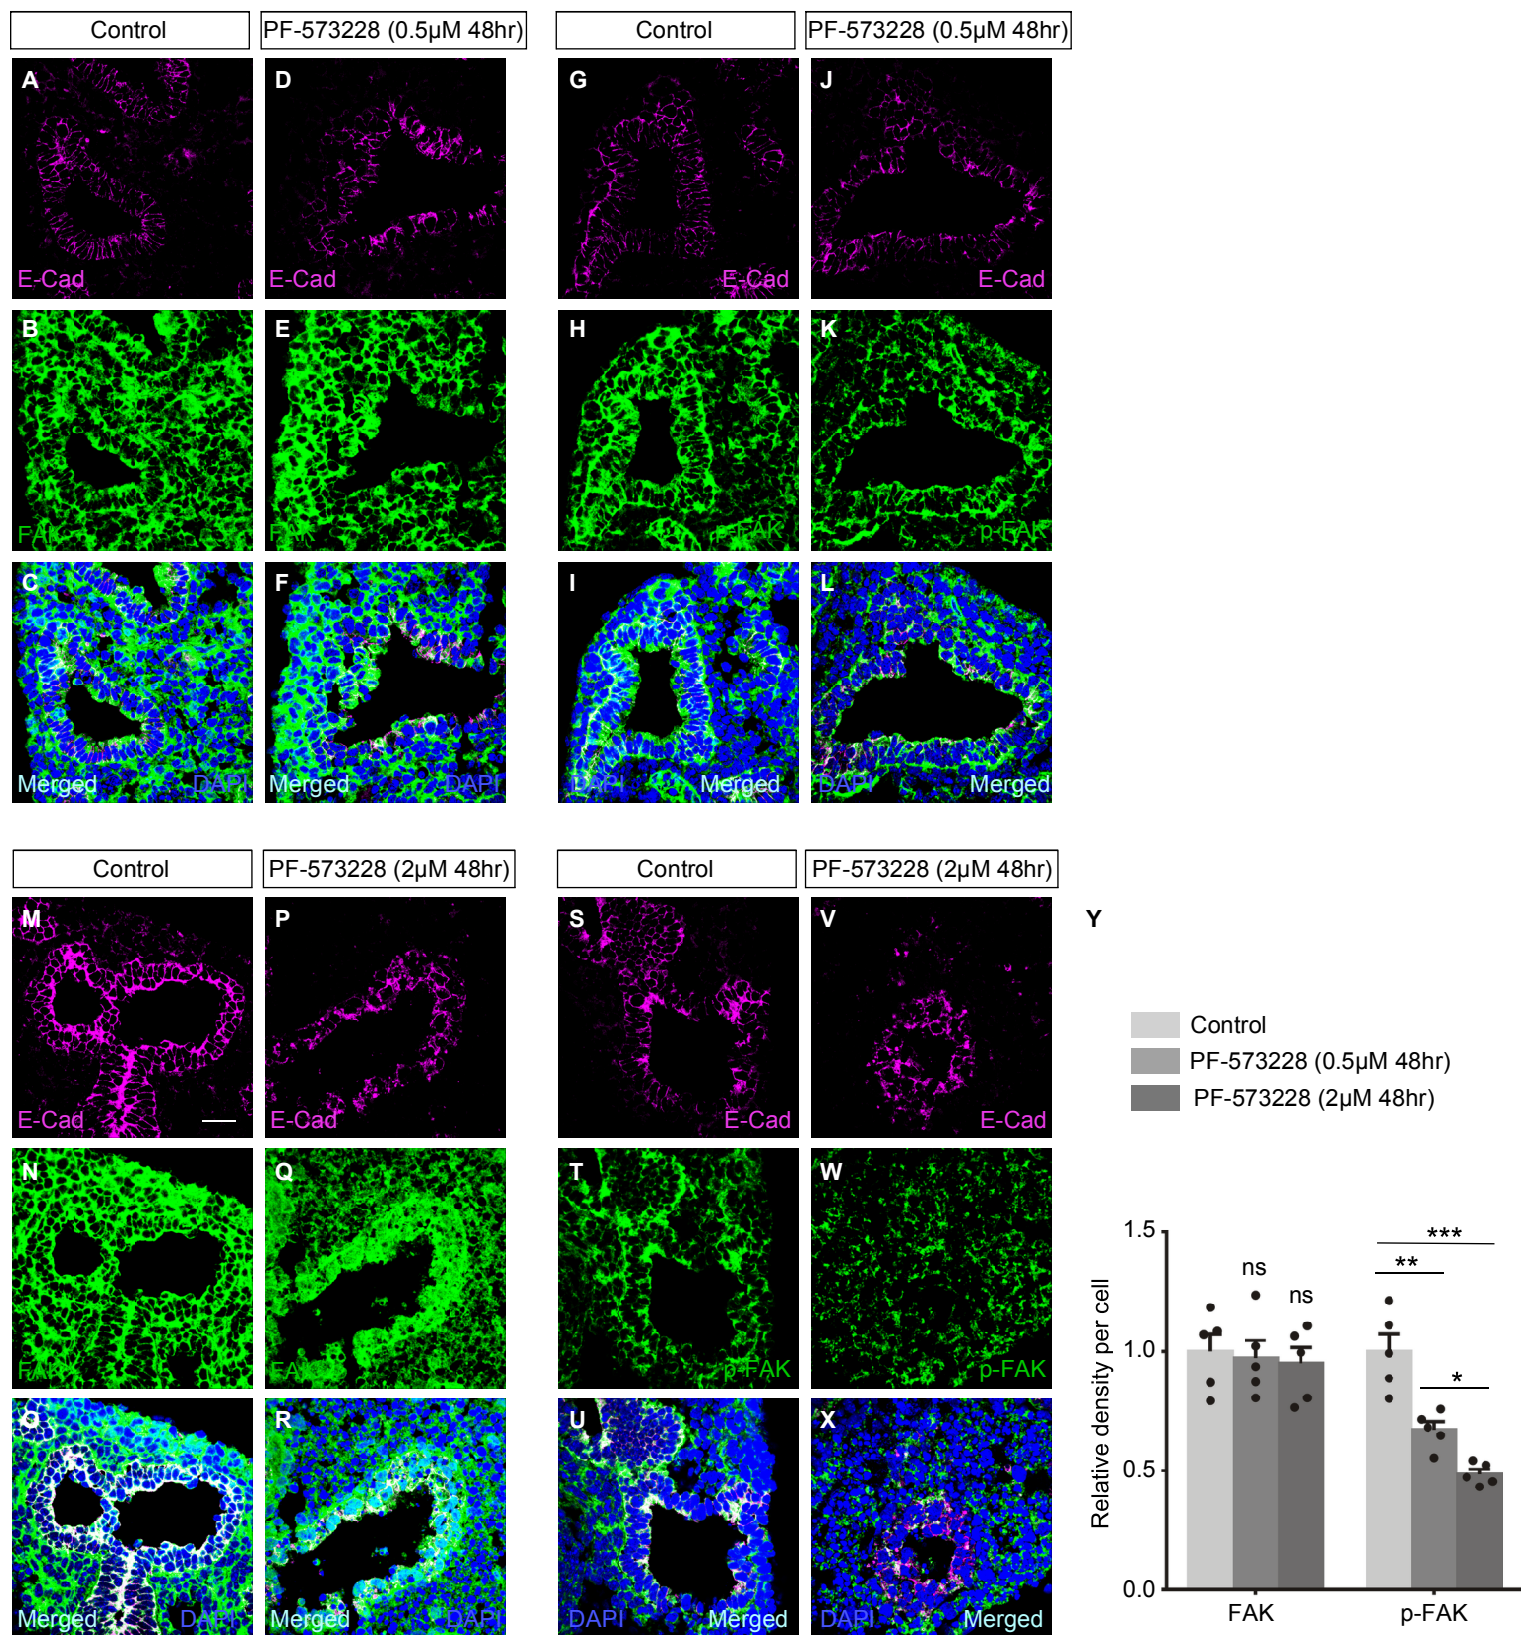

### S12 Fig. Phosphorylated FAK (p-FAK) is reduced in the presence of FAK inhibitor

(A-X) Immunostaining of lung explants treated with control media or media containing 0.5  $\mu$ M or 2  $\mu$ M of PF-573228 (FAK inhibitor) as indicated. (Y) Quantification of the relative density of FAK and p-FAK in lung cells treated with PF-573228 (mean value  $\pm$  SEM, One-Way ANOVA, n = 5 pairs). (\*) p < 0.05; (\*\*) p < 0.01; (\*\*\*) p < 0.001; ns, not significant. The underlying data for S12Y Fig can be found in S1 Data. (Scale bar: A-X, 25  $\mu$ m.)

# Supplementary material for: Wnt5a–Vangl1/2 signaling regulates the position and direction of lung branching through the cytoskeleton and focal adhesions
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001759. doi: 10.1371/journal.pbio.3001759

1 Control lungs  
2 *Wnt5a* KO lungs

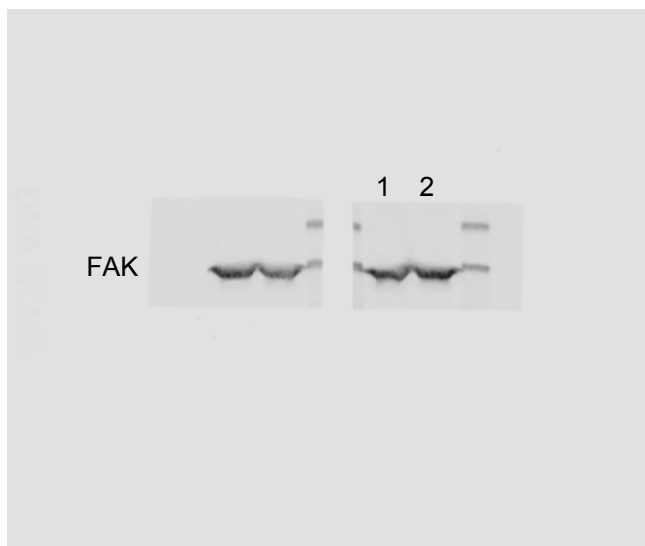

3 Control lungs  
4 *Vangl1/2* KO lungs

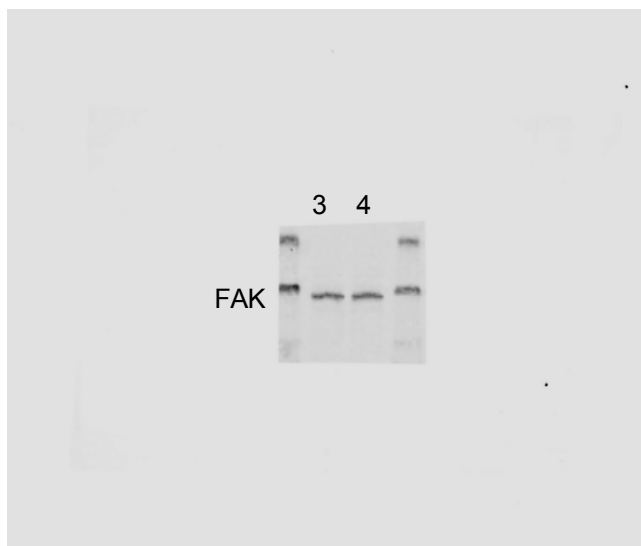

5 Control cells  
6 *Vangl1/2* KO cells  
7 *Vangl1/2* KO cells + FLAG-VANGL2  
8 *Vangl1/2* KO cells + FLAG-VANGL2 (84A)

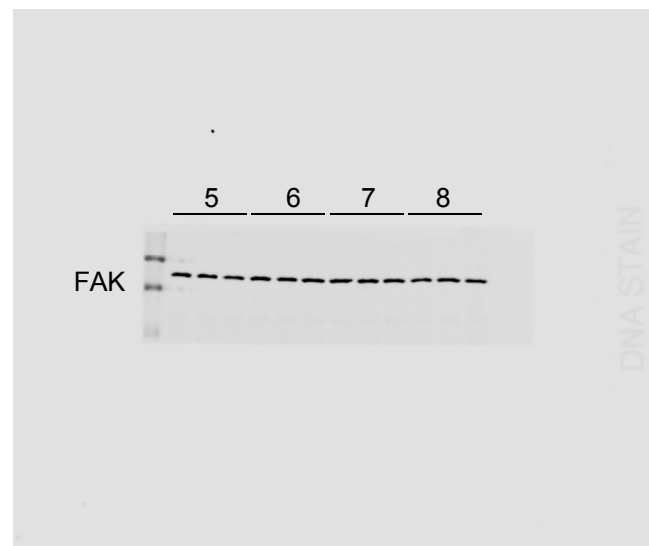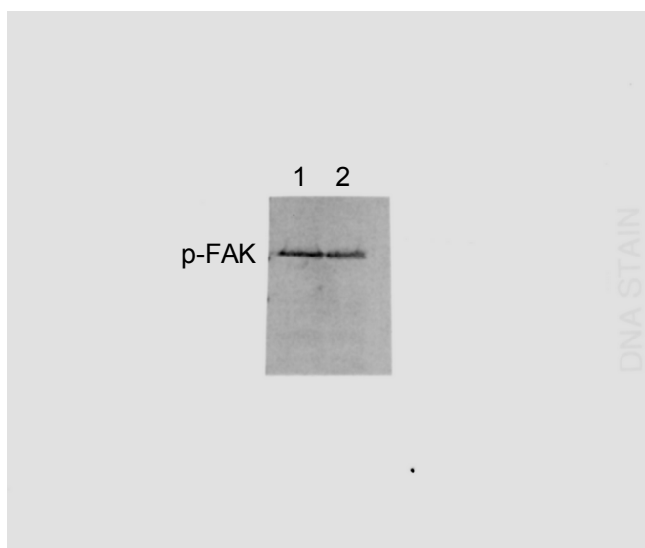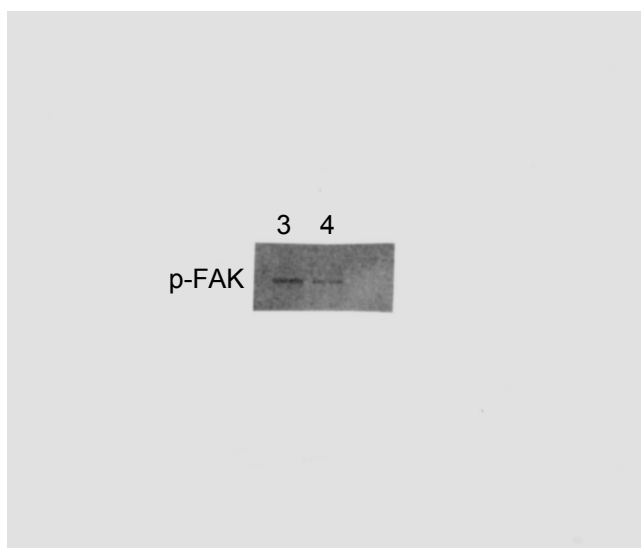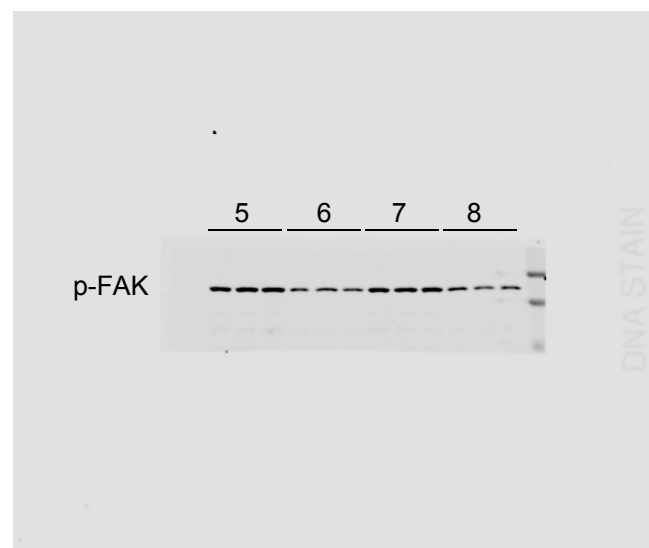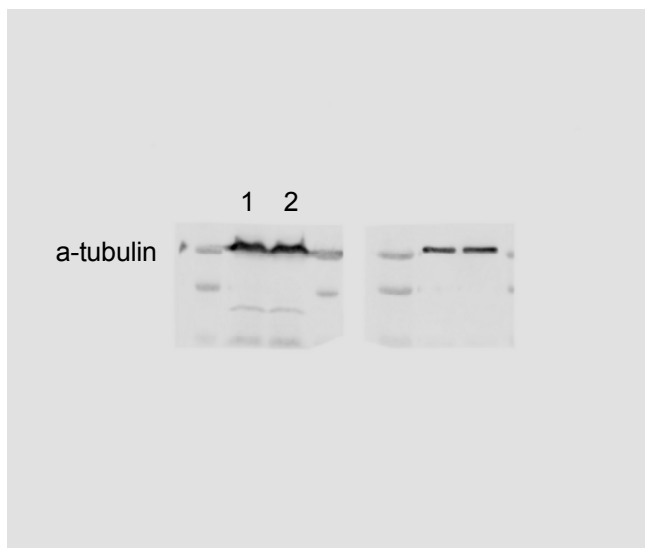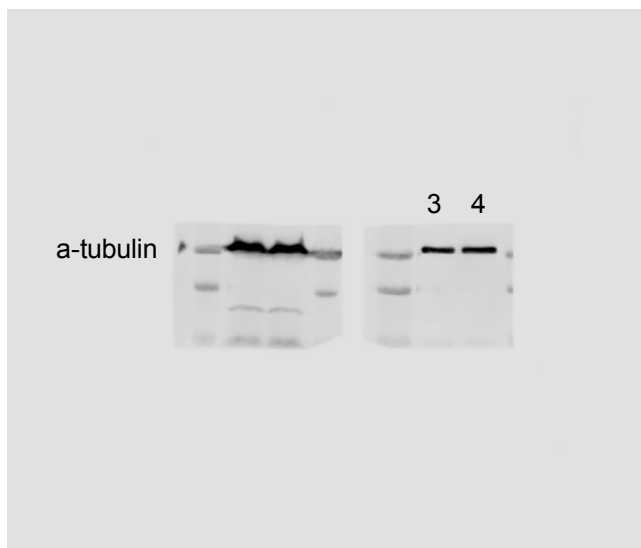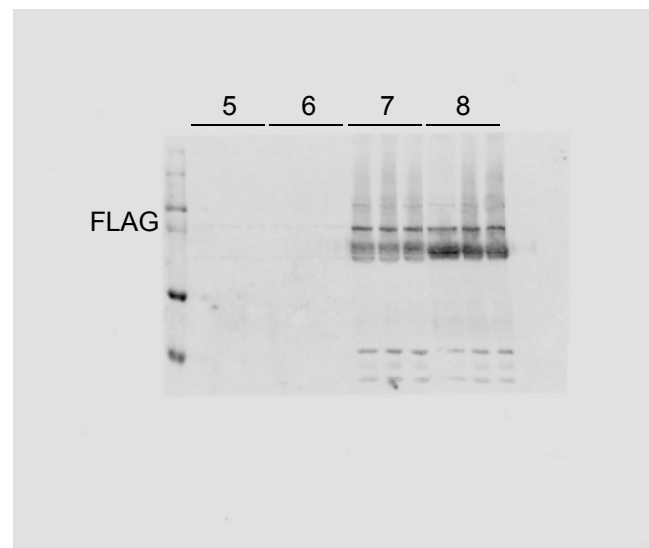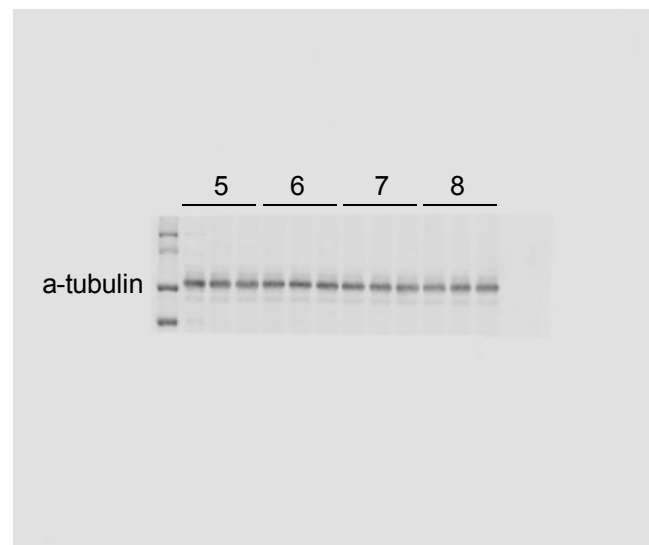

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

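Bulk RNA-Seq was carried out on embryonic lungs of the mouse in 3 experiments with 18 libraries in all. *Vangl1/2* mutant lungs and mutant lungs with *Wnt5a* targeted in the mesenchyme (*Dermo1* Cre) were collected at 12.5 dpc. Mutant lungs with *Wnt5a* targeted in the epithelium (*Sox9* Cre) were collected at 13.5 dpc. Each experiment has 3 libraries from mutant lungs and 3 from its own controls, and all columns of values per library were assigned to a group. The authors extracted RNA, sequenced it on Illumina instruments and compared the groups in RStudio. The paper's text does not name the aligner, the genome build, the annotation, the read filters, or the package and the threshold of the comparison, and none of the reads could be processed again.

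For each experiment the authors deposited a table of 23420 genes by symbol. Its values per library are a signal that the authors made from gene counts by dividing them by a size factor. A column of means over the 6 libraries has the same unit. A column of log2 fold changes and a column of unadjusted p-values come from the authors' own comparison. The values were tested for whole multiples of 1 step per library, which held for 100% of them in all 18 libraries. The largest deviation from whole reads was 3.7e-05. The steps equal the reciprocals of DESeq2's median-of-ratios size factors of the recovered reads. Of the gene names, 27 per table had been changed to dates by a spreadsheet and 2 are listed more than once; they were kept as separate genes. Between 15945393 and 19814346 reads per library lie on genes. A value of 10 normalized counts rests on about that many reads, since the size factors lie between 0.952 and 1.07. The tables carry no coordinates, and none are given. GENCODE release 21 for the mouse was used for transcript lengths, GC content and pseudogenes, and paired with 98.3% of the 23418 distinct names.

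Because the deposited unit is a normalized signal, the comparison rests on limma (version 3.58.1, R 4.3.3) in place of the count test written in the design before the data were examined. A pseudocount of 1 was added to the normalized counts, the sums were put on the log2 scale, and genes with at least 10 normalized counts in at least 3 of the 6 libraries were tested with a mean-variance trend and no further terms. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The design's test, edgeR's quasi-likelihood test with TMM normalization (version 4.0.16), and DESeq2 (version 1.42.0) were applied to the recovered reads as alternatives. For a single gene, 3 libraries against 3 give an exact permutation p of 0.1 at the least.

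The gene sets of KEGG were not available. In their place, 10 lists of pathway genes were written from memory before the data were examined: focal adhesion, ECM–receptor interaction, regulation of the actin cytoskeleton, ribosome, oxidative phosphorylation, proteasome, cardiac muscle contraction, glycolysis, targets of canonical Wnt signaling and planar cell polarity. Except for the Wnt targets and planar cell polarity, these are pathways that the paper shows for the same libraries, so that their tests are not independent of it. A further 14 lists hold markers of cell types and of embryo sex. Over-representation was tested by a one-sided Fisher's exact test with all tested genes as the background. This test treats genes as independent, so that its p-values do not measure the spread between lungs. The direction of a list was tested by camera with a preset correlation of 0.01 between genes, and by fry. Both were adjusted over the lists. Reactome sets were taken from fgsea (version 1.28.0), and pseudogenes were searched with BLAST (version 2.17.0) for alignments of at least 100 bases at 98% identity or more. Figures were drawn and the reference was read with Python (version 3.11.15).

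The rule for the genes named was fixed before the data were examined. It takes the targeted genes, the genes the paper names, the 3 genes with the largest rise and the 3 with the largest fall past the threshold in each experiment, with groups that do not overlap, and the 3 genes with the smallest adjusted p-value under 0.05 in the lists of focal adhesion, ECM–receptor interaction and the actin cytoskeleton. The genes the paper names include the genes for proteins it names, and those closest to its conclusions are given.

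The procedure was tested on simulated data with the depth of each experiment and the spread of its single genes, in which 200 genes were changed. Genes were drawn independently, so that, apart from an added trend on transcript length, shifts shared by many genes were not simulated. The shares and counts of this test may thus differ from those in the real libraries. At a change of 2-fold, limma recovered 68.5%, 83% and 85% of them in the *Vangl1/2*, *Dermo1* Cre and *Sox9* Cre simulations, and at 1.5-fold 3.5%, 71% and 64%. Without an added trend on transcript length, between 5 and 15 unchanged genes were called by limma, and between 16 and 44 by DESeq2. At 2-fold, with such a trend put into control replicates 1 and 3, limma called 19, 49 and 34 unchanged genes in the 3 simulations. With that trend removed it called 5, 14 and 14. The alternatives changed the test, the scaling, the filter, the pseudocount, the threshold, the background and the source of the lists, the libraries in the fit and a block for the replicate number, and left out each library in turn. The mass spectrometry data of S1 Table and the measurements per replicate of S1 Data were not analysed again, since they are not part of the deposited RNA-Seq tables.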

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

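The tests of the neuronal markers of *Wnt5a* f/f*; Dermo1* Cre/+ lungs were chosen after the result was seen, and the count over other splits before. The share of the main cell types was tested in 4 ways in turn (the median of 1 list, 2 tests of list against list per library, and the comparison given here), and the last one decides.

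The change of *Vangl2* differed between experiments. In 1 fit of the 12 libraries of the *Vangl1/2* and *Dermo1* Cre experiments, its log2 fold change was higher in the *Dermo1* Cre experiment by 1.96 (interaction of experiment and genotype, adjusted p = 0.0019, limma). The difference between the *Vangl1/2* and *Sox9* Cre experiments was 1.85 (adjusted p = 0.0054, limma). *Vangl2* was lower in 3 of 3 *Vangl1/2* mutants than in each of their controls. It was the only gene with an interaction in these pairs, and none was found between the *Dermo1* Cre and *Sox9* Cre experiments. At an unadjusted p-value under 0.05 the interactions numbered 1824, 2338 and 749. Of 100 drawn splits of the libraries within the experiments, 12 and 9 gave as many genes with an interaction as the 2 pairs with the *Vangl1/2* experiment. For these 2 pairs the number of genes alone is no more than other splits give. For the pair with none, 100 did so, which a count of 0 makes certain and which says nothing. The direction is the one the design gives, since *Vangl2* was removed from the *Vangl1/2* mutants and from no other group. The size factors were computed by the authors in each table, and stage goes with experiment for the pairs with the *Sox9* Cre lungs.

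A list of 20 neuronal markers, which the paper does not analyse, rose in *Wnt5a* f/f*; Dermo1* Cre/+ lungs above the level of the controls. Its 19 genes tested had a median log2 fold change of 1.29 (camera, adjusted p = 4.2e-16, and fry, adjusted p = 0.113). At an unadjusted p-value under 0.05, 15 were higher and 1 lower, and adjusted over the list alone 15 genes passed. The summed normalized counts of the markers were 1393, 1419 and 2131 in the controls and 2389, 4668 and 4749 in the mutants. No gene of the list is in another of the lists. *Tubb3*, chosen after its values were seen, had 68.1, 74.3 and 169 normalized counts in the controls and 207, 534 and 623 in the mutants. In *Sox9* Cre lungs the median of the list was −0.79, and in *Vangl1/2* lungs 0.58. The difference between the *Dermo1* Cre and *Sox9* Cre experiments was −1.93 (fry, adjusted p = 0.109). A lower share of the main cell types raises the markers of the other types alike. The mean of the neuronal list rose by at least 1.00 with any 1 library left out, and 4 of 6 lists of other types rose by less in every pair of a mutant and a control library (at most 0.29 for erythroid, 0.43 for cartilage and 0.41 for mesothelium markers, and −0.54 for 5 hepatocyte markers, some of them near the floor), which argues against it. The cardiomyocyte and skeletal muscle lists, at up to 2.33 and 3.28, vary too much to count. Per library, the neuronal list moved away from 3 of the 6 lists without overlap of the groups (hepatocytes, cartilage and mesothelium, exact permutation p = 0.1 each, the smallest that 3 libraries against 3 can give). The cardiomyocyte list, with a median of −1.12, varied between libraries (1979, 9149 and 27769.6 summed normalized counts in the controls, and 4215, 6536 and 1422 in the mutants). Varying amounts of neural tissue in the libraries may explain the rise. Within the groups, the neuronal markers moved together from library to library with a mean correlation of 0.566 between markers, above the highest of 10000 random lists (0.388), and 8 of 9 glial markers rose (median 0.25). Lists of markers of autonomic and sensory neurons, written after the rise was seen, had medians of 0.73 and 0.78. The loss of *Wnt5a* in the mesenchyme stays open as a biological explanation and was not tested, since an effect of the genotype on neural tissue in the lung and a difference at dissection would give the same values.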

How the results depend on the processing

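The edgeR test with TMM normalization was written in the design, and its use as an alternative was chosen after the data were examined. Also chosen then were the other pseudocounts, TMM scaling of the values and the removal of each library's trend on transcript length. So were the counts of DESeq2 and of Reactome sets at an unadjusted p-value. The deposited values already hold DESeq2's size factors, so that the alternative with these factors changes nothing. With no filter, with at least 10 reads in every library, with a pseudocount of 0.1 or 4, with TMM scaling, with edgeR's TMM normalization, with an adjusted p-value under 0.1 and with the trend on transcript length removed, the numbers of differentially expressed genes were 1, 2 and 0 in the *Vangl1/2*, *Dermo1* Cre and *Sox9* Cre experiments, as in the text. In the 7 of these 8 fits other than the adjusted p-value under 0.1, the 3 genes were the same. Over all results and alternatives compared, 881 values kept their direction and side of the threshold or, for counts, stayed within 1.5 times, 60 became weaker, 54 became stronger, 80 moved farther and 19 reversed in direction. Some of these are given here, with reversals of further lists that this comparison did not cover. Where a change is given below, the cause was not tested, except that an unadjusted p-value admits more genes by its construction.

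With DESeq2 in place of limma, 20 genes differed in the *Vangl1/2*, 102 in the *Dermo1* Cre and 11 in the *Sox9* Cre experiment, with 1, 2 and 0 of the genes found by limma among them. No pathway list was then over-represented in the *Vangl1/2* experiment (0 in place of 1, which rested on *Vangl2*). Of the genes named, 5 passed in place of 3. With edgeR's upper-quartile normalization 0 genes passed in the *Dermo1* Cre experiment, the smallest adjusted p-value being 0.0514, and with a log2 fold change of at least 1 as a further threshold 1 gene did. In 1 fit of all 18 libraries with 6 groups, 3183 genes differed in the *Vangl1/2* experiment and 0 in the *Dermo1* Cre experiment.

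The replicate numbers do not pair the libraries. The correlations of the control and the mutant with the same number, each taken as a deviation from its group, were 0.30, 0.049 and 0.013 in the *Vangl1/2*, 0.073, −0.073 and −0.22 in the *Dermo1* Cre and 0.053, 0.13 and −0.12 in the *Sox9* Cre experiment. With a block for the replicate number, 0 genes and 0 over-represented lists were found in the *Vangl1/2* experiment, where *Vangl2* had a log2 fold change of −1.96 (adjusted p = 0.0847), and 16 genes in the *Dermo1* Cre experiment.

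At an unadjusted p-value under 0.05, the numbers of genes were 2938, 1453 and 557 with limma, 3023, 1044 and 362 with DESeq2, and 1195, 1316 and 697 with the trend on transcript length removed. The over-represented lists were then 6, 1 and 3 with limma, 6, 4 and 4 with DESeq2, and 1, 0 and 4 with the trend removed. Of the Reactome sets, 0 passed in the *Vangl1/2* experiment with the genes at an adjusted p-value, and 57, 19 and 4 of the 859, 864 and 859 tested with the genes at an unadjusted one. With the genes in any of the pathway lists as the background, 0 lists passed in the *Vangl1/2* experiment. Genes at an unadjusted p-value in both experiments of a pair numbered 423 for *Vangl1/2* and *Dermo1* Cre, 69 for *Dermo1* Cre and *Sox9* Cre and 77 for *Vangl1/2* and *Sox9* Cre, and genes with an interaction 1824, 749 and 2338.

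With the correlation between genes estimated from the data, and with fry, 0 pathway lists had a direction in each of the 3 experiments. Of the marker lists, 0 had one with the estimated correlation and 2 with fry, in place of 19 over the 3 experiments. With the trend on transcript length removed, 4 pathway lists had a direction in the *Vangl1/2* experiment in place of 8, and several medians and genes reversed. These were the lists of focal adhesion (−0.0020), planar cell polarity (−0.0030) and glycolysis (0.00088), *Wnt5a* (−0.040) and *Ptk2* (−0.071) in the *Vangl1/2* experiment, and the lists of ECM–receptor interaction (−0.0087) and the proteasome (0.0020) in the *Dermo1* Cre experiment.

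Leaving out each library in turn gave from 0 to 6183 genes in the *Vangl1/2* experiment, where 6183 were found without control replicate 2 and 4 without mutant replicate 3, of which none is *Vangl2*. From 0 to 7 lists were then over-represented, 7 of them without control replicate 2. The log2 fold change of *Vangl2* stayed between −2.10 and −1.82. The *Dermo1* Cre experiment gave from 0 to 54 genes (54 without mutant replicate 1, 6 without control replicate 3 and 5 without mutant replicate 2), and the *Sox9* Cre experiment from 0 to 13 (13 without mutant replicate 1 and 4 without mutant replicate 2). In the latter, from 2 to 8 pathway lists had a direction, with 2 without control replicate 3 and 3 without mutant replicate 1. From 0 to 20 of the genes named passed, 20 without control replicate 2 of the *Vangl1/2* lungs. Genes with an interaction numbered from 1 to 4645 for *Vangl1/2* and *Dermo1* Cre and from 1 to 4873 for *Vangl1/2* and *Sox9* Cre, the highest without control replicate 2 of the *Vangl1/2* lungs, and from 0 to 60 for *Dermo1* Cre and *Sox9* Cre, the highest without mutant replicate 1 of the *Sox9* Cre lungs.

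The direction of some small values turned with the library left out. In the *Vangl1/2* experiment this was *Gapdh* (−1.68 to 0.25). In the *Dermo1* Cre experiment these were *Axin2* (−0.065 to 0.024), *Lef1* (−0.19 to 0.025), *Ptk2* (−0.062 to 0.0070) and the lists of ECM–receptor interaction (−0.0014 to 0.044), focal adhesion (−0.023 to 0.0029) and the actin cytoskeleton (−0.027 to 0.0029). In the *Sox9* Cre experiment these were *Ptk2* (−0.031 to 0.074) and the lists of glycolysis (−0.0090 to 0.055), the ribosome (−0.025 without mutant replicate 1 to 0.052), oxidative phosphorylation (−0.057 to 0.012) and Wnt targets (−0.00057 to 0.022). The Spearman correlation of the log2 fold changes across genes ranged from −0.31 to 0.17 between the *Vangl1/2* and *Sox9* Cre experiments and from −0.087 to 0.19 between the *Dermo1* Cre and *Sox9* Cre experiments.

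In simulated data, the spread of single genes between libraries limited the *Vangl1/2* experiment more than the others. Data were simulated with the spread of each experiment, each gene drawn independently, so that shifts shared by many genes were left out. Of the genes changed by 1.5-fold, limma found 3.5% in the *Vangl1/2* experiment, against 71% and 64% in the *Dermo1* Cre and *Sox9* Cre experiments. In the same order DESeq2 found 36%, 74% and 68%, and edgeR 7%, 70% and 64%, so that the share depends on the test.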

Differences from the paper's values

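For each pathway of Fig 3A–3C, the bar gives a number of genes, and the number of list genes at an adjusted p-value under 0.05 stands against it. The lists were written from memory and are not those of KEGG. By limma's test that number was 0 for all 15 bars, and with DESeq2 it lay between 0 and 3. The paper's values are read by eye. A gap counts as closed where the larger number is at most 1.5 times the smaller.

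For *Vangl1* gt/gt*; Vangl2*-/- lungs, the paper's bars stand at about 110 genes for the ribosome in Fig 3A, read by eye, about 58 genes for focal adhesion in Fig 3A, read by eye, about 53 genes for the actin cytoskeleton in Fig 3A, read by eye, about 25 genes for ECM–receptor interaction in Fig 3A, read by eye, about 70 genes for oxidative phosphorylation in Fig 3A, read by eye, and about 21 genes for the proteasome in Fig 3A, read by eye, against 0 here for each. Of the alternatives set before the data were examined, an unadjusted p-value under 0.05 closed the gap for focal adhesion (57 genes), the actin cytoskeleton (49), ECM–receptor interaction (28) and oxidative phosphorylation (64). Leaving out control replicate 2 closed it for the ribosome (78 genes) and oxidative phosphorylation (88). None closed it for the proteasome, with 13 genes at an unadjusted p-value and 34 without control replicate 2. The other alternatives did not close these gaps. DESeq2 with an unadjusted p-value under 0.05, chosen after seeing the values, gave 75 ribosome, 59 focal adhesion, 51 actin cytoskeleton, 25 ECM–receptor interaction, 70 oxidative phosphorylation and 20 proteasome genes, each of which closes the gap. The 75 ribosome genes lie farthest from their bar, at about 110 genes read by eye in Fig 3A. The removal of each library's trend on transcript length with an unadjusted p-value, also chosen after seeing the values, gave 16 ribosome, 20 focal adhesion, 17 actin cytoskeleton, 13 ECM–receptor interaction, 14 oxidative phosphorylation and 3 proteasome genes, and closed none of these gaps.

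For *Wnt5a* f/f*; Sox9* Cre/+ lungs, the paper's bars stand at about 12 genes for cardiac muscle contraction in Fig 3B, read by eye, about 13 genes for focal adhesion in Fig 3B, read by eye, about 8 genes for ECM–receptor interaction in Fig 3B, read by eye, and about 6 genes for glycolysis in Fig 3B, read by eye, against 0 here for each. An unadjusted p-value under 0.05, set before the data were examined, closed these gaps with 14, 16, 9 and 4 genes, and the other such alternatives did not. Chosen after seeing the values, DESeq2 with an unadjusted p-value gave 12, 12, 8 and 5 genes, and the removal of each library's trend on transcript length with an unadjusted p-value gave 18, 17, 11 and 6.

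For *Wnt5a* f/f*; Dermo1* Cre/+ lungs, the paper's bars stand at about 27 genes for focal adhesion in Fig 3C, read by eye, about 22 genes for the ribosome in Fig 3C, read by eye, about 24 genes for the actin cytoskeleton in Fig 3C, read by eye, about 12 genes for cardiac muscle contraction in Fig 3C, read by eye, and about 12 genes for ECM–receptor interaction in Fig 3C, read by eye, against 0 here for each. An unadjusted p-value under 0.05, set before the data were examined, closed the gap for focal adhesion (26 genes), the ribosome (19), the actin cytoskeleton (26) and ECM–receptor interaction (13). No such alternative closed it for cardiac muscle contraction, which had 5 genes at an unadjusted p-value. Chosen after seeing the values, DESeq2 with an unadjusted p-value gave 27, 22, 25 and 12 genes for the first-named lists and 6 for cardiac muscle contraction, and the removal of the trend on transcript length with an unadjusted p-value gave 27 focal adhesion, 25 actin cytoskeleton, 10 ECM–receptor interaction, 13 ribosome and 7 cardiac muscle contraction genes.

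The paper's Fig 3A–3C show these pathways as bars, and its text calls perturbed those tied to focal adhesions, the ECM and actomyosin. No list among them was over-represented at an adjusted p-value under 0.05. With genes at an unadjusted p-value under 0.05, set before the data were examined, the lists of focal adhesion, ECM–receptor interaction, the actin cytoskeleton, the ribosome and oxidative phosphorylation passed in *Vangl1/2* lungs, those of cardiac muscle contraction, focal adhesion and ECM–receptor interaction in *Sox9* Cre lungs, and that of the ribosome in *Dermo1* Cre lungs. Without control replicate 2, the 6 lists of Fig 3A passed in *Vangl1/2* lungs. With DESeq2 and an unadjusted p-value, chosen after seeing the values, the proteasome passed in *Vangl1/2* lungs (adjusted p = 0.00022, Fisher's exact test), glycolysis in *Sox9* Cre lungs (adjusted p = 0.0027, Fisher's exact test), and focal adhesion, ECM–receptor interaction and the actin cytoskeleton in *Dermo1* Cre lungs (adjusted p = 0.0011, 0.024 and 0.0024, Fisher's exact test). With the trend on transcript length removed and an unadjusted p-value, chosen after seeing the values, the ribosome alone of these lists passed in *Vangl1/2* lungs (adjusted p = 0.010, Fisher's exact test), none passed in *Dermo1* Cre lungs, and glycolysis passed in *Sox9* Cre lungs (adjusted p = 0.016, Fisher's exact test). Cardiac muscle contraction in *Dermo1* Cre lungs passed under none of the settings run (adjusted p = 0.068, Fisher's exact test, with DESeq2 and an unadjusted p-value).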

Other observations

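The tests of library size, of the most abundant genes, of a mislabelled sample and of sex in control replicate 2, of heart tissue and other cell types in *Sox9* Cre lungs, of the relation of the *Vangl1/2* response with transcript length, of several embryos in a library and of the threshold behind Fig 3 were chosen after the result was seen. The share of the main lung cell types was tested in 4 ways in turn, of which the last decides. For control replicate 2 and transcript length, the deciding value was chosen after the first one had been seen. The focal adhesion and ECM–receptor interaction lists were at first tested together for transcript length, and were parted after that result.

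The log2 fold changes of the *Vangl1/2* experiment followed transcript length across 14183 genes, which are not independent replicates (Spearman correlation 0.717, and 0.707 over the genes in no pathway list). The fifth of the genes with the shortest transcripts had a median of −0.30 and those with the longest 0.36. The correlation was 0.25 in the *Dermo1* Cre and −0.032 in the *Sox9* Cre experiment. Deviations from the mean of the libraries fell with length in control replicates 1 and 3 (−0.67 and −0.63) and rose with it in control replicate 2 (0.38) and in the 3 mutants (0.48 to 0.61). A length bias that differs between libraries may therefore contribute to the response. What sets control replicates 1 and 3 apart is not in the deposited tables, and a biological change that follows transcript length was not tested.

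The table of all genes argues against several explanations of the lower ribosome, oxidative phosphorylation and proteasome lists in *Vangl1/2* lungs. With the trend of the log2 fold changes on transcript length removed, the largest of camera's adjusted p-values of the 3 lists was 0.0338 (medians −0.13, −0.076 and −0.070), so that length is not the whole of the difference. With the trend on GC content removed it was 2.2e-08. The 100 most abundant genes took 17.0% and 17.8% of the reads in control replicates 1 and 3 and from 14.5% to 14.6% in the other libraries. A few genes taking most of the counts shift the other genes alike, yet the 54 ribosome, 98 oxidative phosphorylation and 41 proteasome genes outside the 100 most abundant still fell against the other genes (medians −0.55, −0.44 and −0.32, adjusted p = 8.3e-09 at most, camera). The mean number of reads of the mutants was 0.988 times that of the controls, with ranges that overlap. Control replicate 2 lies with the mutants, so that leaving it out had to enlarge the medians (by at least 1.45 times) and tests no explanation. Without control replicate 3 the median of the proteasome list was −0.20. The genes of the lists with no near-identical annotated pseudogene fell too (adjusted p = 4.7e-07 at most, camera). These tests use camera, which did not hold under fry for any of the lists, and the 3 libraries of each group leave it open whether the difference belongs to the genotype or to control replicates 1 and 3.

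For the higher focal adhesion and ECM–receptor interaction lists of *Vangl1/2* lungs, the same tests part the 2 lists. With the trend on transcript length removed, camera's adjusted p-value of the ECM–receptor interaction list was 0.0338 (median 0.13), and that of the focal adhesion list 0.545 (median −0.0021). Transcript length is thus a candidate explanation for the rise of the focal adhesion list, and not for the whole rise of the ECM–receptor interaction list. The trend on GC content (1.5e-05 with it removed), a few abundant genes (9.1e-05 for the list genes outside the 100 most abundant) and library size (0.988) explain neither. Leaving out control replicate 2, which lies with the mutants, had to enlarge the medians (by at least 1.62 times), and without control replicate 3 the median of the ECM–receptor interaction list was 0.18. The loss of *Vangl2* stays open as an explanation for the ECM–receptor interaction list.

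Control replicate 2 of the *Vangl1/2* experiment lay with the mutants on the first principal component. A mislabelled sample is excluded by *Vangl2*, with 406 normalized counts in this library against 277 and 334 in the other controls and 79.8 to 89.6 in the mutants. Its 19814346 reads were more than in any other library of the experiment, and thus farther from the mutants than those of the other controls. *Xist*, with 7.46 normalized counts, does not place it with the mutants, of which 2 have 19069 and 22698 and 1 has 10.8. Its difference from the other controls followed transcript length (Spearman correlation 0.60 across genes), yet with each library's trend on length removed it still scored 15.6 on the first principal component, beside 8.89 to 20.3 for the mutants and −19.5 and −35.8 for the other controls. A batch shared with mutant replicate 2 is not borne out, since 31 genes stood out in these libraries together, against 43 in control replicate 2 and mutant replicate 3 and 31 in control replicate 3 and mutant replicate 2. Nor did the difference follow that between the controls at 13.5 and 12.5 dpc (0.166), which was taken across the tables of the *Wnt5a* experiments, where stage goes with table and Cre. No other explanation was tested.

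The response of the *Vangl1/2* mutants did not follow the difference between stages either (Spearman correlation 0.101 across genes). X-linked genes made up 3.95% of the genes at an unadjusted p-value under 0.05 and 3.61% of the genes tested (p = 0.145, one-sided Fisher's exact test), so that sex is no explanation for the response as a whole.

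Of the 10 splits of the 6 libraries of each experiment into 3 and 3, the real one included, 1 gave as many genes at an adjusted p-value under 0.05 as the real split in the *Vangl1/2*, 2 in the *Dermo1* Cre and 10 in the *Sox9* Cre experiment, where a count of 0 makes this certain and it says nothing. As many genes at an unadjusted p-value were given by 2, 2 and 5 splits, and as many pathway lists with a direction by 5, 6 and 2 splits. With 10 splits no share can fall under 0.1, and the groups cannot be told apart from other splits by these counts. In the *Vangl1/2* experiment the split of control replicates 1 and 3 and mutant replicate 1 against the others gave 3530 genes at an unadjusted p-value, against 2938 for the real split.

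In *Sox9* Cre lungs, 28 of 30 cardiomyocyte markers were tested, with a median log2 fold change of −1.98 (camera, adjusted p = 1.5e-27, and fry, adjusted p = 0.304). At an unadjusted p-value under 0.05, 22 were lower, and adjusted over the list alone 15 passed. *Myh6*, chosen after its values were seen, had 1250, 2104 and 4966 normalized counts in the controls and 1032, 516 and 56.4 in the mutants. Of the 30 markers, 12 are also on the cardiac muscle contraction list, 3 on the focal adhesion list, 3 on the actin cytoskeleton list and 1 on the oxidative phosphorylation list. Without mutant replicate 3 the median was −1.13. A higher share of the main lung cell types lowers the markers of the other types alike. The mean of the list fell by 2.03 (by 1.29 at the least with a library left out), and 3 of 6 lists of other types fell by less in every pair of a mutant and a control library (erythroid markers by at most 0.98, mesothelium by 0.72 and cartilage by 0.054), which argues against it as the whole cause. All of the 6 but cartilage fell, and 3 are not told from it by this comparison (skeletal muscle, hepatocytes and neurons, with up to −2.74, −2.62 and −1.36). Per library, the list moved away from cartilage alone without overlap of the groups (exact permutation p = 0.1, the smallest that 3 libraries against 3 can give). Varying amounts of heart tissue in the libraries may explain the fall, since the markers moved together within the groups with a mean correlation of 0.814, above the highest of 10000 random lists (0.244). Without the genes shared with the cardiomyocyte markers, the cardiac muscle contraction list still stood apart by camera (unadjusted p-value of 0.00703), with a median of −0.022. The other genes of this list can come from heart tissue too, so that this test cannot tell its change from varying amounts of such tissue. The loss of *Wnt5a* in the epithelium stays open as an explanation and was not tested.

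The medians of the other marker lists are given for the *Vangl1/2*, *Dermo1* Cre and *Sox9* Cre experiments in turn. They were −0.42 and −1.12 for cardiomyocytes in the first pair, and −0.54, 0.37 and −0.32 for skeletal muscle. Erythroid markers had −0.10, 0.0095 and −0.46, and hepatocyte markers −0.21, −1.03 and −0.62. The lung epithelium had −0.13, −0.11 and 0.0040, the lung mesenchyme 0.16, −0.046 and −0.0070, and smooth muscle −0.063, −0.44 and −0.026. Of the 15 smooth muscle genes, 9 were lower and 1 higher in *Dermo1* Cre lungs at an unadjusted p-value under 0.05, and adjusted over the list alone 8 passed, and without mutant replicate 1 the median was −0.25. The endothelium had 0.0048, −0.068 and −0.038, cartilage 0.21, 0.13 and 0.11, the mesothelium 0.50, 0.040 and −0.42, and macrophages −0.25, −0.075 and −0.15. Of these, fry gave an adjusted p-value under 0.05 to the lung epithelium (0.0103) and to hepatocyte markers (0.0216) in *Dermo1* Cre lungs. The cardiomyocyte median of the *Dermo1* Cre lungs was −0.095 without control replicate 3, −0.42 without mutant replicate 3 and −2.45 without control replicate 1.

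Embryo sex varied between libraries. In the *Vangl1/2* experiment *Xist* had 1832, 7.46 and 66.2 normalized counts in the controls and 19069, 22698 and 10.8 in the mutants, and 4 Y-linked genes summed to 2549, 4332 and 4441 in the controls and 5.03, 0 and 4848 in the mutants. Both at least 1000 *Xist* reads and at least 100 Y-linked reads were present in 1, 2 and 3 of the 6 libraries of the *Vangl1/2*, *Dermo1* Cre and *Sox9* Cre experiments, in the last case in each control and no mutant. In the 5 such libraries of the *Wnt5a* experiments, the shares of *Xist* and of the Y-linked genes, each relative to libraries of 1 sex, added up to between 0.88 and 1.06, which is consistent with several embryos of both sexes in a library. For control replicate 1 of the *Vangl1/2* experiment the sum was 0.649, and a mixture cannot be told apart from a library of 1 sex with a low level of *Xist*, since a single library decides. The paper's text does not state the number of embryos.

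*Gapdh* varied within the groups of the *Vangl1/2* experiment, with 353, 2141 and 224 normalized counts in the controls and 156, 1263 and 190 in the mutants. A batch shared between control replicate 2 and mutant replicate 2 that acts on genes with near-identical pseudogenes is not borne out. Of the genes with such a copy, 0.286% stood out in both libraries, against 0.208% of the genes with none (p = 0.439, one-sided Fisher's exact test). No biological explanation was tested.

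For 13 of the 15 bars of Fig 3A–3C, the number of list genes with a deposited p-value under 0.05 differed from the bar by 25% or less of the smaller number. An unadjusted p-value as the threshold for the genes is a candidate explanation for the size of the bars, and the paper's text does not state the threshold. After Benjamini-Hochberg adjustment of the deposited p-values, 19 genes in all were under 0.05 in *Vangl1/2* lungs. The ribosome bar alone stands at about 110 genes, read by eye in Fig 3A. This argues against an adjusted p-value under 0.05 as the threshold for that figure part, whatever the lists. The 95 such genes of *Dermo1* Cre lungs do not exclude it by number alone. Other thresholds without adjustment could give similar numbers, and the lists are not those of KEGG.

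The paper measured *Foxa2* by qPCR in *Wnt5a*-/- and *Vangl1/2* mutant lungs and *Axin2* and *Lef1* in *Wnt5a*-/- lungs, and the values here are from RNA-Seq of other genotypes in part. *Foxa2* had 734 ± 115 normalized counts (SD, n = 3) in the controls and 647 ± 117 in the mutants of the *Vangl1/2* experiment (log2 fold change −0.19, adjusted p = 0.518). In *Dermo1* Cre lungs it had 597 ± 22.3 and 483 ± 32.9 (log2 fold change −0.31, adjusted p = 0.198), lower in 3 of 3 mutants than in each control. In *Sox9* Cre lungs its log2 fold change was −0.077 (adjusted p = 1.00). *Axin2* and *Lef1* had log2 fold changes of 0.22 and 0.27 in *Vangl1/2* lungs (adjusted p = 0.256 and 0.233), higher in each mutant than in each control, and of −0.026 and −0.056 in *Dermo1* Cre lungs (adjusted p = 0.879 or more). *Twist2* had a log2 fold change of −0.72 in *Dermo1* Cre lungs (adjusted p = 0.186), lower in each mutant than in each control, with adjusted p-values over its alternatives from 0.0055 (DESeq2) to 0.686 (without control replicate 2), and under 0.05 with DESeq2 and with the replicate block (0.0475) alone. It was also lower in each mutant of the *Vangl1/2* lungs, which carry no *Dermo1* Cre allele (−0.42, adjusted p = 0.233).

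*Vangl1* had from 5.61 to 11.9 CPM in the controls and from 12.4 to 14.4 in the mutants of the *Vangl1/2* experiment, and from 25.7 to 31.4 in the *Wnt5a* experiments, a comparison across separate tables; CPM are taken here over the reads on genes. The log2 fold changes of the *Vangl1/2* and *Dermo1* Cre experiments had a Spearman correlation of 0.31 across genes, and 423 genes had an unadjusted p-value under 0.05 in both against 297 by chance, 387 of them in the same direction. For *Dermo1* Cre and *Sox9* Cre the numbers were 0.072, and 69 against 55.5 with 42 in the same direction. For *Vangl1/2* and *Sox9* Cre they were −0.078, and 77 against 110 with 27 in the same direction. At an adjusted p-value under 0.05, 0 genes were shared by any of these pairs.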
